# THEMIS attenuates MASH by suppressing disease-associated hepatocyte induction and hepatocyte senescence in mice

**DOI:** 10.1172/JCI199303

**Published:** 2026-05-01

**Authors:** Xiaoxue Qiu, You Lu, Yuwei Tang, Linkang Zhou, Yu-tung Lee, Ziyi Meng, Zhimin Chen, Fnu Pradeepa, Lanuza A.P. Faccioli, Zhiping Hu, Alejandro Soto-Gutierrez, Siming Li, Jiandie D. Lin

**Keywords:** Hepatology, Metabolism, Cellular senescence

## Abstract

Hepatocyte senescence is increasingly recognized as a pathogenic driver of metabolic dysfunction–associated steatohepatitis (MASH). Through single-nucleus transcriptomic profiling, we identified a discrete population of disease-associated hepatocytes (daHep) exhibiting enrichment for senescence markers in MASH livers. The emergence of senescent hepatocytes was associated with a marked induction of hepatic thymocyte selection associated (THEMIS) expression in both murine and human MASH. Genetic ablation of *Themis*, either globally or specifically in hepatocytes, resulted in significant expansion of daHep and senescent hepatocyte populations and exacerbated MASH pathology in mice. Single-nucleus transcriptomic analysis revealed a central role for THEMIS in shaping the cellular landscape of both parenchymal and nonparenchymal compartments within the MASH liver microenvironment. Conversely, adeno-associated virus–mediated overexpression of THEMIS suppressed hepatocyte senescence and attenuated diet-induced MASH. Mechanistic studies revealed that THEMIS deficiency promoted aberrant ERK phosphorylation and hepatocyte senescence. These findings establish THEMIS as a critical hepatoprotective factor that restrains hepatocyte senescence and mitigates metabolic liver disease progression.

## Abstract 2

Hepatic THEMIS protects against metabolic dysfunction–associated steatohepatitis development, through improving metabolic functions, ameliorating hepatocyte senescence and inhibition of disease‑associated hepatocytes induction.

## Introduction

Metabolic dysfunction–associated steatohepatitis (MASH) is the severe form of metabolic dysfunction–associated steatotic liver disease (MASLD), characterized by hepatic steatosis, liver injury, inflammation, and fibrosis (1–4). MASH pathogenesis involves complex interactions among hepatic metabolic derangements, hepatocyte cell death, and persistent inflammatory and fibrotic responses in the liver. Multiple intrinsic and extrinsic factors contribute to disease progression, including mitochondrial dysfunction, lipotoxicity, oxidative stress, endoplasmic reticulum stress, and gut-derived endotoxin exposure (5). These pathogenic stressors exacerbate hepatocyte injury and promote the release of danger-associated molecular patterns, such as ATP, mitochondria, and lipid droplets (LD) (6), which in turn trigger proinflammatory responses within the liver microenvironment. In response, hepatocytes activate diverse stress response mechanisms that facilitate the restoration of metabolic homeostasis and tissue function during MASH. However, this reprogramming of hepatic signaling and cellular functions can become maladaptive, leading to deleterious effects that further drive disease progression, such as aberrant activation of liver fibrosis, persistent inflammatory cytokine production, and hepatocyte senescence. The precise nature of the hepatoprotective adaptive response in hepatocytes during MASH pathogenesis remains largely unresolved.

Hepatocytes constitute approximately 60%–70% of the total cell population in the mammalian liver, while nonparenchymal cells (NPCs), including endothelial cells, Kupffer cells, hepatic stellate cells (HSCs), cholangiocytes, and diverse immune cell types, constitute the rest (7–11). Recent advances in single-cell transcriptomics have provided unprecedented insights into liver cell heterogeneity and cellular reprogramming during liver disease (12–14). Similar to hepatocytes, sinusoidal endothelial cells, liver macrophages, and HSCs exhibit spatial heterogeneity and zonation along the portal to central axis of the liver lobule (12, 15, 16). Several notable features of transcriptomic heterogeneity and cell state transitions have been observed during MASH progression. For example, HSCs transition from a quiescent phenotype in the healthy liver to activated myofibroblasts that are highly active in secreting and remodeling extracellular matrix, thereby contributing to liver fibrosis and scar formation (17–19).

Additionally, macrophages expressing *Trem2* are nearly absent in healthy liver but show marked induction in both mouse and human MASH (13, 14). These TREM2^+^ macrophages form crown-like structures in the MASH liver and play multifaceted roles in efferocytosis and NLRP3 inflammasome activation (20, 21). Recent work has revealed disease-associated hepatocytes (daHep) as a unique population that emerges during liver injury and tumorigenesis, illustrating hepatocyte heterogeneity beyond liver zonation (22, 23).

Cellular senescence is characterized by permanent cell cycle arrest and distinct molecular features, including upregulation of p21 (encoded by *Cdkn1a*) and p16INK4a (encoded by *Cdkn2a*) expression, increased senescence-associated β-galactosidase (SA-β-Gal) activity, and induction of the senescence-associated secretory phenotype (SASP) (24–27). The latter entails the secretion of proinflammatory cytokines, chemokines, growth factors, and matrix metalloproteinases that exert both autocrine and paracrine effects on the neighboring cells. Recent studies have implicated cellular senescence as a potential causative factor in metabolic disorders, including insulin resistance and MASLD (28–30). Clearance of senescent cells using small-molecule senolytics leads to improved physical and metabolic parameters in mice (31, 32). Adipose tissue senescence is markedly increased during aging and obesity, leading to impaired adipogenesis, reduced fat storage capacity, and dysregulated adipocyte metabolism and function (33, 34). Similarly, senescent hepatocytes contribute to liver dysfunction during aging, MASH progression, and the development of MASH-associated hepatocellular carcinoma (32, 35–38). In this context, the secreted factors BMP4 and Gremlin 1 modulate hepatocyte senescence through opposing effects on the YAP/TAZ pathway (35). Despite these findings, it remains unknown whether adaptive mechanisms are engaged to restrain hepatocyte senescence and protect against MASH pathogenesis. In this study, we identified thymocyte selection associated (THEMIS), a well-known factor regulating T cell development, as a hepatoprotective factor induced in the MASH liver that suppresses hepatocyte senescence and disease progression.

## Results

### Emergence of deHep with senescence hallmarks in MASH liver.

Hepatocytes and NPCs in the liver undergo cell type–specific perturbations in gene expression and cellular functions during MASH. To delineate the nature of disease-associated transition of cell states and remodeling of liver microenvironment, we performed single-nucleus RNA-seq (snRNA-seq) analysis on the livers from mice fed either chow or a high-fat high-fructose MASH diet for 5 months (14). Uniform manifold approximation and projection (UMAP) clustering of transcriptomic data revealed 8 major cell types in the liver, including hepatocytes, cholangiocytes, endothelial cells, HSCs, macrophages, B cells, T cells, and proliferating cells (Figure 1A and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI199303DS1). Further clustering within the hepatocyte population revealed robust zonation (Figure 1, B–D, and Supplemental Figure 1C), a hallmark of spatial heterogeneity of liver parenchymal cells (12). Hepatocytes exhibited gradient expression of zonal markers (e.g., *Hal, Hamp,* and *Glul*), defining periportal (zone 1), midlobular (zone 2), and pericentral (zone 3) subtypes. Beyond the subclusters corresponding to liver zonation, we identified a hepatocyte subpopulation with a unique transcriptomic signature that was rare in healthy liver but markedly expanded upon diet-induced MASH (Figure 1, B and C). These deHep shared the transcriptomic features of midlobular and pericentral hepatocytes, while displaying highly enriched expression of a panel of genes, including *Nrg1* (neuregulin 1), *Anxa2* (annexin 2), *Gdf15*, and transcription factors *Sox4*, *Klf6*, and *Jun* (Figure 1, D and E, and Supplemental Figure 1D). Quantitative PCR (qPCR) and immunoblotting analyses confirmed that, compared with mice fed a control chow diet, hepatic mRNA and protein levels of Nrg1 and Anxa2 were markedly increased upon diet-induced MASH (Figure 1, F and G). We performed immunofluorescence staining using cytokeratin 8 (CK8), a pan-hepatocyte marker, and ANXA2. While hepatocytes expressing ANXA2 were nearly absent in chow liver, ANXA2^+^ hepatocytes were readily observed in midlobular and pericentral zones in MASH liver (Supplemental Figure 1E). ANXA2^+^ hepatocytes were recently identified in the settings of acute liver failure in humans and in mouse models of chronic liver disease and liver cancer (23, 39). This hepatocyte subpopulation exhibits a migratory phenotype and serves an important role in wound closure following liver injury.

Recent work has demonstrated that daHep harbor increased DNA copy number variations and may contribute to the development of liver malignancy (23). Despite this, the molecular characteristics and significance of daHep in MASH progression remain largely unknown. We performed differential gene expression to identify genes enriched in daHep compared with non-daHep in MASH liver. Pathway analyses indicated that daHep exhibited reduced expression of genes associated with core hepatic metabolic functions, such as cholesterol and bile acid biosynthesis, protein synthesis, amino acid and xenobiotic metabolism, and urea cycle (Supplemental Figure 1F). Gene set enrichment analyses revealed that daHep-enriched genes were strongly associated with cellular senescence and activation of p53 pathway (Supplemental Figure 2A). Recent studies have implicated cellular senescence as an emerging pathogenic factor in metabolic liver disease progression (25, 27). To explore whether different hepatocyte subpopulations exhibit varying degree of senescence, we compiled gene lists associated with cellular senescence (40) and computed senescence scores for individual hepatocytes. Compared with healthy and non-daHep MASH hepatocytes, daHep from MASH livers exhibited the highest senescence score (Figure 1, H and I). Furthermore, we observed a highly significant correlation between daHep and senescence gene signatures within the daHep subpopulation (Figure 1J). Accordingly, the percentage of hepatocytes expressing *Cdkn1a* (encoding p21) and *Gdf15*, 2 genes enriched in senescent cells, was higher in the daHep subpopulation, compared with healthy and non-daHep MASH hepatocytes (Figure 1K). Consistently, RNAscope in situ hybridization revealed that both Nrg1^+^ and Cdkn1a^+^ cells were markedly induced in the liver upon diet-induced MASH, and importantly, a subset of Nrg1^+^ hepatocytes displayed strong coexpression of *Cdkn1a,* as shown by dual-color RNAscope analysis (Figure 1L). Gene expression analysis indicated that hepatic p21 mRNA and protein levels were substantially increased upon diet-induced MASH (Figure 1, F and G). Immunofluorescence staining also revealed that, while P21^+^ cells were rare in healthy liver, they could be readily detected in MASH liver (Supplemental Figure 2B). Furthermore, we observed the induction of SA-β-GAL–positive cells in the liver and increased hepatic expression of genes linked to senescence (*Cdkn1a, Jun*) and SASP, including *Gdf15*, *Tgfb1*, *Mmp12*, *Lcn2*, and *Lgals3*, upon diet-induced MASH (Supplemental Figure 2, B–D). Together, these results illustrate cellular senescence as a prominent feature of daHep during MASH pathogenesis.

### THEMIS induction is a core feature of transcriptomic remodeling within hepatocytes during MASH.

The mechanisms that govern hepatocyte senescence and daHep induction and expansion in the MASH liver remain unknown. To explore this, we performed differential gene expression analysis on hepatocytes, stratified by their zonal locations. This analysis identified genes exhibiting differential expression between chow and MASH hepatocytes in all 3 zones and those displaying zone-specific patterns (Figure 2A). Notably, mRNA expression of *Themis*, a regulator of T cell receptor signaling thymocyte development (41–43), was nearly absent in healthy hepatocytes and exhibited a marked increase in midlobular and pericentral hepatocytes in MASH liver (Figure 2, A and B). In contrast, THEMIS mRNA expression in liver T cells remained comparable between chow and MASH groups in our single-cell and snRNA-seq datasets (Supplemental Figure 3, A and B). While the role of THEMIS in T cell receptor signaling and lineage development has been well-characterized (44, 45), whether this factor modulates hepatocyte signaling and liver disease progression have remained unexplored. We confirmed markedly increased mRNA and protein expression of THEMIS in the liver from two diet-induced MASH models (Figure 2, C and D). Hepatic *Themis* mRNA expression was strongly associated with plasma alanine aminotransferase (ALT) levels, a marker of liver injury, in a cohort of MASH mice exhibiting varying degrees of liver injury (Figure 2E). Additionally, *Themis* mRNA expression displayed a robust correlation with liver triglyceride (TAG) content in mice fed a high-fat diet (Figure 2F). Importantly, hepatic expression of *THEMIS* was significantly induced in human MASH livers compared with non-MASH controls, as revealed by qPCR and RNAscope analyses (Figure 2, G and H). Elevated *THEMIS* expression was consistently observed in several human liver bulk RNA-seq datasets from patients with MASH, compared with that in non-MASH or MASLD cohorts (Supplemental Figure 3C). These results demonstrate that THEMIS induction in liver is a conserved feature of human and murine MASH.

We postulated that hepatic *Themis* expression may respond to pathophysiological cues within the MASH liver microenvironment. To test this, we exposed cultured primary hepatocytes to a panel of known metabolic stressors (fatty acids) and cytokines associated with MASH and examined their effects on *Themis* gene expression. While TGF-β, TNF-α, and IFN-γ elicited minimal effects on *Themis* mRNA expression, both palmitic acid and oleic acids substantially increased *Themis* mRNA and protein levels in primary hepatocytes (Figure 2, I and J). We recently demonstrated that LD exposed by injured hepatocytes serve as a danger signal that exacerbates MASH pathologies (21). Interestingly, treatment of diet-induced MASH mice via tail vein injection of isolated LD significantly increased *Themis* mRNA levels in the liver (Figure 2K). These findings suggest that increased hepatic lipid flux may serve as a driver of THEMIS induction during metabolic liver disease pathogenesis.

### THEMIS deficiency exacerbates hepatocyte senescence and diet-induced MASH progression.

In response to pathophysiological stressors, hepatocytes engage diverse signaling pathways that mediate adaptive stress response and promote the restoration of homeostasis. In contrast, maladaptive responses may exacerbate metabolic dysfunctions and liver injury, thereby accelerating disease progression. To elucidate whether THEMIS plays a hepatoprotective or pathogenic role in metabolic liver disease, we examined the effect of THEMIS deletion on the development of diet-induced MASH pathologies in mice. Under chow-fed conditions, WT and *Themis*-KO littermates exhibited comparable plasma ALT and aspartate aminotransferase (AST) levels, metabolic parameters, and liver histology (Supplemental Figure 4). Following 3 months of MASH diet feeding, however, *Themis*-KO mice displayed significantly higher plasma ALT levels and developed more severe hepatic steatosis, as evidenced by elevated liver weight and TAG content and H&E histology (Figure 3, A–C, and Supplemental Figure 5, A and B). Plasma nonesterified fatty acids and TAG levels remained comparable between the 2 groups (Supplemental Figure 5C). Sirius red staining revealed more extensive pericellular fibrosis in *Themis*-KO livers, which was accompanied by increased infiltration of F4/80^+^ macrophages and induction of DESMIN^+^ HSCs (Figure 3, C and D, and Supplemental Figure 5D).

We performed bulk RNA-seq analysis on 3 pairs of WT and *Themis*-KO livers to examine the effects of THEMIS on global gene expression. 

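Poly(A) mRNA from the livers of 3 WT and 3 whole-body *Themis*-KO mice was sequenced as paired-end libraries with a read length of 151 bp. The mice had been fed the MASH diet, with 40% of energy from fat, 20% from fructose and 2% cholesterol, for 3 months, which the legend of Figure 3 gives as 12 weeks. The authors mapped the reads to GRCm38 with STAR and estimated the reads of each gene with RSEM, and deposited these estimated counts without normalization, 1 value per gene and liver. The deposited values are whole numbers. The 3 WT libraries held 23361687, 22244002 and 25649767 counts, with a median of 23361687, and the 3 *Themis*-KO libraries held 22397369, 21716243 and 20679642, with a median of 21716243. Of the 25403 genes listed, 14496 had enough counts to be tested after edgeR's filter on low counts. Library sizes were scaled by TMM normalization, and the genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation was 0.157. Expression is given as TMM-normalized CPM, mean ± SD over the 3 livers of a group. No pair of libraries differed by as little as sampling noise, since the lowest chi-square per degree of freedom was 9.81, between *Themis*-KO replicates 1 and 2, and each liver was counted as 1 replicate. The labels give no sequencing batch. WT replicates 1 and 2 differed from the other 4 livers in the counts of the mitochondrial gene *mt-Nd3* and its near-identical nuclear copy *Gm28438*. Of the summed CPM of both genes, *Gm28438* took 96.6% and 96.8% in these 2 livers and 2.2% to 3.26% in the others. The reads themselves were not analysed here, and this split of the livers is called the mitochondrial type without a test of its source. Both livers are WT, and WT replicate 3 shares the type of the livers labelled *Themis*-KO, so this difference between the mice is partly confounded with the genotype, with 1 WT liver to compare within a type.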

Differential expression analysis revealed 485 upregulated and 295 downregulated genes (2-fold cutoff) associated with THEMIS inactivation (Supplemental Figure 5E). 

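*Themis* (ENSMUSG00000049109), the inactivated gene, is a protein-coding gene on the forward strand of chromosome 10 of GRCm38, from 28668360 to 28883818. Its CPM was 8.07, 25.6 and 12.0 in WT replicates 1, 2 and 3 and 8.63, 7.74 and 9.97 in *Themis*-KO replicates 1, 2 and 3. The log2 fold change was −0.79 (SE 0.38, adjusted p = 0.199 from edgeR's quasi-likelihood test). WT replicate 1 lay within the range of the *Themis*-KO livers (exact two-sided permutation test, p = 0.3). The *Themis* counts thus did not separate the genotype labels, so the groups are called livers labelled WT and livers labelled *Themis*-KO, and each direction rests on these labels.

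**Figure D1:**
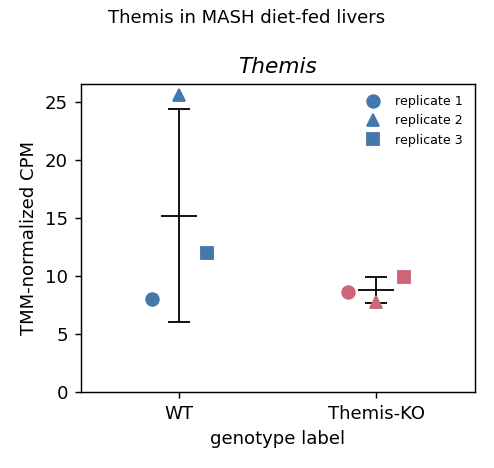
TMM-normalized CPM of *Themis* (y axis) in the 3 livers labelled WT (blue) and the 3 labelled *Themis*-KO (red), with 1 symbol per replicate number and lines at the mean ± SD. WT replicate 1, at 8.07, lies between *Themis*-KO replicates 2 and 1, at 7.74 and 8.63.

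At an adjusted p under 0.05 and a fold change of at least 2, 269 genes were higher and 162 lower in livers labelled *Themis*-KO. Livers with the same replicate number did not deviate together from their group means, with a mean correlation of −0.13, and with the replicate number as a block 14 genes were higher and 42 lower. The counts also depended on single livers, from 6 genes higher and 12 lower without *Themis*-KO replicate 1 to 694 higher and 427 lower without *Themis*-KO replicate 3. With the mitochondrial type, as split by the *mt-Nd3* and *Gm28438* counts, as a covariate, an alternative chosen after the data were examined that leaves 1 WT liver for the comparison within a type, 0 genes were higher and 3 lower. At an unadjusted p under 0.05 that fit gave 783 genes higher and 741 lower. The genes past both thresholds were higher in 62.4% of cases, against 80.6% when libraries were scaled by total counts alone. That scaling moved the median log2 fold change of the tested genes from 0.0095 to 0.15.
The largest rises were those of *Krt20*, with a log2 fold change of 3.75 (SE 0.72, adjusted p = 0.0302), *Tubb2b*, with 3.61 (SE 0.43, adjusted p = 0.0104), and *Nrg1*. *Ch25h* rose by 2.84 (SE 0.67, adjusted p = 0.0418) and *Sprr1a* by 2.74 (SE 0.61, adjusted p = 0.0389). Among the falls, *Mup7* changed by −5.85 (SE 0.52, adjusted p = 0.00772) and *Mup1* by −4.40 (SE 0.44, adjusted p = 0.00918), both in a family of near-identical genes that share reads, so these values are uncertain. *Hsd3b5*, *Ces4a* and *1810046K07Rik* had 3 counts or fewer in each liver labelled *Themis*-KO and were at least 107-fold, 6.78-fold and 7.4-fold lower. These bounds use the mean CPM of the livers labelled WT. For *Hsd3b5* this CPM was 30.3, 2.59 and 12.6 in WT replicates 1, 2 and 3, so its bound depends on single livers. *Tubb2b* and *Hsd3b5* also have paralogs with which reads can be shared. With the replicate block, the adjusted p was 0.0612 for *Krt20*, 0.0486 for *Tubb2b*, 0.104 for *Ch25h*, 0.111 for *Sprr1a*, 0.0233 for *Mup7* and for *Mup1*, 0.0167 for *Hsd3b5*, 0.0486 for *Ces4a* and 0.0583 for *1810046K07Rik*. With each liver left out in turn, *Mup7* kept an adjusted p under 0.05 in all 6 fits, *Mup1* in 5, *Tubb2b*, *Hsd3b5*, *Ces4a* and *1810046K07Rik* in 3, *Krt20* and *Sprr1a* in 2 and *Ch25h* in 1. Over these fits, the log2 fold change of *Krt20* ran from 3.22 to 5.42 and that of *Tubb2b* from 3.38 to 3.99. That of *Ch25h* ran from 2.04 to 3.23 and that of *Sprr1a* from 2.30 to 3.48. The CPM of *Krt20* was only 0, 0.048 and 0.197 in WT replicates 1, 2 and 3.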

The transcriptomic profile induced by THEMIS deficiency closely resembled that observed in diet-induced MASH, while exhibiting an inverse correlation with gene expression changes linked to dietary switch–mediated MASH resolution (Figure 3E). 

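Figure 3F plots 35 hepatocyte genes as lower, among them the lipid metabolism genes *Cpt1a*, *Acadm*, *Slc27a2*, *Elovl3* and *Sult2a8*. In the count data all 35 had a negative log2 fold change in livers labelled *Themis*-KO, with a mean of −0.65. Of these, 19 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 7 of them were also at least 2-fold lower. Adjusted over the 35 genes alone, which the authors chose from these data, 30 passed. Their mean log2 CPM was 8.94 ± 0.13 (SD, n = 3) in livers labelled WT and 8.29 ± 0.11 (SD, n = 3) in livers labelled *Themis*-KO. *Sult2a8*, a sulfotransferase gene on chromosome 7 from 14410686 to 14446769, fell most, by 2.97 on the log2 scale (SE 0.20, adjusted p = 0.00521). *Cpt1a* changed by −0.38 (SE 0.11, adjusted p = 0.0605) and *Acadm* by −0.23 (SE 0.12, adjusted p = 0.228). *Acadvl*, at −0.12 (SE 0.088, adjusted p = 0.385), rose by 0.019 when libraries were scaled by total counts alone. With the replicate block, 2 of the 35 genes had an adjusted p under 0.05.
The 25 fatty acid oxidation genes of Table S1, a list made without these data, had a mean log2 fold change of −0.23, and 21 of them were negative. Many of the 25 are also among the hepatocyte genes that Figure 3F plots as lower, so the results of these lists are not independent. The shared genes include *Gcdh* and *Acaa1a*, the only ones of the 25 with an adjusted p under 0.05 over all genes. With libraries scaled by total counts alone, the mean was −0.087. That scaling gave 4 genes with an unadjusted p under 0.05, against 12 with TMM. Only 2 of the 25 had an adjusted p under 0.05 over all genes, and 4 when adjusted over the list. The replicate block left 0 with an adjusted p under 0.05, and 6 with an unadjusted p under 0.05. As a set they were lower relative to other genes (adjusted p = 0.00032 from camera, Benjamini-Hochberg over 14 sets), also with the replicate block (adjusted p = 0.0010). Every liver labelled *Themis*-KO scored below every liver labelled WT (exact two-sided permutation test, p = 0.1, the smallest that 3 livers against 3 allow). Camera took the correlation between genes as 0.01; when it was estimated for each set, at 0.68 here, the adjusted p was 0.524. The 63 core hepatic genes of Supplementary Fig. 1F had a mean log2 fold change of −0.49 (camera adjusted p = 2.5e-15, 9.3e-16 with the replicate block and 0.217 with the estimated correlation). Of these, 19 had an adjusted p under 0.05 and a negative change. Adjusted over the list, 32 were lower and 1 higher. The block left 3 of the 63 with an adjusted p under 0.05. With each liver left out in turn, this number ran from 0 without *Themis*-KO replicate 1 to 43 without *Themis*-KO replicate 3. It was 33 with DESeq2.
Among the nonparenchymal genes of the plot, the 12 macrophage genes had a mean log2 fold change of 1.09, the 9 hepatic stellate cell (HSC) genes 0.89 and the 8 cholangiocyte genes 1.23. All of these genes were positive, and 8, 7 and 5 of them had an adjusted p under 0.05. *Col1a1* changed by 1.15 (SE 0.20, adjusted p = 0.0248), *Col1a2* by 1.00 (SE 0.11, adjusted p = 0.00936), *Trem2* by 1.49 (SE 0.27, adjusted p = 0.0255), *Gpnmb* by 1.97 (SE 0.31, adjusted p = 0.0194) and *Spp1* by 1.44 (SE 0.20, adjusted p = 0.0131). Of the 9 hepatocyte genes plotted as higher, with a mean of 1.31, 6 had an adjusted p under 0.05. With the replicate block 1 gene of these 4 groups, *Col1a2*, had an adjusted p under 0.05, at 0.0486.

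**Figure D2:**
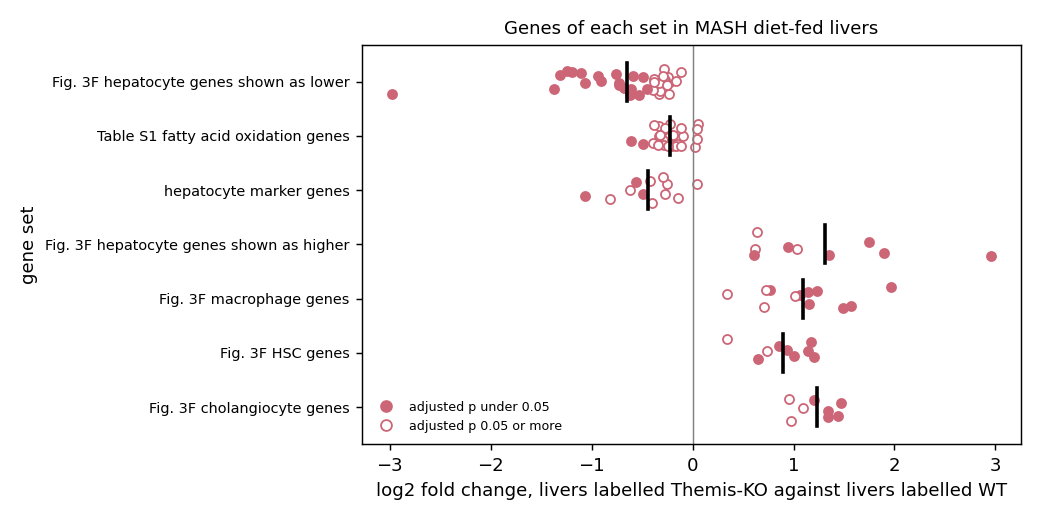
Log2 fold change (x axis) of each gene, 1 point per gene, by gene set (y axis, including 12 hepatocyte marker genes such as *Alb* that were listed before the data were examined), with filled points for an adjusted p under 0.05 and a black bar at each set's mean. The bars of the 35 hepatocyte genes plotted as lower (−0.65) and of the fatty acid oxidation genes (−0.23) lie left of 0, and those of the macrophage, HSC and cholangiocyte genes right of it.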

Among the differentially expressed genes, many hepatocyte-enriched genes involved in lipid metabolism and β-oxidation were downregulated, whereas NPC-enriched genes related to cell adhesion, migration, extracellular matrix components, and immune response were upregulated in the *Themis*-KO group (Figure 3F). Cell-type deconvolution analysis from the bulk RNA-seq data revealed increased proportion of cholangiocytes, macrophages, and HSCs (Supplemental Figure 5F). qPCR analysis confirmed significant upregulation of genes implicated in liver fibrosis (*Col1a1*, *Col1a2*, *Acta2*), inflammation (*Trem2*, *Gpnmb*, *Mmp12*), and daHep induction (*Axna2*, *Nrg1*, *Cdkn1a*) in the *Themis*-KO group compared with the control groups (Figure 3G and Supplemental Figure 5G). 

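Deconvolution by BayesPrism rests on single-nucleus and single-cell reference data that were not analysed here. In its place, lists of cell-type marker genes fixed before the data were examined were scored in each liver as their mean log2 CPM. The score of 9 cholangiocyte markers was 2.14 ± 0.095 (SD, n = 3) in livers labelled WT and 2.92 ± 0.50 (SD, n = 3) in livers labelled *Themis*-KO, with no overlap between the groups (exact two-sided permutation test, p = 0.1). The 12 macrophage markers scored 5.53 ± 0.48 and 6.03 ± 0.23 (SD, n = 3 each). WT replicate 3, at 6.08, lay within the range of the livers labelled *Themis*-KO (exact two-sided permutation test, p = 0.3). The 11 HSC markers scored 4.81 ± 0.079 and 5.29 ± 0.033 (SD, n = 3 each) without overlap (exact two-sided permutation test, p = 0.1). The 12 hepatocyte markers scored 11.09 ± 0.034 and 10.63 ± 0.145 (SD, n = 3 each), again without overlap (exact two-sided permutation test, p = 0.1). Relative to other genes, the camera adjusted p was 0.000689 for cholangiocyte, 0.000231 for macrophage, 6.0e-05 for HSC and 0.00016 for hepatocyte markers. With the replicate block it was 0.000103, 9.8e-05, 9.2e-05 and 0.000103 in the same order. None of the 4 passed when the correlation between genes was estimated, with adjusted p of 0.379, 0.453, 0.157 and 0.188. The endothelial markers differed by 0.20 (adjusted p = 0.0591, and 0.0852 with the block), the T cell markers by 0.0062 (adjusted p = 0.618, and 0.655 with the block) and the B cell markers by −0.15 (adjusted p = 0.666, and 0.695 with the block). These scores measure marker expression in whole tissue, in which a change per cell and a change in cell number give the same signal.

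**Figure D3:**
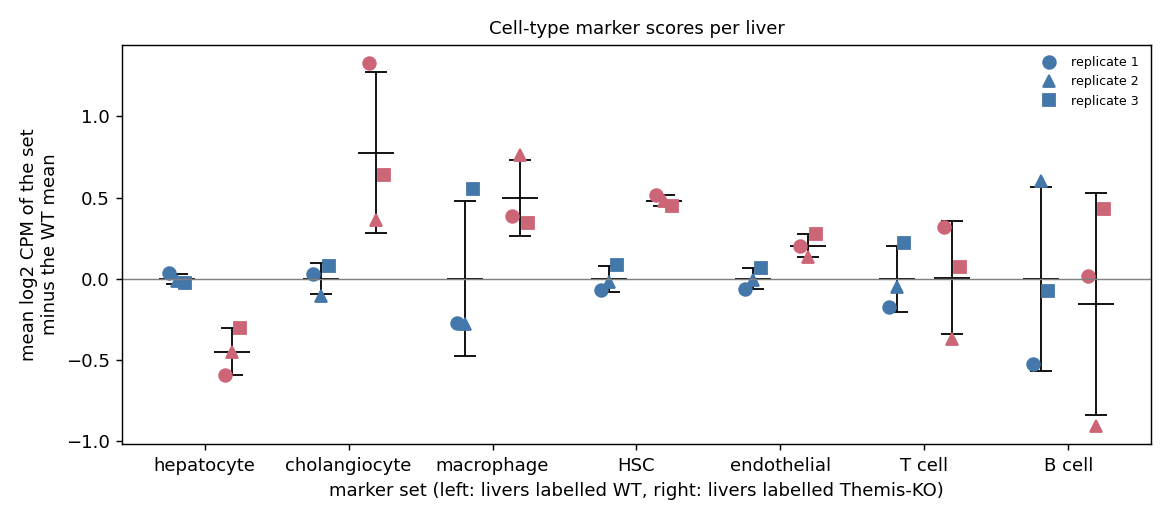
Mean log2 CPM of each cell-type marker set minus its mean in livers labelled WT (y axis), by marker set (x axis), for livers labelled WT (blue) and *Themis*-KO (red), with 1 symbol per replicate number and lines at the mean ± SD. The groups do not overlap for hepatocyte, cholangiocyte, HSC and endothelial markers and overlap for macrophage, T cell and B cell markers.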

Consistent with the transcriptomic data, protein levels of NRG1, ANXA2, and P21 were markedly elevated, alongside increased abundance of ANXA2^+^ hepatocytes in THEMIS-deficient livers (Figure 3, D and H). 

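In the transcriptomic data, *Nrg1*, a protein-coding gene on the reverse strand of chromosome 8 from 31814551 to 32884029 in GRCm38, had a CPM of 2.81 ± 1.36 (SD, n = 3) in livers labelled WT and 22.0 ± 12.7 (SD, n = 3) in livers labelled *Themis*-KO. The log2 fold change was 2.95 (SE 0.56, adjusted p = 0.0291 from edgeR's quasi-likelihood test). *Anxa2*, on the forward strand of chromosome 9 from 69453620 to 69491795, had a CPM of 69.7 ± 13.3 and 209 ± 53.2 (SD, n = 3 each). Its log2 fold change was 1.58 (SE 0.22, adjusted p = 0.0131). *Cdkn1a*, which encodes P21 and lies on the forward strand of chromosome 17 from 29090976 to 29100727, had a CPM of 11.7 ± 6.22 and 39.5 ± 8.03 (SD, n = 3 each), with a log2 fold change of 1.75 (SE 0.33, adjusted p = 0.0297). For each of the 3 genes, every liver labelled *Themis*-KO exceeded every liver labelled WT. With the replicate block the adjusted p was 0.0940 for *Nrg1*, 0.0583 for *Anxa2* and 0.0681 for *Cdkn1a*. With each liver left out in turn, the log2 fold change stayed between 2.57 and 3.37, between 1.45 and 1.77 and between 1.52 and 2.29, and each gene kept an adjusted p under 0.05 in 2 of the 6 fits.

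**Figure D4:**
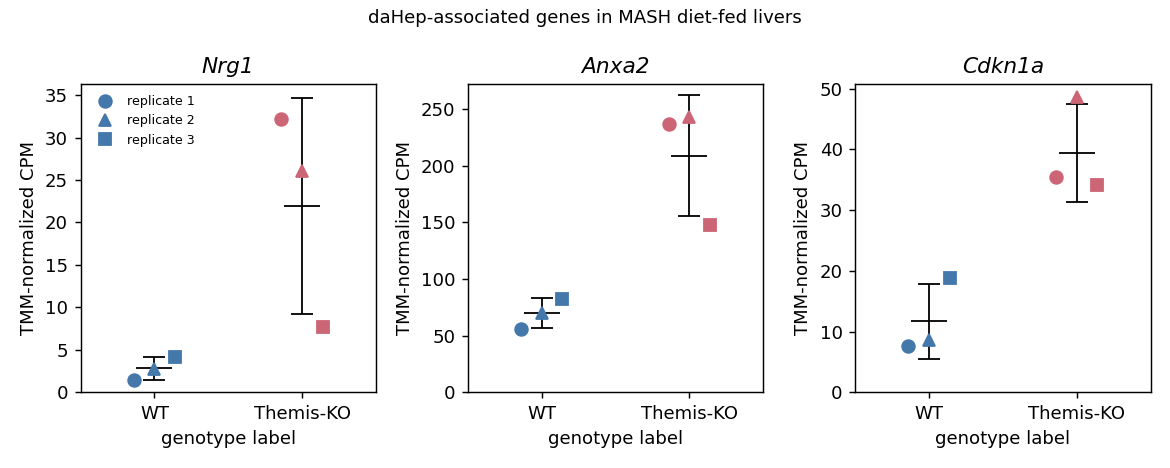
TMM-normalized CPM (y axis) of *Nrg1*, *Anxa2* and *Cdkn1a* in the 3 livers labelled WT (blue) and the 3 labelled *Themis*-KO (red), with 1 symbol per replicate number and lines at the mean ± SD. For *Nrg1*, *Themis*-KO replicate 3 lies at 7.7, closer to WT replicate 3 at 4.18 than to *Themis*-KO replicates 1 and 2 at 32.1 and 26.1.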

Collectively, these findings strongly support a hepatoprotective role for MASH-associated THEMIS induction in mitigating the progression of metabolic liver disease.

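The 12 daHep genes of Figure 1D, which mark the disease-associated hepatocytes of MASH liver, scored 4.52 ± 0.46 (SD, n = 3) in livers labelled WT and 5.98 ± 0.34 (SD, n = 3) in livers labelled *Themis*-KO, as the mean log2 CPM of the list. The groups did not overlap (exact two-sided permutation test, p = 0.1). The score measures whole tissue, in which a change per cell and a change in cell number give the same signal. *Sox4* of this list is also among the cholangiocyte genes of Figure 3F, so other cell types could contribute. The mean log2 fold change was 1.45, and all 12 genes were positive. Of these, 10 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, 8 of them with a change of at least 2-fold, and 12 passed when adjusted over the list alone. Under the replicate block, 1 of the 12 had an adjusted p under 0.05. The same number was left without WT replicate 1, WT replicate 2, *Themis*-KO replicate 1 or *Themis*-KO replicate 2. Without WT replicate 3 or *Themis*-KO replicate 3 it was 10. At an unadjusted p under 0.05, these fits gave from 10 to 12 of the 12 daHep genes. As a set they were higher relative to other genes (camera adjusted p = 1.9e-14, and 2.8e-15 with the replicate block), and the adjusted p was 0.193 when the correlation between genes was estimated for each set. The paper reads the lower expression of hepatocyte genes and the higher expression of daHep, macrophage, HSC and cholangiocyte genes together with the plasma ALT, histology and protein levels of these mice. From their worsening without THEMIS, the paper proposes a hepatoprotective role for the induction of THEMIS in MASH.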

### Hepatocyte-specific ablation of THEMIS worsens diet-induced MASH pathologies.

Given the abundant expression of THEMIS in T lymphocytes, it is plausible that T cell dysfunction may contribute to the exacerbation of MASH phenotypes observed in whole-body *Themis*-KO mice. To delineate the hepatocyte-intrinsic role of THEMIS in MASH pathophysiology, we generated hepatocyte-specific *Themis*-knockout (HKO) mice by crossing *Themis*^fl/fl^ (Flox) animals with Albumin-Cre–transgenic (Alb-Cre–transgenic) mice. Under standard chow diet conditions, Flox and HKO mice exhibited comparable physiological and metabolic parameters, including body weight, tissue mass, fasting blood glucose, and plasma ALT and AST levels as well as hepatic gene expression profiles (Supplemental Figure 6). In contrast, HKO mice exhibited higher liver weight, aggravated hepatic steatosis and liver injury following MASH diet feeding, compared with Flox controls (Figure 4, A–C, and Supplemental Figure 7, A–D). Consistently, qPCR analysis revealed significant upregulation of genes encoding key enzymes involved in de novo lipogenesis (DNL), including *Acc1, Fasn* and *Elovl6*, in the HKO livers (Figure 4D). Sirius red staining revealed marked increased hepatic fibrosis in HKO livers, concomitant with elevated numbers of DESMIN^+^ HSCs, and the formation of crown-like structures surrounded by F4/80^+^ macrophages (Figure 4, A and E). This was further supported by markedly higher expression of genes associated with liver fibrosis and inflammatory responses in the HKO livers than the control group (Figure 4G and Supplemental Figure 7E). Compared with that in controls, mRNA and protein expression of *Nrg1*, *Anxa2*, and *Cdkn1a* (p21) was significantly upregulated in the HKO livers (Figure 4, F and G), consistent with more abundant ANXA2^+^ hepatocytes (Figure 4E). In contrast, mRNA expression of T cell exhaustion markers, including *Havcr2*, *Lag3* and *Pdcd1*, was not significantly altered in HKO livers (Supplemental Figure 7F).

To further interrogate the acute consequences of hepatocyte-specific THEMIS depletion, we administered recombinant adeno-associated virus (AAV) vectors encoding either GFP or Cre recombinase driven by *TBG* promoter into MASH diet–fed *Themis* Flox mice. Consistent with the phenotype observed in the HKO model, acute ablation of *Themis* in hepatocytes led to increased hepatic TAG accumulation, exacerbated liver injury and fibrosis, augmented macrophage infiltration, and more ANXA2^+^ hepatocytes (Figure 4, H–J, and Supplemental Figure 7, G–K). Collectively, these findings demonstrate that hepatocyte-intrinsic THEMIS exerts a cell-autonomous protective role in mitigating diet-induced MASH progression.

### Hepatic THEMIS shapes liver cell transcriptomic states during MASH.

Central to MASH pathogenesis is the pervasive transcriptomic reprogramming and dynamic cell state transitions in both hepatocyte and NPC populations. To delineate the role of hepatic THEMIS in shaping liver cell heterogeneity in MASH, we conducted snRNA-seq analysis on liver nuclei isolated from 4 pairs of MASH diet–fed *Themis* Flox and HKO mice. As expected, we recovered all major liver cell types for both genotypes (Figure 5A and Supplemental Figure 8, A and B). Within the hepatocyte compartment, UMAP analysis identified 4 discrete subpopulations corresponding to distinct liver zones and daHep (Figure 5B). Cell count analysis revealed a marked expansion of daHep in *Themis* HKO livers (Figure 5C), underscoring the critical role of THEMIS in restraining daHep induction during MASH. As shown above, both whole-body and hepatocyte-specific THEMIS inactivation aggravated hepatic steatosis, likely a consequence of underlying disruptions of hepatic lipid metabolism. To further dissect these effects, we computed pathway activity scores for DNL and fatty acid β-oxidation (FAO) based on curated gene sets and projected these scores onto the UMAP representation of hepatocytes. *Themis* HKO hepatocytes exhibited elevated DNL scores and increased lipogenic gene expression relative to controls, whereas FAO scores and the expression of FAO genes were reduced (Figure 5, D and E). Assessment of cellular senescence signatures showed that *Themis* HKO livers contained a greater proportion of hepatocytes expressing senescence-associated gene profiles, with these cells largely overlapping the daHep cluster (Figure 5F). Furthermore, *Themis* HKO livers exhibited a pronounced increase in P21-positive nuclei and SA-β-GAL staining, indicative of more prevalent hepatocyte senescence as a consequence of THEMIS inactivation (Figure 5G). In contrast, *Themis* deficiency did not affect hepatocyte proliferation, as revealed by comparable proliferation scores and mRNA expression of *Pcna*, a marker of cell proliferation, in the hepatocyte cluster between the 2 genotypes (Supplemental Figure 8, C and D).

We next investigated how hepatocyte-specific ablation of THEMIS affects the NPC compartment of the liver microenvironment during diet-induced MASH. Previous studies have identified HSC subpopulations corresponding to quiescent and activated phenotypes in MASH livers (17, 19). Consistent with these reports, UMAP clustering revealed 2 distinct HSC populations: *Rgs5*^+^ quiescent HSCs and *Col1a1*^+^ activated HSCs (Figure 5H). Cell count analysis demonstrated that, compared with that of controls, total HSC numbers increased by approximately 46% in HKO group, with the *Col1a1^+^* activated HSC subpopulation exhibiting a striking 107% expansion (Figure 5H and Supplemental Figure 8E). Macrophage heterogeneity is a well-established feature of MASH, and 3 principal macrophage subtypes were identified: resident Kupffer cells, monocyte-derived macrophages, and *Trem2*^+^ macrophages (14, 46). The overall macrophage abundance showed a marked increase in HKO livers relative to controls, with the *Trem2*^+^ macrophage subset displaying the most pronounced expansion by nearly 4 folds following hepatocyte THEMIS ablation (Figure 5I and Supplemental Figure 8F). These findings underscore a pivotal role for hepatocyte-intrinsic THEMIS signaling in modulating both parenchymal and nonparenchymal compartments, thereby shaping the cellular landscape of the liver microenvironment during MASH progression.

### THEMIS attenuates hepatocyte senescence through restraining ERK activation.

THEMIS regulates T cell receptor signaling, in part through its effects on the tyrosine phosphatase 1 (SHP1) and ERK pathways (47–50). However, its role in hepatocyte signaling remains unexplored. To investigate the mechanisms underlying THEMIS action in hepatocytes, we analyzed several signaling pathways in the livers from MASH diet–fed WT and *Themis* KO mice. While the phosphorylation status of p38 MAPK and NF-κB was similar between the 2 genotypes, JNK phosphorylation was slightly increased and ERK phosphorylation was consistently elevated in *Themis*-KO livers (Figure 6A). Increase in ERK phosphorylation was similarly observed in the *Themis* HKO livers compared with Flox controls (Figure 6B). Interestingly, expression of hepatic genes associated with the transcriptional response downstream of ERK signaling was elevated in the liver from patients with MASH (Supplemental Figure 3D). To determine whether THEMIS directly inhibits ERK signaling in a cell-autonomous manner, we transduced primary mouse and human hepatocytes with a recombinant adenoviral vector expressing control (Ad-GFP) or THEMIS (Ad-Themis) (Supplemental Figure 9A). Compared with both uninfected and Ad-GFP controls, adenovirus-mediated overexpression of THEMIS strongly attenuated ERK phosphorylation in transduced hepatocytes (Figure 6C), indicating that THEMIS inhibits hepatocyte ERK signaling in a cell-autonomous manner. qPCR analysis indicated that mRNA expression of daHep markers (*Nrg1, Anxa2*) was decreased by THEMIS overexpression in mouse hepatocytes (Supplemental Figure 9B).

To further explore the molecular mechanisms underlying the crosstalk between THEMIS and ERK activation, we isolated primary hepatocytes from Flox and HKO mice fed MASH diet for 5 months and performed treatments with EGF. Compared with control, primary hepatocytes from HKO mice exhibited elevated basal ERK phosphorylation and more sustained ERK activation over a period of 3 hours following EGF stimulation (Figure 6D). THEMIS has been previously demonstrated to physically interact with GRB2, a critical adaptor protein for RAS activation, in thymocytes (51). We observed that GRB2 was present in THEMIS protein complexes affinity-purified from MASH mouse livers (Supplemental Figure 9C). We performed RAS activity assay to assess whether THEMIS directly modulates RAS activation. Compared with controls, *Themis*-deficient hepatocytes exhibited elevated basal level and more robust increase of GTP-bound RAS, the active form of RAS, following EGF stimulation (Figure 6E). Interestingly, treatment of transduced hepatocytes with SHP099, a potent SHP2 inhibitor, did not further augment the inhibitory effects of THEMIS on ERK phosphorylation (Supplemental Figure 9D), suggesting that THEMIS and SHP2 may act in a common pathway upstream of RAS/ERK signaling in hepatocytes.

Aberrant ERK activation has been shown to promote senescence of intestinal epithelial cells (52). In cultured hepatoma cells, treatment with doxorubicin (Dox), a chemotherapeutic drug known to induce DNA damage and cellular senescence (53), strongly stimulated ERK phosphorylation, p21 mRNA and protein expression, and SA-β-Gal accumulation (Figure 6, F and G, and Supplemental Figure 9E). Compared with GFP controls, adenovirus-mediated overexpression of THEMIS attenuated Dox-induced ERK phosphorylation, senescence-related gene expression, and SA-β-Gal staining (Figure 6, F and G, and Supplemental Figure 9E). To further investigate the role of ERK activation in hepatocyte senescence, we treated hepatocytes transduced with Ad-GFP or Ad-THEMIS with Dox in the absence or presence of trametinib, a potent and selective inhibitor for MEK1/2 and ERK activation. As expected, trametinib strongly suppressed ERK activation in response to Dox (Figure 6H). While THEMIS alone can attenuate Dox-induced ERK activation and p21 induction, addition of trametinib abrogated the inhibitory effect of THEMIS on p21 induction (Figure 6H), suggesting that THEMIS acts upstream of ERK to attenuate hepatocyte senescence. These findings demonstrate that THEMIS exerts its inhibitory effects on hepatocyte senescence, at least in part, by suppressing ERK activation.

### THEMIS levels confer protection against hepatocyte senescence and diet-induced MASH.

Our findings support a crucial role of THEMIS in orchestrating hepatic adaptive response to metabolic stresses and alleviating metabolic liver disease progression. To determine whether THEMIS is sufficient to confer protection against diet-induced MASH, we constructed a recombinant AAV vector expressing *Themis* under the control of *TBG* promoter, which directs hepatocyte-specific gene expression. We transduced mice fed on MASH diet for 14 weeks with AAV-TBG-GFP or AAV-TBG-THEMIS and continued MASH diet feeding for additional 6 weeks. Mice with AAV-mediated THEMIS overexpression in hepatocytes moderated body weight gain compared with their GFP control counterparts (Figure 7A), along with a trend of decrease in liver weight and liver injury (Supplemental Figure 10, A and B). Histological analysis indicated that AAV-mediated hepatic overexpression of THEMIS attenuated hepatic steatosis, along with lower liver TAG content (Figure 7, B and C). Overexpression of THEMIS improved liver fibrosis, as evidenced by reduced signals from Sirius red staining (Figure 7C) and immunofluorescence staining of DESMIN (Figure 7D). Additionally, AAV-mediated THEMIS overexpression decreased the abundance of F4/80^+^ macrophages in transduced mouse livers (Figure 7D). Analysis of hepatic gene expression indicated that mRNA expression of genes associated with liver fibrosis, TREM2^+^ macrophages, and DNL, but not T cell exhaustion, was significantly decreased by THEMIS overexpression (Figure 7F and Supplemental Figure 10, C and D). Crucially, AAV-mediated overexpression of THEMIS substantially decreased p21 mRNA and protein levels in transduced mouse livers (Figure 7, E and F). P21 immunofluorescence and SA-β-Gal staining were strongly reduced by THEMIS, compared with controls (Figure 7D). This improvement of hepatocyte senescence occurred in parallel with decreased ERK phosphorylation (Figure 7E) and expression of daHep markers, including NRG1 and ANXA2 (Figure 7, D–F). These results illustrate that hepatic overexpression of THEMIS exerts protective effects against diet-induced MASH.

We next examined whether targeted THEMIS overexpression in senescent hepatocytes is sufficient to confer protective effects during diet-indued MASH. We constructed a double-floxed inverse open reading frame (DIO) AAV vector (AAV-TBG-DIO-THEMIS) to conditionally overexpress THEMIS in p21-high senescent hepatocytes using a recently described *p21*-Cre transgenic model (54). We transduced *p21*-Cre–transgenic mice fed MASH diet for 12 weeks with AAV control or AAV-TBG-DIO-THEMIS, followed by tamoxifen administration (Figure 8A). Mice with AAV-mediated THEMIS overexpression in *p21*^hi^ hepatocytes displayed lower liver weight and improved liver injury and hepatic steatosis (Figure 8, B–E), along with reduced hepatic fibrosis, as revealed by Sirus red staining (Figure 8D). Importantly, hepatic SA-β-Gal staining, P21 protein levels, expression of daHep markers (*Nrg1*, *Anxa2*), and ERK phosphorylation were reduced by THEMIS overexpression in *p21*^hi^ hepatocytes (Figure 8, D, F, and G). Taken together, these data illustrate that AAV-mediated overexpression of THEMIS in *p21*^hi^ hepatocytes was sufficient to confer protection against diet-induced MASH in mice by modulating hepatocyte senescence (Figure 8H).

## Discussion

Single-cell transcriptomic analyses of both healthy and diseased hepatic tissues have elucidated previously unrecognized dimensions of cellular heterogeneity and dynamic reprogramming within the liver. A defining aspect of hepatocyte spatial heterogeneity is metabolic zonation along the portal-central axis, which underpins the transcriptional and functional specialization required for the execution of diverse metabolic and secretory processes. However, the extent of hepatocyte heterogeneity beyond classical zonation remains incompletely characterized. In this study, we performed snRNA-seq analysis to interrogate healthy and diet-induced MASH mouse livers. We identified a distinct subpopulation of MASH-associated hepatocytes characterized by elevated expression of marker genes such as *Nrg1*, *Anxa2*, and *Gdf15*. This subpopulation exhibits a transcriptional profile reminiscent of a hepatocyte subtype previously implicated in liver injury and tumorigenesis. Notably, ANXA2^+^ migratory hepatocytes are induced following acetaminophen-mediated hepatic injury, facilitating wound closure and regenerative processes (39). Furthermore, the daHep subpopulation demonstrates an enrichment for copy number variations, implicating it in hepatocarcinogenesis (22, 23). The emergence of daHep in MASH livers strongly suggests that its induction constitutes a shared cellular response to both acute and chronic hepatic injury.

Transcriptomic profiling of the daHep cluster revealed a notable enrichment for senescence-associated gene expression. Nevertheless, hepatocytes within the daHep cluster and those exhibiting high senescence scores are not entirely congruent, indicating partial overlap and suggesting a potential ontological relationship within the context of MASH pathogenesis. Cellular senescence has been increasingly recognized as a pathogenic driver in metabolic disorders, including insulin resistance and MASH (28–30). In this study, we identified THEMIS as a critical hepatoprotective factor that mitigates hepatocyte senescence, daHep induction, and disease progression. While THEMIS expression is abundant in T lymphocytes, both our single-cell RNA-seq and snRNA-seq analysis revealed that THEMIS is markedly upregulated in MASH hepatocytes but not T cells. Importantly, this induction of hepatic THEMIS expression is conserved between murine and human MASH. THEMIS expression is robustly induced by fatty acid exposure, but not by inflammatory cytokines, in cultured hepatocytes, implicating lipid overload as a potential trigger in MASH livers. In support of this, THEMIS expression was most robustly induced in hepatocytes located in zones 2 and 3, which are more prone to developing hepatic steatosis. Both global and hepatocyte-specific ablation of THEMIS exacerbated diet-induced MASH phenotypes in mice, including hepatocellular injury, inflammation, and liver fibrosis. Moreover, AAV-mediated overexpression of THEMIS ameliorated MASH pathology in transduced mice. These findings underscore the hepatoprotective role of THEMIS and establish its essential function in orchestrating adaptive hepatic responses during the pathogenesis of metabolic liver disease.

THEMIS confers hepatoprotective effects via several nonmutually exclusive mechanisms. Gain- and loss-of-functions studies revealed a substantial role of THEMIS in mitigating diet-induced hepatic steatosis. THEMIS inactivation exacerbated fat accumulation in the liver, whereas its overexpression markedly improved diet-induced hepatic steatosis. Supporting these observations, snRNA-seq analyses indicated THEMIS deficiency is associated with upregulation of genes involved in hepatic lipogenesis and downregulation of genes involved in FAO in hepatocytes. A second major function of THEMIS in the context of MASH is the suppression of hepatocyte senescence and daHep induction in the liver. Genetic ablation of THEMIS resulted in a pronounced increase in expression of p21, a canonical marker of cellular senescence, within hepatocytes. Furthermore, analysis using senescence-related gene sets indicates a higher prevalence of hepatocytes with elevated senescence scores in HKO mice. THEMIS also robustly inhibits the induction of hepatic genes characteristic of daHep during diet-induced MASH. Given the established contribution of hepatocyte senescence and daHep induction to liver disease pathogenesis, these findings support the concept that suppression of these processes is protective against disease progression. A recent study demonstrated that daHep exhibit increased genome instability and may contribute to liver tumorigenesis (23). Whether hepatic THEMIS plays a role in MASH-associated hepatocellular carcinoma remains to be fully explored. Beyond cell-autonomous effects, hepatocyte THEMIS signaling exerts diverse non-cell-autonomous influences on the NPC compartment of the MASH liver microenvironment. These include modulation of HSC activation state and alterations in macrophage composition, as revealed by snRNA-seq analysis. The exact mechanisms that link hepatic THEMIS signaling to macrophage recruitment and polarization and HSC activation remain an important unresolved question. Collectively, these results demonstrate that THEMIS mediates hepatoprotection through both hepatocyte-intrinsic and -extrinsic mechanisms.

THEMIS regulates proximal T cell receptor signaling in thymocytes by forming a ternary complex with GRB2 and SHP1/2, thereby modulating downstream ERK activation (47–50). In the context of MASH, we found that THEMIS inactivation resulted in aberrant ERK activation in the liver, whereas AAV-mediated overexpression of THEMIS suppressed this pathway. This inhibitory effect of THEMIS on ERK activation is cell-autonomous within hepatocytes. Mechanistically, THEMIS binds with GRB2 in MASH liver and suppresses RAS activity, thereby reducing ERK activation. ERK signaling plays a complex role in the regulation of senescence; while it can suppress cellular senescence under some conditions, constitutive ERK activation may promote senescence induction (55, 56). In cultured hepatoma cells, ERK was activated during senescence induction in response to Dox, and adenovirus-mediated THEMIS overexpression attenuated both ERK activation and Dox-induced hepatocyte senescence. These findings indicate that THEMIS acts as an upstream regulator of ERK signaling cascade to restrain maladaptive hepatocyte senescence. 

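In the bulk RNA-seq of MASH diet-fed livers, *Bmp4* (ENSMUSG00000021835) had a CPM of 3.64 ± 0.25 (SD, n = 3) in livers labelled WT and 3.445 ± 0.74 (SD, n = 3) in livers labelled *Themis*-KO. The gene is protein coding and lies on the reverse strand of chromosome 14 of GRCm38, from 46383520 to 46390669. The log2 fold change was −0.078 (SE 0.20, adjusted p = 0.818 from edgeR's quasi-likelihood test), and −0.097 with the replicate number as a block (adjusted p = 0.825). The difference was smaller than the spread between livers (exact two-sided permutation test, p = 0.8). Its sign depended on the scaling and on single livers, with 0.062 when libraries were scaled by total counts alone and a range from −0.20 to 0.071 with each liver left out in turn. *Grem1* is not listed in the count table and was not analysed here.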

Although recent studies have implicated BMP4/Gremlin 1–mediated modulation of YAP/TAZ activity in the regulation of hepatocyte senescence (35), the expression of Bmp4 and Grem1 was largely unaltered by THEMIS inactivation, suggesting that these pathways likely operate independently. The robust inhibitory effects of THEMIS on MASH-associated hepatocyte senescence highlight its potential as a therapeutic target for the treatment of metabolic liver disease.

## Methods

### Sex as a biological variable

Male and female liver samples were used for gene expression analysis. We performed in vivo metabolic studies using male mice because female mice are resistant to the development of key features of human MASH following MASH diet feeding. Primary hepatocytes were isolated from both male and female mice in this study.

### Plasmid construction

*Themis* transcript variant 1 (NM_178666.6), subcloned into our lab-modified AAV-TBG vector; pAdTrack-CMV expression vector (Addgene); and AAV-TBG-DIO vector, provided by Liangyou Rui, University of Michigan. Flag and HA double-tagged THEMIS was subcloned into AAV-TBG vector.

### Diet-induced MASH mouse models

To induce MASH, mice were fed a MASH diet containing 40 kcal% fat, 20 kcal % fructose, and 2% cholesterol (D09100310, Research Diets) at the age of 10–12 weeks. Plasma and tissue were harvested after 3 or 5 months of MASH diet feeding for further analysis. For AAV administration studies, mice were fed a MASH diet for 12 weeks and then tail vein injected with AAV8-Themis, AAV8-Cre, or AAV8-Flag-HA-Themis at the dose of 1 × 10^11^ genome copies/mouse. The mice were continuously fed a MASH diet for 8 weeks or 9 days after AAV8-Flag-HA-Themis administration until analysis. *p21*-Cre mice were fed MASH diet for 12 weeks and then tail vein injected with AAV-TBG-DIO-Themis at the dose of 1 × 10^11^ genome copies/mouse, followed by tamoxifen (Sigma, T5648) at the dose of 20 mg/mL (corn oil) intraperitoneal injection for consecutive 4 days. Mice were continued on MASH diet for 4 weeks until analysis.

### In vitro hepatocyte treatment

Primary hepatocytes were isolated from mouse livers using collagenase digestion as previously described (57). Diseased adult human hepatocytes were obtained from the Organ Processing Hub and the Center for Transcriptional Medicine, Department of Pathology, University of Pittsburgh. The Institutional Review Board at the University of Pittsburgh approved our protocol and has given the Not Human Research Determination (IRB# STUDY24020093). Hepatocytes were isolated using a 3-step collagenase digestion technique as previously described (58). Cell viability was assessed after isolation using trypan blue exclusion, and only cell preparations with viability >75% were used for the analysis. Adenoviral infection was performed after 24 hours of isolation, followed by either harvest or treatment with SHP099 (MedChemExpress, HY-100388) for 4 hours. After 2 hours of isolation, mouse primary hepatocytes were treated with mouse EGF recombinant protein (Thermo Fisher, PMG8044) at indicated time points. Hepa1 cells (ATCC, CRL-1830) were transduced by adenovirus and then treated with Dox (Cayman, 15007), MEK inhibitor trametinib (MedChemExpress, HY-10999)], or the combination.

### Bulk RNA-seq and data analysis

Three liver samples from each group (WT and Themis-KO) were used for bulk RNA-seq experiments. Total RNA was extracted from frozen liver tissues with Trizol reagent (TRZ-100, Alkali Scientific) following manufacturer’s protocol. Sequencing libraries for mRNA were generated with NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490) and NEBNext UltraExpress RNA Library Prep Kit (NEB, E3330) and were paired-end sequenced with 151 bp read length on an Illumina NovaSeq 6000 instrument. The raw sequencing reads were mapped to the reference genome GRCm38 (ENSEMBL) using STAR (v2.7.8a) (59). Gene count estimation for each library was performed using RSEM (v1.3.3) (60). Downstream differential gene expression analysis between genotypes was conducted using DESeq2 (v1.40.0) (61) in the R environment. Cell type deconvolution analysis from the bulk RNA-seq data was conducted with BayesPrism (62) (v2.2.2) using cell type–specific marker genes identified in the snRNA-seq dataset (this study) and a scRNA-seq dataset (GSE119340) as reference.

### Nuclei isolation and snRNA-seq experiment

Liver tissues were snap frozen in liquid nitrogen and kept at –80°C until use for nuclei isolation following a procedure as previously described (21). Briefly, we pooled liver tissue from 4 *Themis* Flox and 4 *Themis* HKO mice, respectively. Approximately 45 mg pooled frozen liver tissue was placed into a 60 mm dish on ice with 1 mL precold salt-Tris (ST) buffer containing 146 mM NaCl, 10 mM Tris-HCl, 1 mM CaCl_2_, 21 mM MgCl_2_, 0.03% Tween-20, 0.01% BSA, and 0.2 U/mL Protector RNase Inhibitor (Sigma, 3335399001) in nuclear-free water. The tissue was finely chopped using Noyes Spring Scissor for 10 minutes on ice, followed by homogenization using glass dounce homogenizer (Kimble, 885300-0001). The homogenate was filtered through a 70 mm cell strainer and transferred to a 50 mL centrifuge tube. The sample volumes were brought up to 5 mL by adding 2 mL wash buffer (ST buffer without Tween-20, BSA and RNase inhibitor). The filtered homogenate was then centrifuged at 500*g* for 5 minutes at 4 in a swinging bucket centrifuge. The pellets were resuspended in precold PBS buffer with 1% fatty acid free BSA and 0.2 U/mL RNase Inhibitor and filtered through a 40 mm cell strainer. The nuclei resuspension was stained by 1 mg/mL propidium iodide (Sigma, P4170) and then underwent fluorescence-activated cell sorting using a BD FACS Discover S8 Cell Sorter (BD Bioscience) with 100 μm nozzle in the Flow Cytometry Core at the University of Michigan. Sorted nuclei were processed for snRNA-seq using the 10X Genomics Chromium Single-Cell 3’ Gene Expression pipeline and subjected to 28 × 151 bp of sequencing on an Illumina NovaSeq X Plus system in the Advanced Genomics Core at the University of Michigan.

### snRNA-seq data analysis

Demultiplex sequencing reads were mapped reference transcriptome mm10-2020-A downloaded from 10x Genomics’ website using Cell Ranger (v8.0.1), excluding intronic reads by setting the include-introns argument to false. The output gene count by cell matrix files were further processed using the Seurat package (v5.1.0) (63) for filtering out cells with fewer than 300 features or genes expressed in fewer than 3 cells and for data integration. Doublets were removed both with DoubletFinder (v2.0.5) (64) and by manual curation. Initial cell clustering was performed using the top 3,000 variable features with principal components 1–15 at a resolution of 0.2, and cell types were manually annotated based on marker genes’ expression. Differential gene expression analyses were performed following the pseudobulking approach using the edgeR package (v4.4.2) (65), and *P* values were adjusted to FDR using Storey’s method (66).

Pathway signature scores were calculated with the scaled normalized gene expression from gene sets representing the pathways using a principal component analysis–based approach. The first principal component was used as the signature score. For senescence signature, we started with the published gene set (40) for cellular senescence with the addition of *Cdkn1a* and *Gdf15*. The gene set was subsequently filtered based on maximum normalized expression level greater than 0.5, exhibiting large variation among hepatocytes and excluding the ones highly expressed in NPC. Gene sets for proliferation, DNL, and FAO were similarly curated. All the resulting genes for each gene set were listed in Supplemental Table 1.

### Immunostaining and tissue histology

Liver tissue was fixed with 4% paraformaldehyde at 4°C with mild shaking overnight, followed by PBS wash twice and then incubated with 30% sucrose in PBS overnight. The liver tissue was embedded in OCT. Frozen sections (10 μm) were permeabilized with 1% Triton X-100 in PBS and then blocked with 5% serum and 2% BSA in PBS, followed by incubation in primary antibody solution overnight at 4°C. The secondary antibody solution was applied at room temperature for 1 hour avoiding light. Sections were mounted in Gold Antifade Mountant (Invitrogen, P36930). Images were captured using Leica SP5 and SP8 Confocal Microscope System.

For histology, liver tissue was fixed with 10% formalin at 4°C with mild shaking overnight, followed by PBS wash and then embedded in paraffin prior to sectioning. H&E staining was performed to assess liver steatosis and immune cell infiltration. Liver fibrosis was assessed by Picrosirius (Sirius) red (Polysciences, 24901) staining of the formalin-fixed, paraffin-embedded liver sections. Results were examined using microscopy (Thermo Fisher, EVOS M5000).

### RNAscope in situ hybridization

RNAscope assay was performed using fresh-frozen liver sections following the user manual of the Advanced Cell Diagnostics RNAscope Multiplex Fluorescent Reagent Kit v2 (UM 323100). Briefly, snap-frozen liver tissue was embedded in cyroembedding medium (OCT). Liver sections were fixed using 4% PFA, and were applied with RNAscope hydrogen peroxide (Advanced Cell Diagnostics, 2018518) and protease IV (Advanced Cell Diagnostics, 2018519). Human *THEMIS* probe (Advanced Cell Diagnostics, 551661), mouse *Nrg1* probe (Advanced Cell Diagnostics, 418181), mouse *Cdkn1a* probe (Advanced Cell Diagnostics, 408551-C2), TSA Vivid fluorophore 570 (Advanced Cell Diagnostics, 323272), and TSA Vivid fluorophore 650 (Advanced Cell Diagnostics, 323273) were used for signal detection. DAPI was then applied to sections before mounting using antifade mounting medium (Invitrogen, P36930). Images were captured on a Leica SP8 confocal microscope.

### Senescence staining

Liver tissue sections were prepared as previously described (67). In brief, fresh liver tissue was immediately embedded in OCT compound and flash-frozen in the clear portion of isopentane (Fisher Scientific, 78-78-4) in a plastic container that sat in the liquid nitrogen. Liver sections were cut at thickness of 12 μm. Cellular senescence in the liver and cell culture were evaluated by SA-β-GAL staining using a commercial kit (Cell Signaling Technology, 9860), following the manufacturer’s instructions. Images were captured using microscopy (Thermo Fisher, EVOS M5000).

### Immunoblotting analysis

Approximately 20 mg liver tissue was homogenized in a lysis buffer containing 50 mM Tris (pH7.5), 130 mM NaCl, 5 mM NaF, 25 mM β-glycerophosphate, 1 mM Na_3_VO_4_, 10% glycerol, 1% Triton X-100, 1 mM dithiothreitol (DTT), and freshly added protease inhibitor cocktail (Roche, 1187358001). Cells were harvested and homogenized with the lysis buffer. The protein concentration was determined using a Bio-Rad kit (5000006). Three-fold SDS loading buffer (6% SDS, 0.03% bromophenol blue, 25% glycerol, 0.25 M Tris-HCl, pH 6.8, and 10 mM DTT) was added to the protein lysates, after which the buffer was mixed and boiled for 5 minutes. Protein lysates were separated using SDS-PAGE and then transferred to the PVDF membrane. The BrightStar Duration HRP Chemiluminescent 2-Component Substrate ECL Kit (Alkali Scientific Inc, XR92) or Clarity Western ECL Substrate (Bio-Rad, 1705060S) was used for signal detection.

### Antibodies

Antibodies used for this study included anti-Themis (Abcam, ab126771), anti-p21(Cell Signaling Technology, 2947), anti-NRG1 (Boster Bio, PA1969), anti-ANXA2 (Cell Signaling Technology, 8235), Hsp90 (Santa Cruz, Sc-13119), anti-phospho-Erk (T202/Y204) (Cell Signaling Technology, 4370), anti-Erk (Cell Signaling Technology, 4695), anti-phospho-p38 (T180/Y182) (Cell Signaling Technology, 9215), anti-phospho-JNK (T183/Y185) (Cell Signaling Technology, 4668), anti-phospho-NF-κB (S536) (Cell Signaling Technology, 3033), anti-phospho-H2A.X contained in the Senescence Marker Antibody Sampler Kit (Cell Signaling Technology, 56062), anti-GRB2 (ABclonal, A19059), anti-Flag (Sigma, F1804), anti-DESMIN (Thermo Fisher, RB-9014-P1), anti-F4/80 (Bio-Rad, MCA497G), anti-CK8 (Developmental Studies Hybridoma Bank, clone ID: TROMA-I).

### Immunoprecipitation

Mouse livers were snap-frozen in liquid nitrogen and homogenized in lysis buffer with protease inhibitor cocktail (Roche, 1187358001) as previously described (68). The supernatants were collected and incubated with anti-Flag M2 beads (Sigma, A2220) overnight at 4°C with gentle rocking. On the following day, Flag beads bound with proteins were washed by centrifugation and Flag peptide was added to beads mixture at 0.2 mg/mL with gentle rocking at room temperature for 30 minutes. After centrifugation, the elutes were incubated with anti-HA agarose beads (Thermo Fisher, 26181) for 4 hours at 4°C with gentle rocking. HA beads bound with proteins were washed by centrifugation, and HA peptide was added to beads mixture at 0.2 mg/mL. The mixtures were then incubated at room temperature for 30 minutes with gentle rocking. The HA elutes were collected and added with 3-fold SDS buffer, after which the elutes were mixed and boiled for 5 minutes for SDS-PAGE and immunoblotting.

### RAS activity assay

The RAS Pull-down Activation Assay Biochem kit (Cytoskeleton, BK008) was used to measure in vivo RAS activity following the manufacturer’s instructions. Briefly, cells were washed once in cold 1X PBS, and then precold lysis buffer was added to resuspend the cells. Lysates were centrifugated at 10,000*g* for 1 minute at 4°C. Supernatants were collected and analyzed for protein concentration using a Bio-Rad kit (5000006). A total of 1 mg protein lysates was incubated with Raf-RBD beads (Cytoskeleton, BK008) for affinity purification of active RAS at 4°C for 1 hour with gentle rocking. After washing and centrifugation, beads were boiled with 3-fold SDS for 2 minutes, followed by immunoblotting using anti-pan RAS antibody included in the kit.

### RNA extraction and gene expression analysis

Total liver or cellular RNA was extracted using the Trizol (Alkali Scientific, TRZ-100) method. RNA samples were reverse transcribed to cDNA using the MMLV-RT method (69). qPCR was conducted for gene expression analysis using the SYBR green (Fisher Scientific, 44-729-20) method.

### Plasma assay

Plasma AST and ALT levels were measured using commercial kits from Teco Diagnostics (A524-150) and Wako (995-34791), respectively. Measurement followed the manufacturer’s instructions.

### Flow cytometry

Cell isolation was conducted as previously described (21). Briefly, ~1.2 g liver tissue was ground and passed through a 100 μm cell strainer in FACS buffer (1X PBS containing 1% FBS and 1 mM EDTA). After centrifugation at 50*g* for 5 minutes to remove hepatocytes pellet, the cell suspension was centrifugated at 500*g* to obtain NPC pellets. Mixed solution of FACS buffer and 50% Optiprep solution (Serumwerk, 1893) at the ratio 1:1 was used to resuspend the NPC pellets, followed by centrifugation at 1,500*g* for 20 minutes with no break. The middle layer of floating cells was collected, washed, and counted prior to antibody staining. Approximately 1 × 10^6^ liver cells were stained with Pacific Blue anti-mouse CD45 (BioLegend, 103126), PE/Cyanine7 anti-mouse F4/80 (BioLegend, 123114), and PerCP/Cyanine5.5 anti-mouse CD11b (BioLegend, 101227). Cell samples were analyzed using an Attune NXT4 Flow Cytometer at the MCDB research core facility at the University of Michigan. Data were analyzed using Flowjo (https://www.flowjo.com/).

### Statistics

Data in bar plots represent as mean ± SEM. All data were assessed for homogeneity of variance by Levene’s test. The normality of data was assessed by Shapiro-Wilk test in R environment. For normally distributed data with equal variance, the differences between groups were determined by 1-way ANOVA followed by post hoc Tukey’s test or 2-tailed unpaired Student’s *t* test. All statistical tests were performed using R.

### Study approval

#### Human liver biopsies.

Human liver samples were obtained from the liver Tissue Cell Distribution System at the University of Minnesota, as previously described (70). Both male and female individuals were included, with the average age of 55.8 and 52.5 years old for patients without MASH and patients with MASH (cohort 1) and 56.1 and 40 years old for patients without MASH and patients with MASH (cohort 2). The Institutional Review Board at the University of Pittsburgh approved our protocol and has given the Not Human Research Determination (IRB# STUDY24020093).

#### Animal studies.

All animal studies described in this paper were conducted following the approval of protocols by the Institutional Animal Care and Use Committee at the University of Michigan. Mice were housed in specific pathogen–free facilities under 12-hour light/dark cycles with free access to food and water. WT C57BL/6J mice were purchased from The Jackson Laboratory (JAX 000664). *Themis*-KO (43) and *Themis* Flox mice were provided by Paul E. Love (NIH). *Themis* HKO mice were generated by crossing *Alb-*Cre mice with the *Themis* Flox mice. *p21*-Cre mice were provided by Dr. Ming Xu (University of Minnesota). Samples sizes were determined based on contemporary work in the literature (14, 46, 70). Mice with the same genotype were randomly assigned to different treatments. Mice with wounds due to fighting or growth retardation due to malocclusion were excluded from experiments.

### Data availability

The raw high-throughput sequencing data were deposited into the NCBI Gene Expression Omnibus (GEO) database under the identifiers GSE300143, GSE300162, and GSE300209. Data points can be accessed from the Supporting Data Values file.

## Author contributions

JDL and XQ conceived the project and designed research. XQ, Y Lu, YT, LZ, Y Lee, ZM, ZC, FP, and SL performed the experiments and analyzed the data. XQ, YL, and JDL performed sequencing data analysis. LAPF, ZH, and ASG provided human primary hepatocytes for treatment studies. JDL, XQ, and YL wrote the manuscript.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH (DK102456, DK136177 to JDL).
- American Heart Association Career Development Award to LZ.
- University of Michigan Rackham Predoctoral Fellowship to ZM.
- NIH P30DK020572 to the University of Michigan Diabetes Research Center.
- NIH Cancer Center Support grant P30CA046592 to the University of Michigan Comprehensive Cancer Center.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
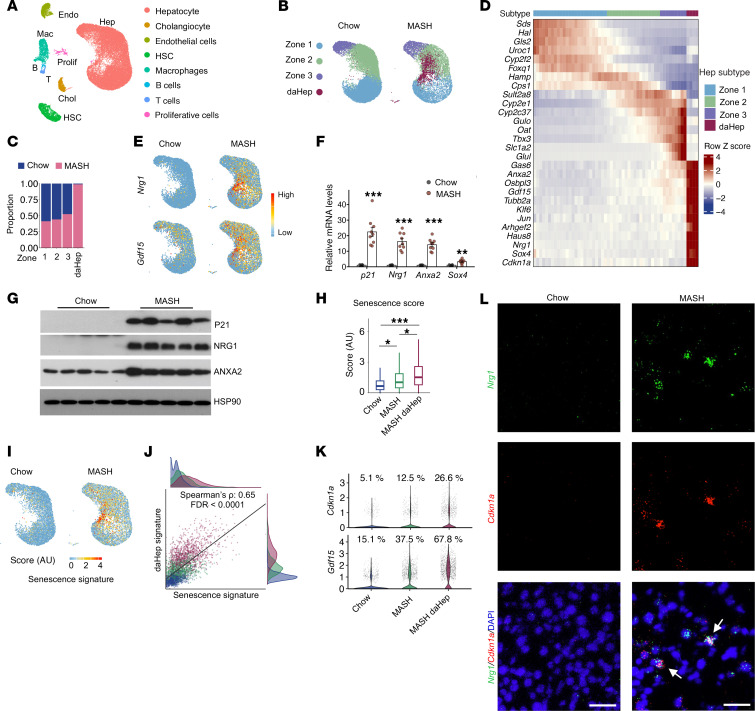
Single-nucleus RNA-seq analysis of healthy and diet-induced MASH livers. (**A**) UMAP clustering analysis of snRNA-seq dataset of 36,284 liver nuclei. (**B**) Hepatocyte subclusters in chow and MASH livers. (**C**) Relative proportion of chow and MASH hepatocytes for each subtype. (**D**) Heatmap illustrating the expression of marker genes for different hepatocyte subtypes. Hepatocytes in zones 1–3 were sorted along their coordinates in the first principal component (PC1) dimension. Each column represents average values binned from 500 neighboring cells. (**E**) Feature plots showing *Nrg1* and *Gdf15* expression in hepatocytes. (**F**) qPCR analysis of hepatic gene expression (chow, *n* = 4; MASH, *n* = 9). Statistical comparisons were conducted using 2-tailed unpaired Student’s *t* test. **P < 0.01, ***P < 0.001. (**G**) Immunoblotting analysis of total liver lysates. (**H**) Senescence gene score for different hepatocyte subtypes. Significance was estimated via 100 subsampling permutations (*n* = 30) using Wilcoxon’s rank-sum tests. Resulting *P* values were adjusted for multiple testing using the Benjamini-Hochberg FDR procedure. *P < 0.05, ***P < 0.001. (**I**) Visualization of hepatocyte senescence scores on UMAP coordinates. (**J**) Correlation between daHep and senescence gene signatures. (**K**) Violin plots of the normalized expression of *Cdkn1a* and *Gdf15* in different hepatocyte subtypes. (**L**) RNA scope analysis of *Nrg1* and *Cdkn1a* expression in chow and MASH liver sections. Arrows indicate colocalization. Scale bars: 50 μm.

**Figure 2:**
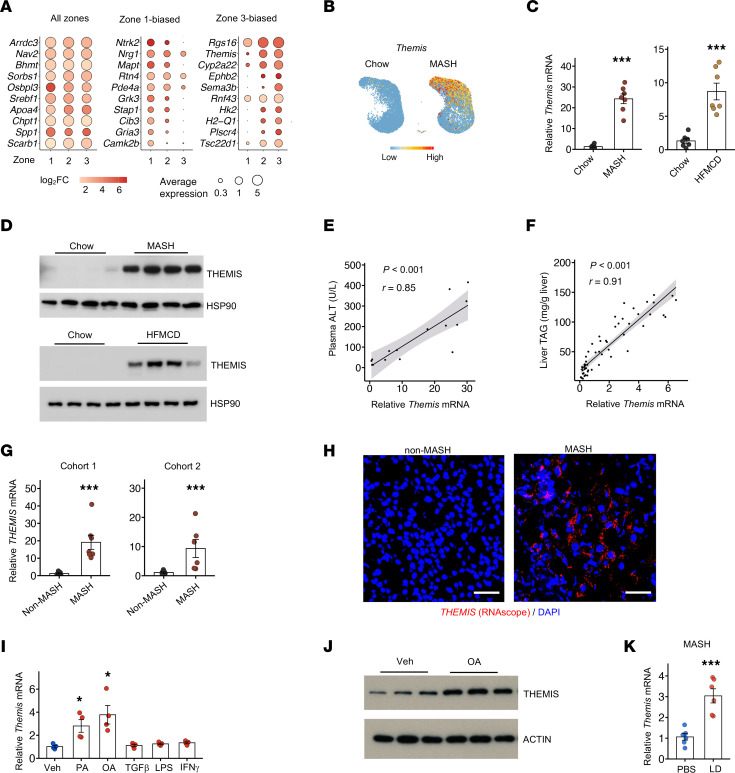
Induction of Themis expression in mouse and human MASH livers. (**A**) Classification of top differentially expressed genes according to their zonal expression patterns. (**B**) Feature plots showing *Themis* expression in chow and MASH hepatocytes. (**C**) qPCR analysis of *Themis* expression in control and diet-induced MASH livers (*n* = 7 per group). (**D**) Immunoblotting analysis of total liver lysates. (**E**) Correlation analysis of hepatic *Themis* expression with plasma ALT levels in a cohort of MASH diet–fed mice (*n* = 15). (**F**) Correlation analysis of hepatic *Themis* expression with liver TAG content in a cohort of diet-induced obese mice (*n* = 55). (**G**) qPCR analysis of hepatic *THEMIS* expression in 2 cohorts of individuals without MASH (cohort 1: *n* = 8, cohort 2: *n* = 6) and individuals with MASH (cohort 1: *n* = 7, cohort 2: *n* = 6). (**H**) RNA scope analysis of *THEMIS* expression in non-MASH and MASH human liver biopsies. (**I**) qPCR analysis of *Themis* expression in primary hepatocytes treated with vehicle, 300 μM palmitic acid (PA), 300 μM oleic acid (OA), 5 ng/mL TGF-β, 20 ng/mL LPS, and 20 ng/mL IFN-γ for 24 hours. (**J**) Immunoblotting analysis of total lysates from treated hepatocytes. (**K**) qPCR analysis of hepatic *Themis* expression in MASH diet–fed mice receiving either PBS or lipid droplet treatment via tail vein injection (*n* = 6). Data in **C**, **G**, **I**, and **K** represent mean ± SEM; statistical comparisons were conducted using 2-tailed unpaired Student’s *t* test for **C**, **G**, and **K**) and with 1-way ANOVA with post hoc Tukey’s HSD test in **I**. *P < 0.05, ***P < 0.001. Scale bars: 50 μm (**H**).

**Figure 3:**
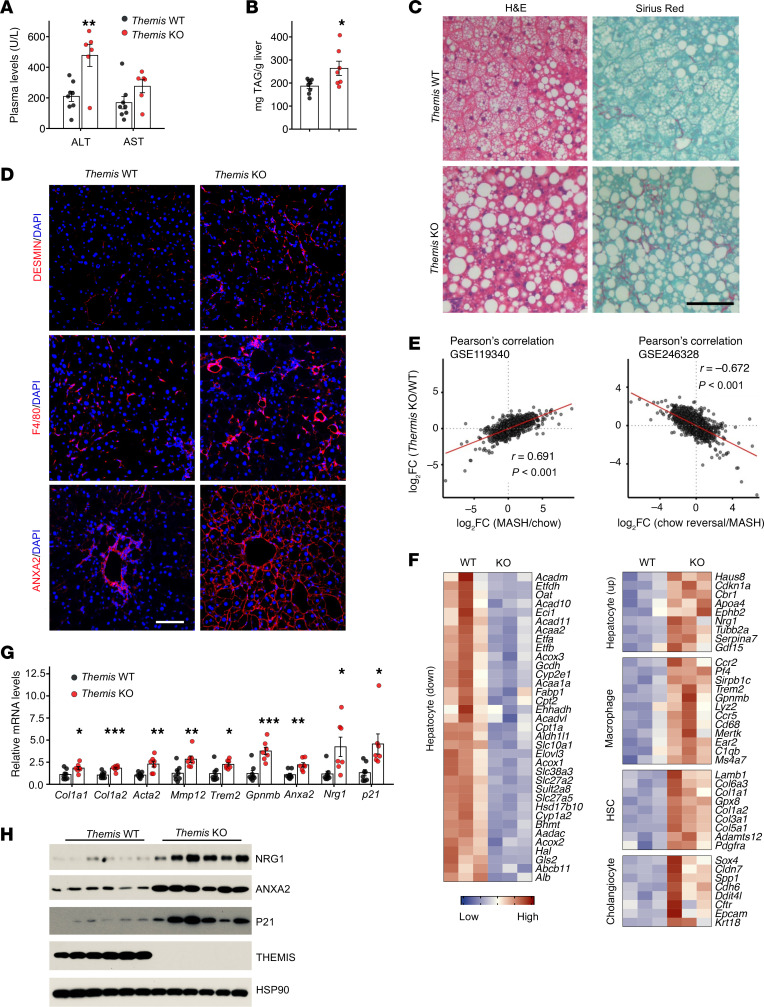
*Themis* deficiency accelerates diet-induced MASH progression. WT (*n* = 8) and *Themis*-KO (*n* = 7) male mice were fed MASH diet for 12 weeks. (**A**) Plasma ALT and AST levels. (**B**) Liver TAG content. (**C**) H&E and Sirius red staining of liver sections. (**D**) Immunofluorescence staining of liver sections. (**E**) Correlation analysis of hepatic gene expression between Themis inactivation and diet-induced MASH (left) or MASH resolution (right). (**F**) Heatmaps illustrating the effects of THEMIS ablation on the expression of genes enriched in different liver cell types. (**G**) qPCR analysis of hepatic gene expression in WT (*n* = 8) and Themis-KO (*n* = 7) livers. (**H**) Immunoblotting of total liver lysates. Data in **A**, **B**, and **G** represent mean ± SEM; 2-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Scale bars: 100 μm (**C** and **D**).

**Figure 4:**
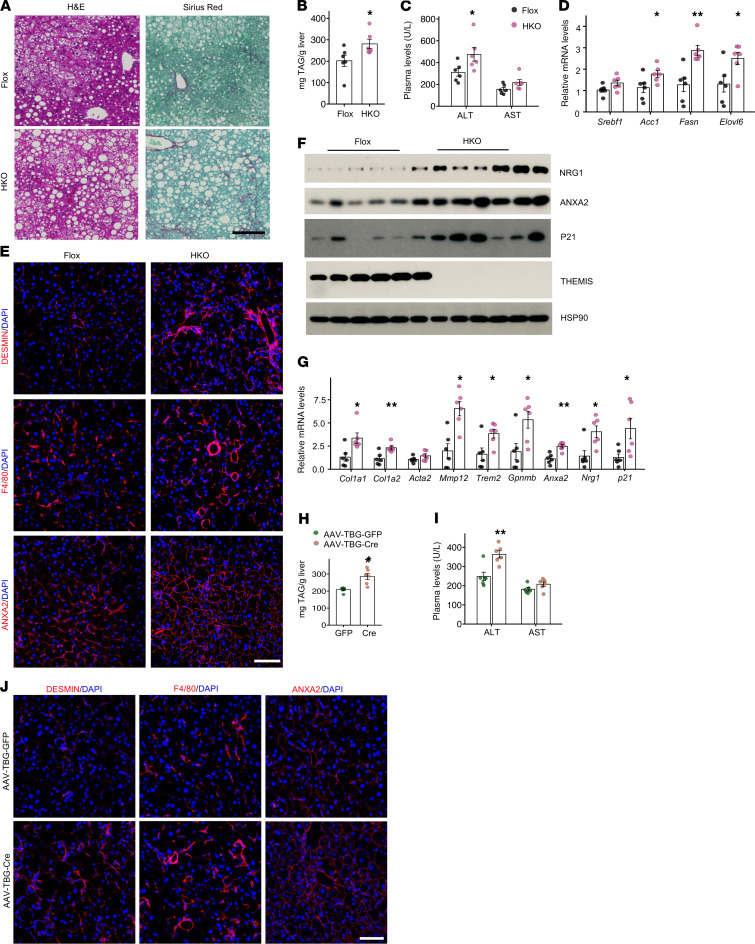
Hepatocyte-specific ablation of THEMIS exacerbates diet-induced MASH. (**A**–**G**) *Themis^fl/fl^* (Flox, *n* = 6) and *Themis^Alb-Cre^* (HKO, *n* = 6) male mice were fed MASH diet for 20 weeks. (**A**) H&E and Sirius red staining of liver sections. (**B**) Liver TAG content. (**C**) Plasma ALT and AST levels. (**D**) qPCR analysis of gene expression in *Themis* Flox and *Themis* HKO livers. (**E**) Immunofluorescence staining of liver sections. (**F**) Immunoblotting of total liver lysates. (**G**) qPCR analysis of gene expression in *Themis* Flox and *Themis* HKO livers. (**H**–**J**) *Themis^fl/fl^* mice fed MASH diet for 12 weeks were transduced with AAV-TBG-GFP (*n* = 6) or AAV-TBG-Cre (*n* = 6) and continued on the diet for 8 weeks. (**H**) Liver TAG content. (**I**) Plasma ALT and AST levels. (**J**) Immunofluorescence staining of liver sections. Data in **B**–**D** and **G**–**I** represent mean ± SEM; 2-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01. Scale bars: 100 μm (**A**, **E**, and **J**).

**Figure 5:**
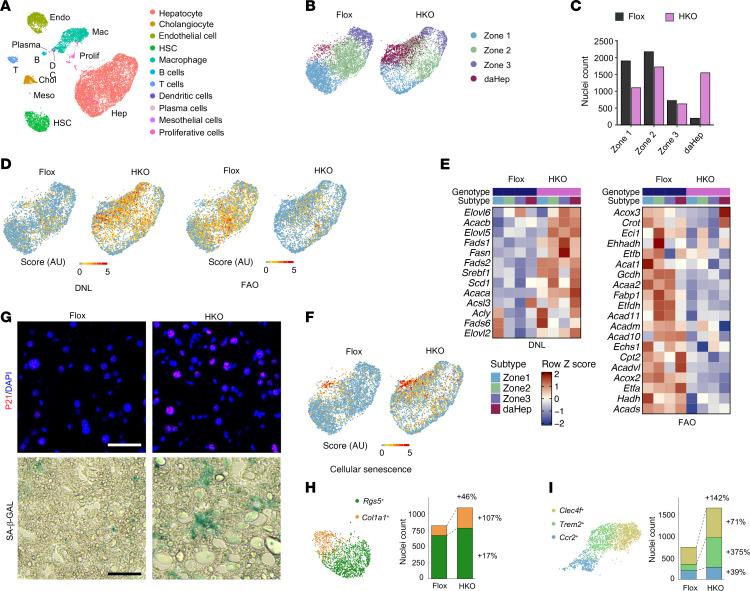
THEMIS inactivation reprograms hepatocyte and nonparenchymal cell transcriptomes in MASH liver. (**A**) UMAP plot following clustering analysis of single nuclei from *Themis^fl/fl^* (Flox) and *Themis^Alb-Cre^* (HKO) mouse livers. (**B**) UMAP plots of subclustered hepatocyte subtypes. (**C**) Cell count for each hepatic subtype in Flox and HKO livers. (**D**) UMAP plots of DNL and FAO gene activity scores for individual hepatocytes. (**E**) Heatmaps depicting DNL and FAO gene expression in Flox and HKO hepatocytes. (**F**) UMAP plots of senescence gene activity score for hepatocytes. (**G**) Immunofluorescence staining and senescence-associated β-galactosidase (SA-β-GAL) staining of liver sections. (**H**) Subclustering analysis of HSCs. (**I**) Subclustering analysis of liver macrophages. Scale bars: 50 μm (**G**).

**Figure 6:**
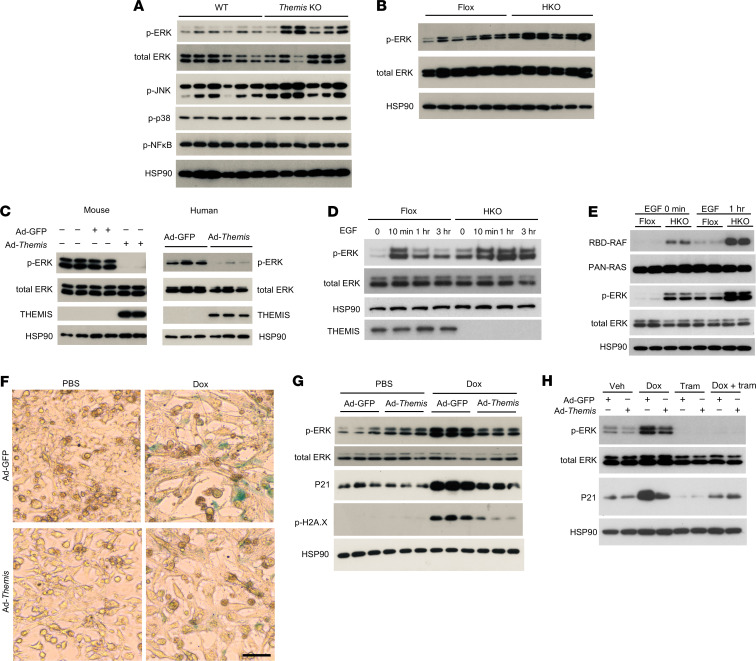
Themis regulates senescence in a cellular autonomous manner via Erk signaling. (**A**) Immunoblotting of total lysates from WT and *Themis*-KO livers. (**B**) Immunoblotting of total lysates from *Themis* Flox and HKO livers. (**C**) Immunoblotting of total lysates from mouse and human primary hepatocytes transduced with Ad-GFP or Ad-Themis. (**D**) Immunoblotting of *Themis* Flox and HKO mice primary hepatocytes stimulated with 100 ng/mL EGF at indicated time points. (**E**) RAS activity assessment of EGF-treated primary hepatocytes isolated from Flox and HKO mice fed MASH diet for 5 months. (**F** and **G**) Hepa1 cells overexpressing either GFP or Themis were treated with 50 nM doxorubicin (Dox) for 3 days. (**F**) SA-β-GAL staining of Hepa1 cells. (**G**) Immunoblotting of total lysates from Hepa1 cells. (**H**) Immunoblotting of total lysates. Hepa1 cells overexpressing either GFP or Themis were treated with 1 μM Dox for 2 hours, followed by 10 nM MEK inhibitor trametinib treatment for 3 days. Scale bars: 50 μm (**F**).

**Figure 7:**
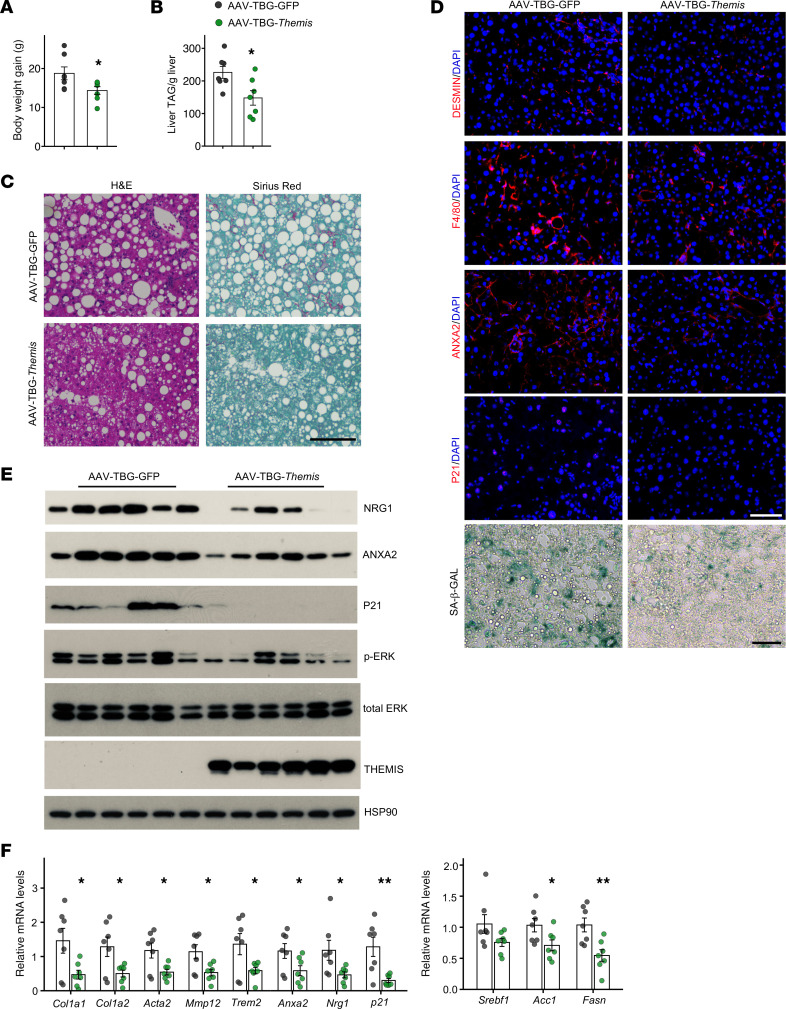
Hepatocyte-specific Themis overexpression attenuates hepatocyte senescence and diet-induced MASH. Male C57BL/6 mice were fed MASH diet for 14 weeks and transduced with either AAV-TBG-GFP (*n* = 7) or AAV-TBG-Themis (*n* = 7) followed by 8 more weeks of feeding. (**A**) Body weight gain. (**B**) Liver TAG measurement. (**C**) H&E and Sirius red staining of liver sections. (**D**) Immunofluorescence and SA-β-GAL staining of liver sections. (**E**) Immunoblotting of total liver lysates. (**F**) qPCR analysis of gene expression. Data in **A**, **B**, and **F** represent mean ± SEM; 2-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01. Scale bars: 100 μm (**C** and **D**).

**Figure 8:**
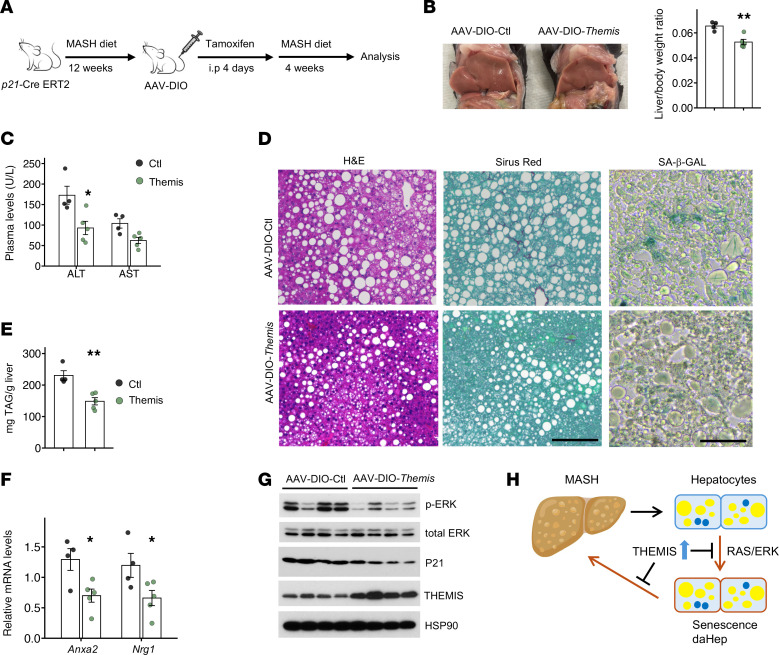
Hepatocyte senescence promotes MASH progression. (**A**) Study design of utilizing *p21*-Cre transgenic mouse strain in combination with AAV-DIO overexpression tool. (**B**) Images of liver and liver/body weight ratio. (**C**) Plasma ALT and AST levels. (**D**) H&E, Sirius red, and SA-β-GAL staining of liver sections. (**E**) Liver TAG measurement. (**F**) qPCR analysis of hepatic gene expression. (**G**) Immunoblotting of total liver lysates. (**H**) A schematic model of hepatoprotective effects of THEMIS during MASH. Data in **B**, **C**, **E**, and **F** represent mean ± SEM; 2-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01. Scale bars: 100 μm (**D**).

# Supplementary material for: THEMIS attenuates MASH by suppressing disease-associated hepatocyte induction and hepatocyte senescence in mice
**Source:** J Clin Invest. 2026 May 1;136(9):e199303. doi: 10.1172/JCI199303
**Supplement:** Supplemental data

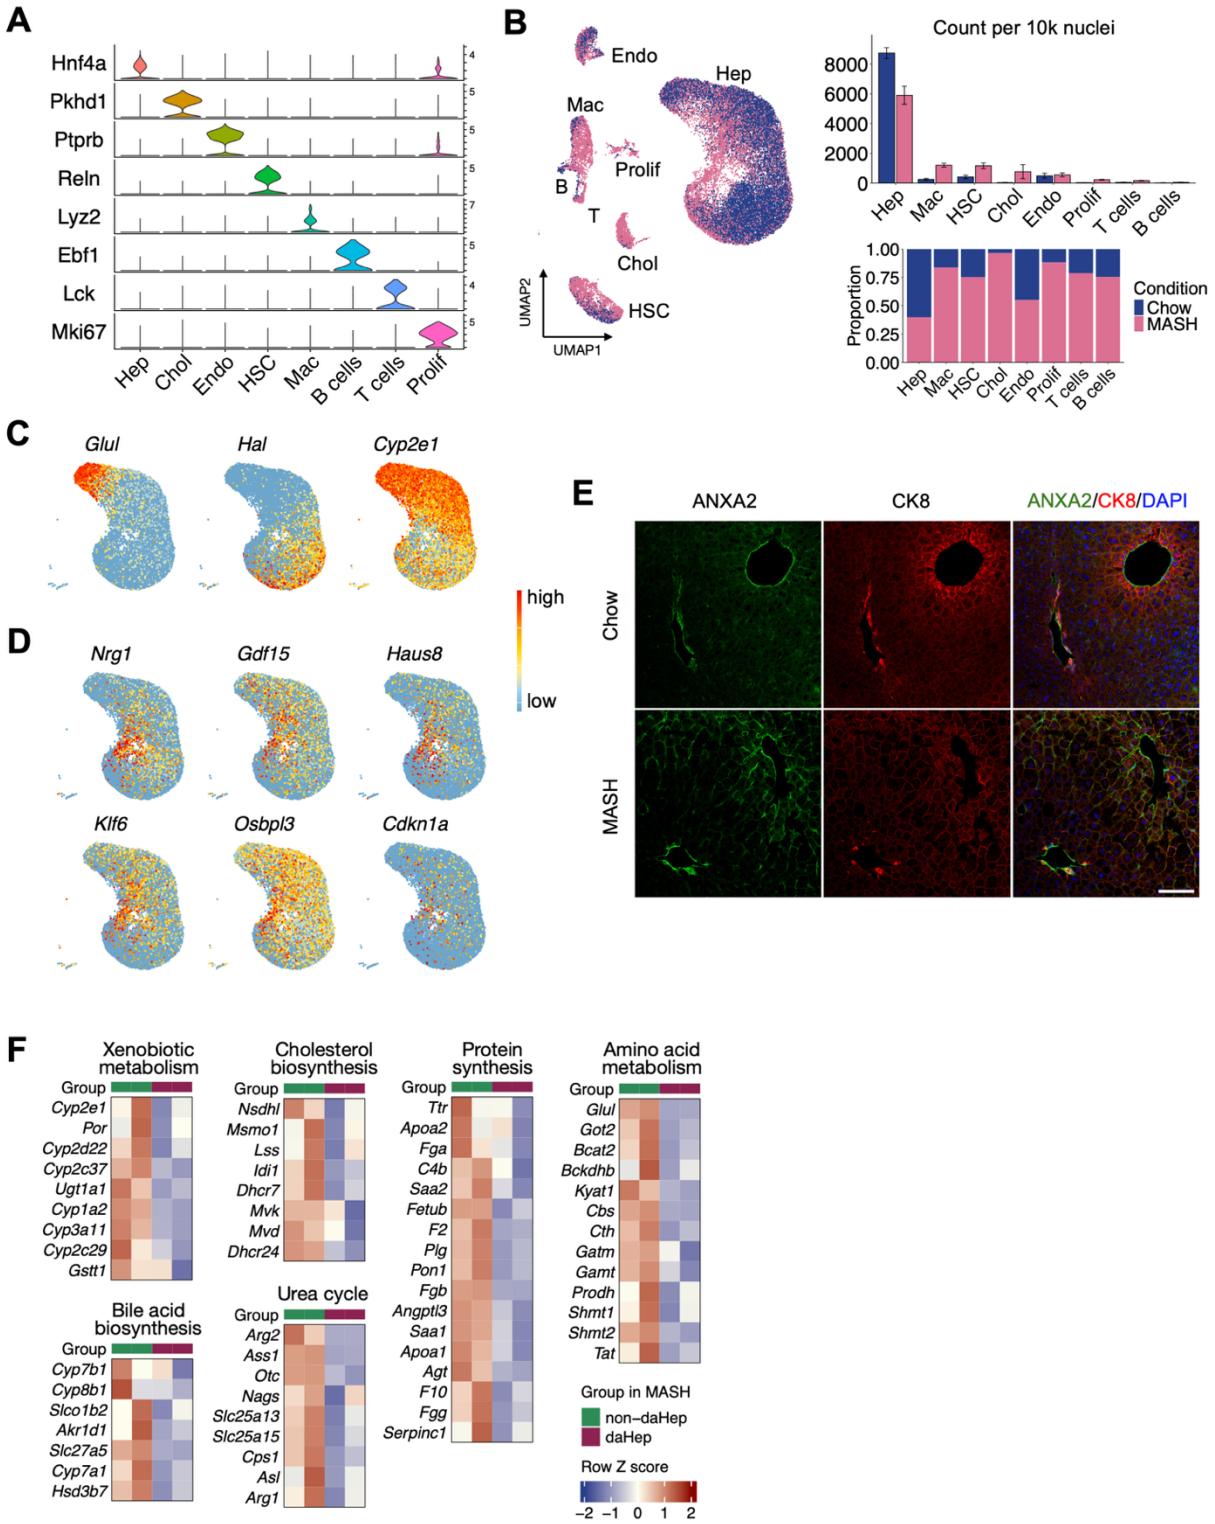

**Supplementary Figure 1. Healthy and diet-induced MASH livers.** (A) Stacked violin plot showing normalized expression of cell type-specific marker gene for each cluster. (B) UMAP and bar plots visualizing the proportion of nuclei from Chow and MASH samples. (C-D) Feature plots showing gene expression patterns in all hepatocytes. (E) Immunofluorescence staining for ANXA2 and CK8 of liver sections. (F) Heatmaps of genes associated with essential hepatic pathways grouped by non-daHep and daHep in MASH livers. Scale bars in (E) represent 100  $\mu\text{m}$ .

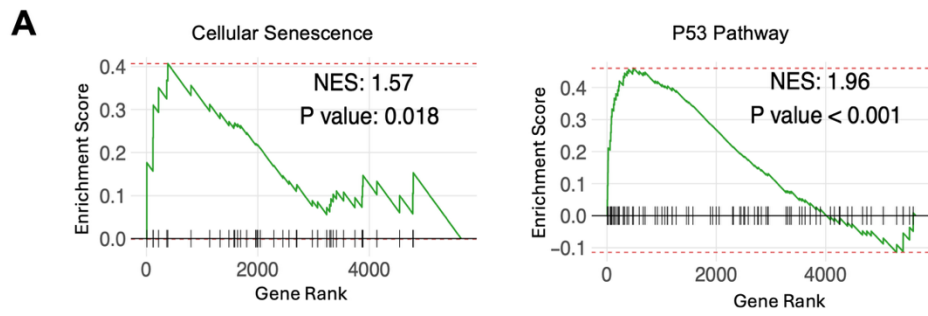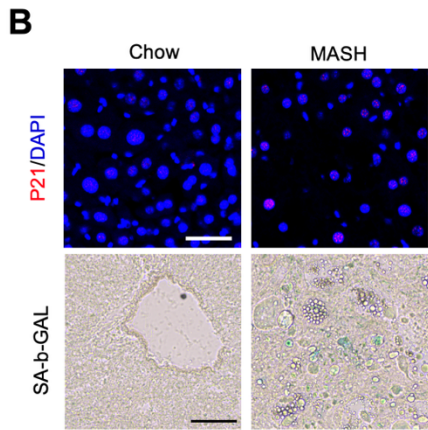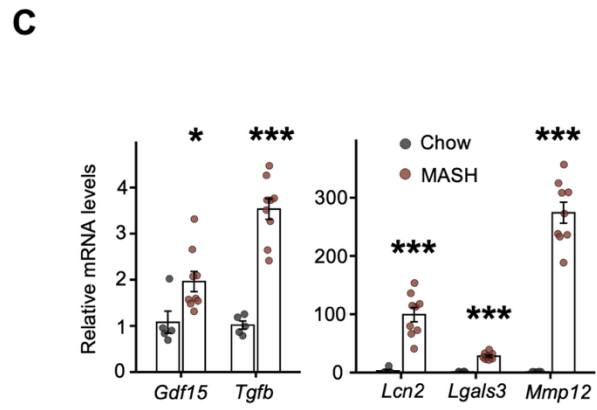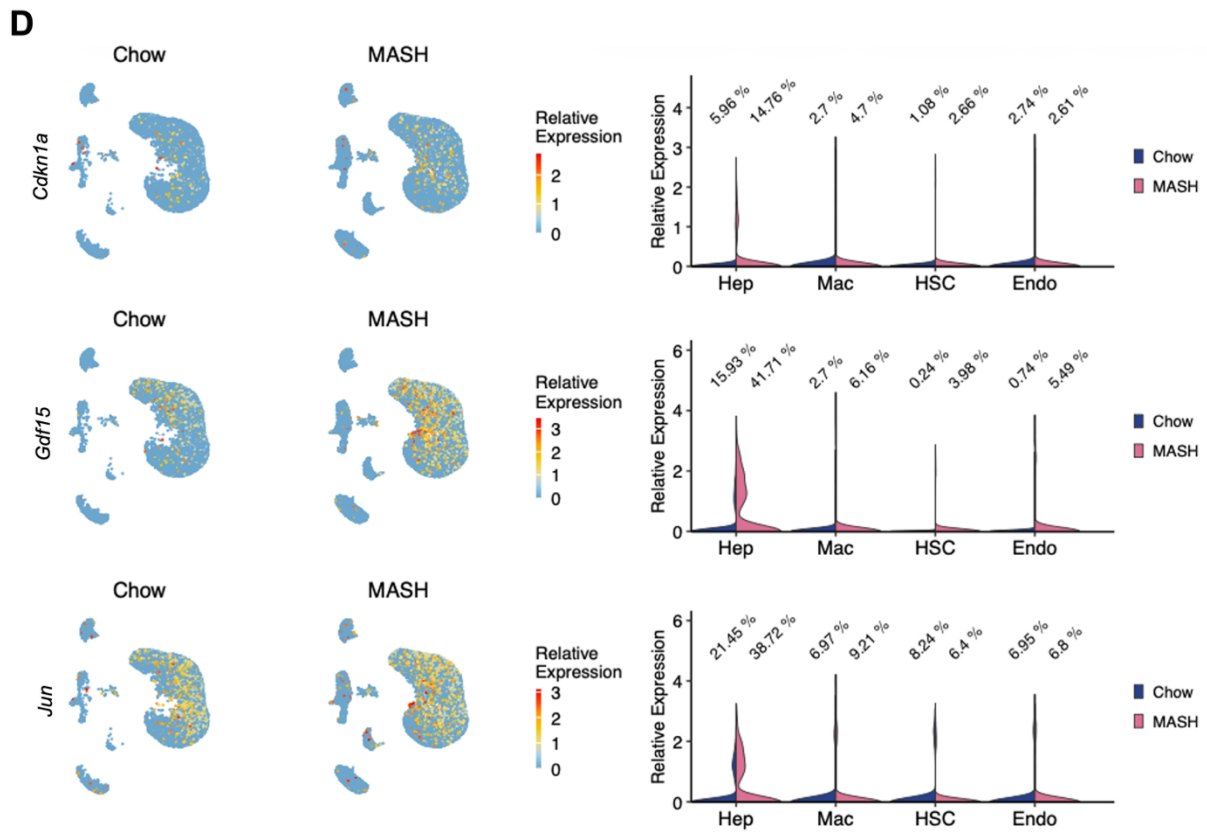

**Supplementary Figure 2. Cellular senescence is induced during MASH progression. (A)**

Gene sets enrichment analysis (GSEA) between daHep versus non-daHep cells in MASH highlighting Cellular Senescence pathway and P53 pathway are among the top up-regulated pathways. (B) Immunofluorescence staining for P21 and SA- $\beta$ -GAL staining of Chow and MASH liver sections. (C) qPCR analysis of senescence-associated gene expression. (D) Feature plots and violin plots showing senescence-associated gene expression in hepatocytes and non-parenchymal cells.

Data in (C) represent mean  $\pm$  SEM; two-tailed unpaired Student's  $t$  test. \*  $P < 0.05$  and \*\*\*  $P < 0.001$ . Scale bars in (B) represent 50  $\mu$ m.

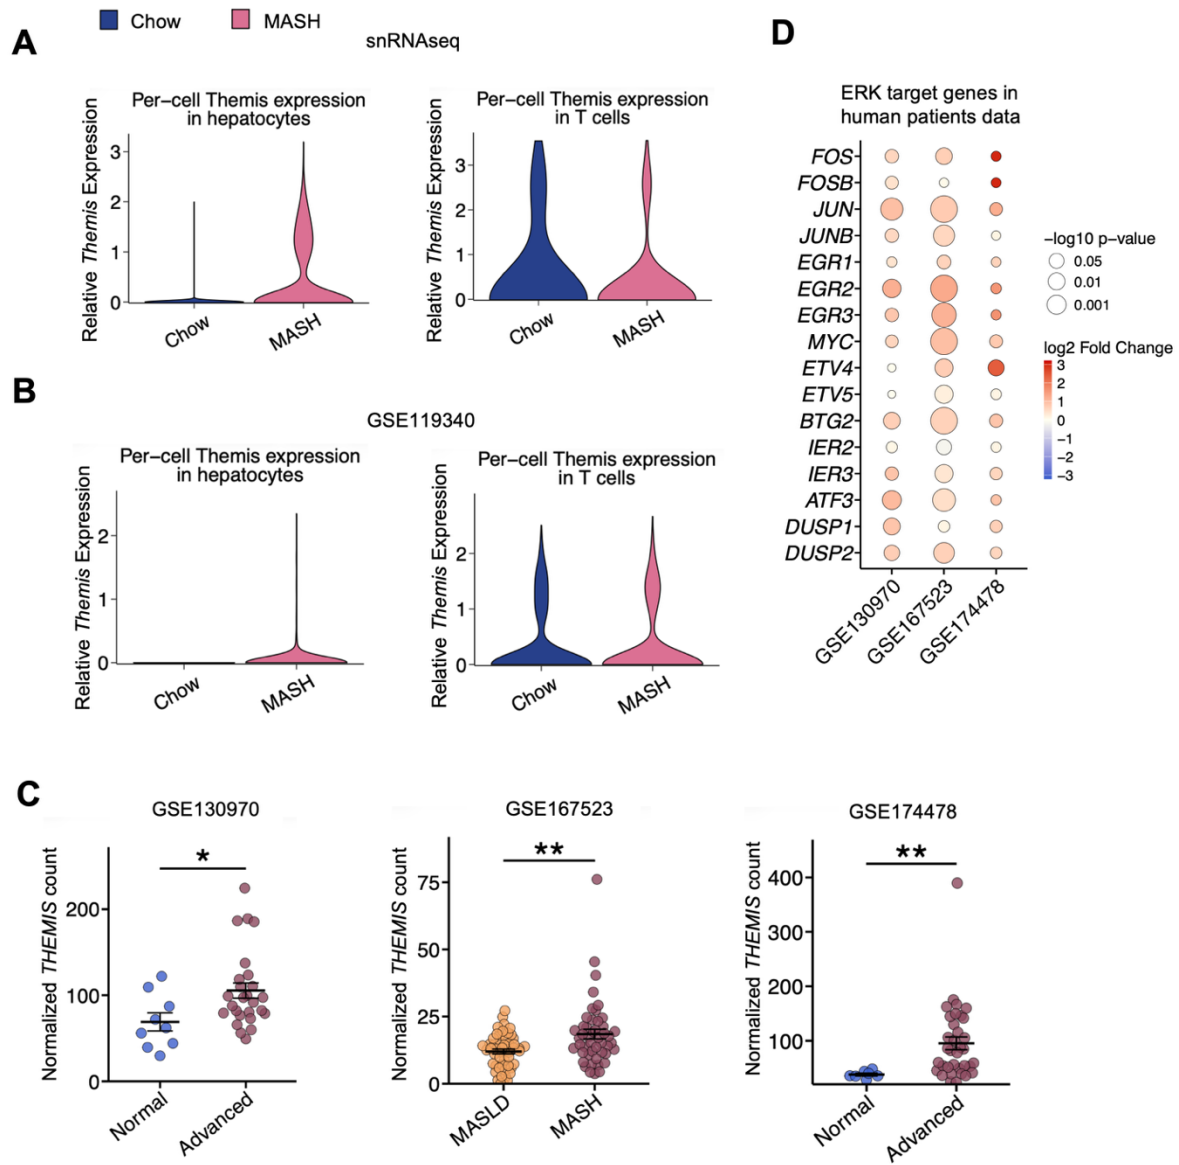

**Supplementary Figure 3. Induction of Themis expression and ERK activation in MASH livers.** (A-B) Violin plots showing *Themis* expression in hepatocytes and T cells using chow and MASH single-nucleus RNAseq dataset (A) and published single-cell RNAseq dataset (B). (C-D) Analysis of published bulk RNAseq datasets showing *Themis* expression (C) and ERK target gene expression (D) in human non-MASH, MASLD and MASH patients' livers. Data represent mean  $\pm$  SEM; two-tailed unpaired Student's *t* test. \*  $P < 0.05$  and \*\*  $P < 0.01$ .

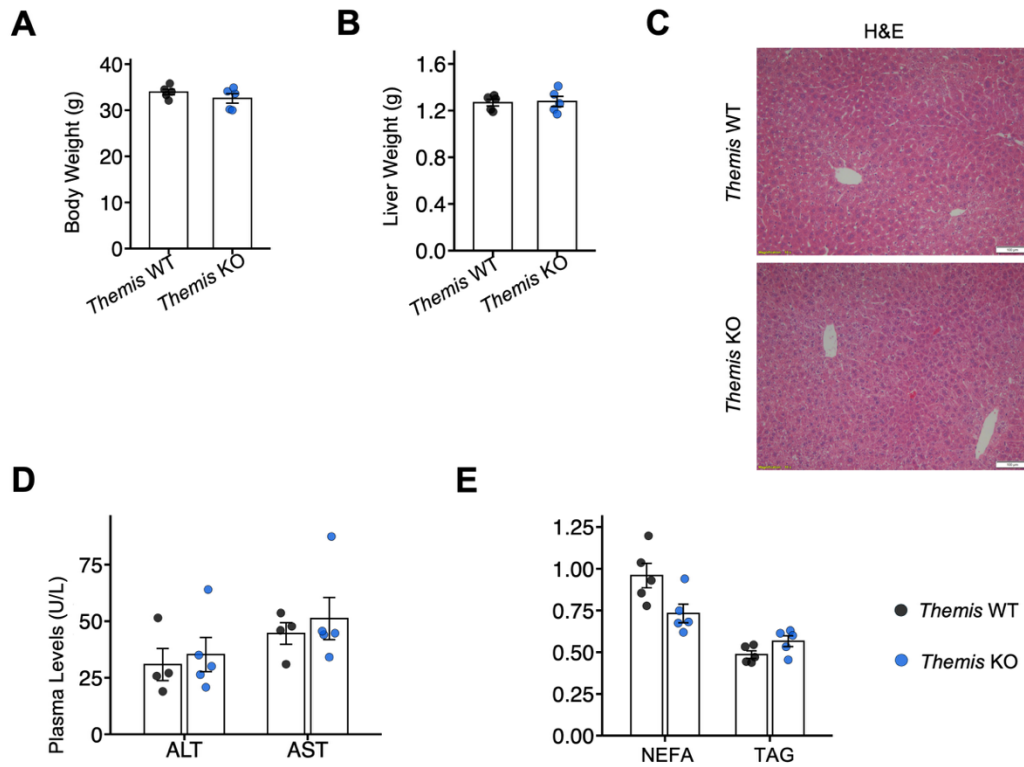

**Supplementary Figure 4. Physiological characterization of 9-month-old *Themis* WT and *Themis* KO mice fed on Chow diet.** (A) Bar plot of body weight. (B) Bar plot of liver weight. (C) Histology of liver by H&E staining on liver sections. (D) Bar plot of plasma ALT and AST measurement. (E) Bar plot of plasma non-esterified fatty acids (NEFA; mmol/L) and plasma triacylglycerols (TAG; mg/mL) measurements. Values represent mean  $\pm$  SEM; two-tailed unpaired Student's *t* test.

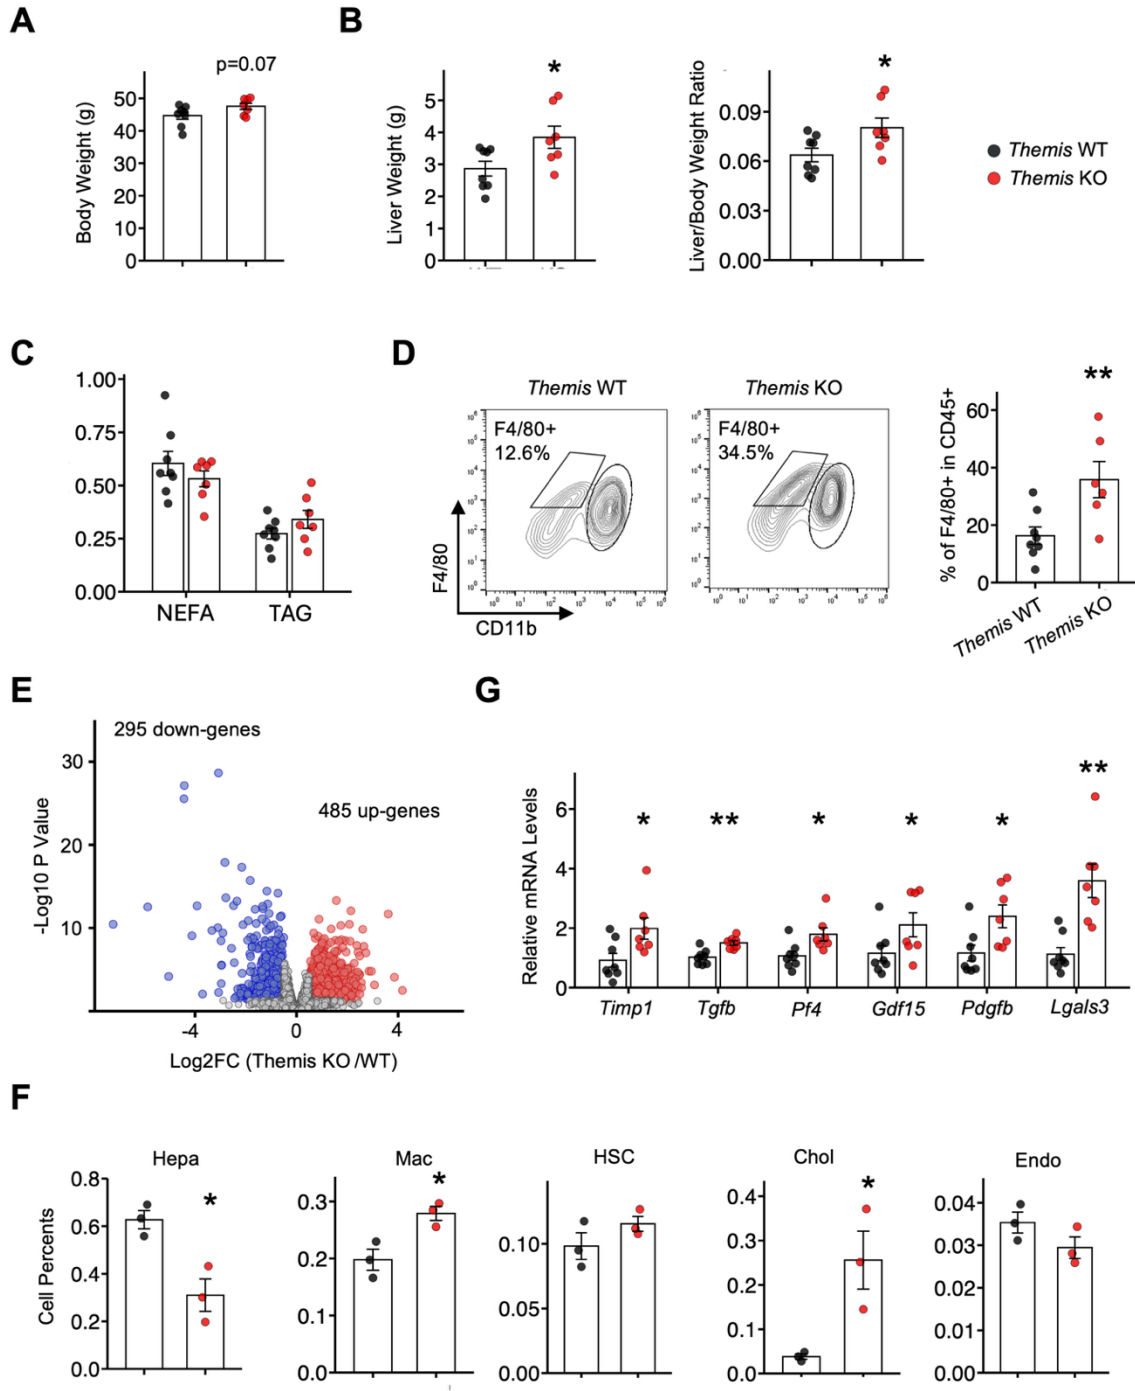

**Supplementary Figure 5. Whole-body Themis ablation.** (A) Body weight of *Themis* WT and *Themis* KO mice fed on MASH diet for 3 months. (B) Liver weight and liver/body weight ratio. (C) Bar plot of plasma NEFA (mmol/L) and plasma TAG (mg/mL) measurements. (D) Flow cytometry analysis of liver macrophages in *Themis* WT and *Themis* KO mice fed on MASH diet, and quantitation of percentage of F4/80<sup>+</sup> macrophage among all CD45<sup>+</sup> cells. (E) Volcano plot of bulk RNA-seq on liver samples highlighting differentially expressed genes between *Themis* WT and *Themis* KO. (F) Estimated proportion for major liver cell types using deconvoluted bulk RNA-seq data. (G) Gene expression levels in liver measured by qPCR. Values represent mean  $\pm$  SEM; two-tailed unpaired Student's *t* test. \*  $P < 0.05$  and \*\*  $P < 0.01$ .

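A volcano plot sets each gene's log2 fold change against the significance of its test. In the counts of the 3 livers labelled WT and the 3 labelled *Themis*-KO, 721 genes were higher and 600 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test, without a fold change cutoff. In 5021 of the tested genes, or 34.6%, every liver of one label lay beyond every liver of the other, where chance gives 10% on average. Among the 431 genes past the adjusted p and the 2-fold cutoff, 430 had no such overlap. Genes are not independent of each other, so a single split of the livers can exceed 10% by chance. The share of 34.6% is thus not a test of the labels.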

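Deconvolution estimates the share of each cell type in a bulk library from its whole expression profile. BayesPrism does so by modelling each library as a mixture of the cell-type profiles of a single-cell reference, here the marker genes of the single-nucleus data of the study and of a published single-cell dataset. The estimates are relative: the proportions of a liver sum to its whole, so a higher proportion of some cell types lowers that of others. They measure shares of RNA and not numbers of cells.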

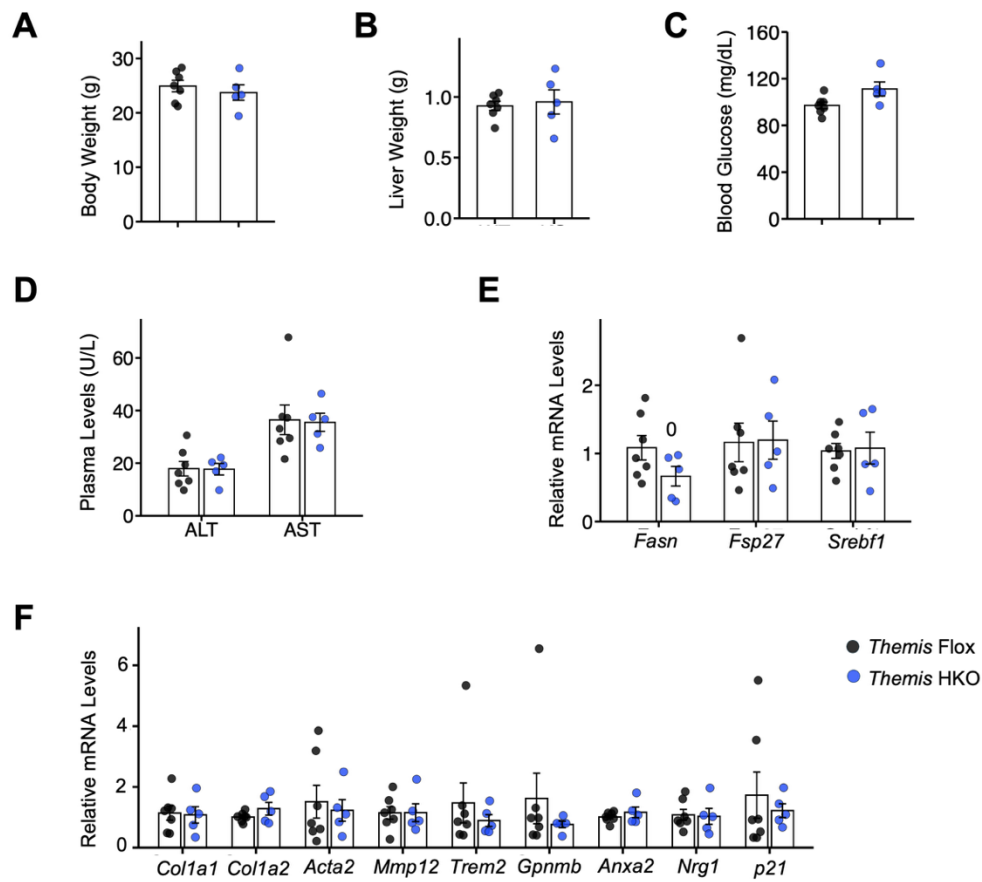

**Supplementary Figure 6. Physiological characterization of 3-month-old *Themis* Flox and *Themis* HKO mice fed on Chow diet.** (A) Bar plot of body weight. (B) Bar plots of liver weight. (C) Blood glucose after 24-hours fasting. (D) Bar plot of plasma ALT and AST measurement. (E-F) Gene expression levels measured by qPCR. Values represent mean  $\pm$  SEM; comparisons between genotypes were conducted with two-tailed unpaired Student's *t* test. \*  $P < 0.05$ .

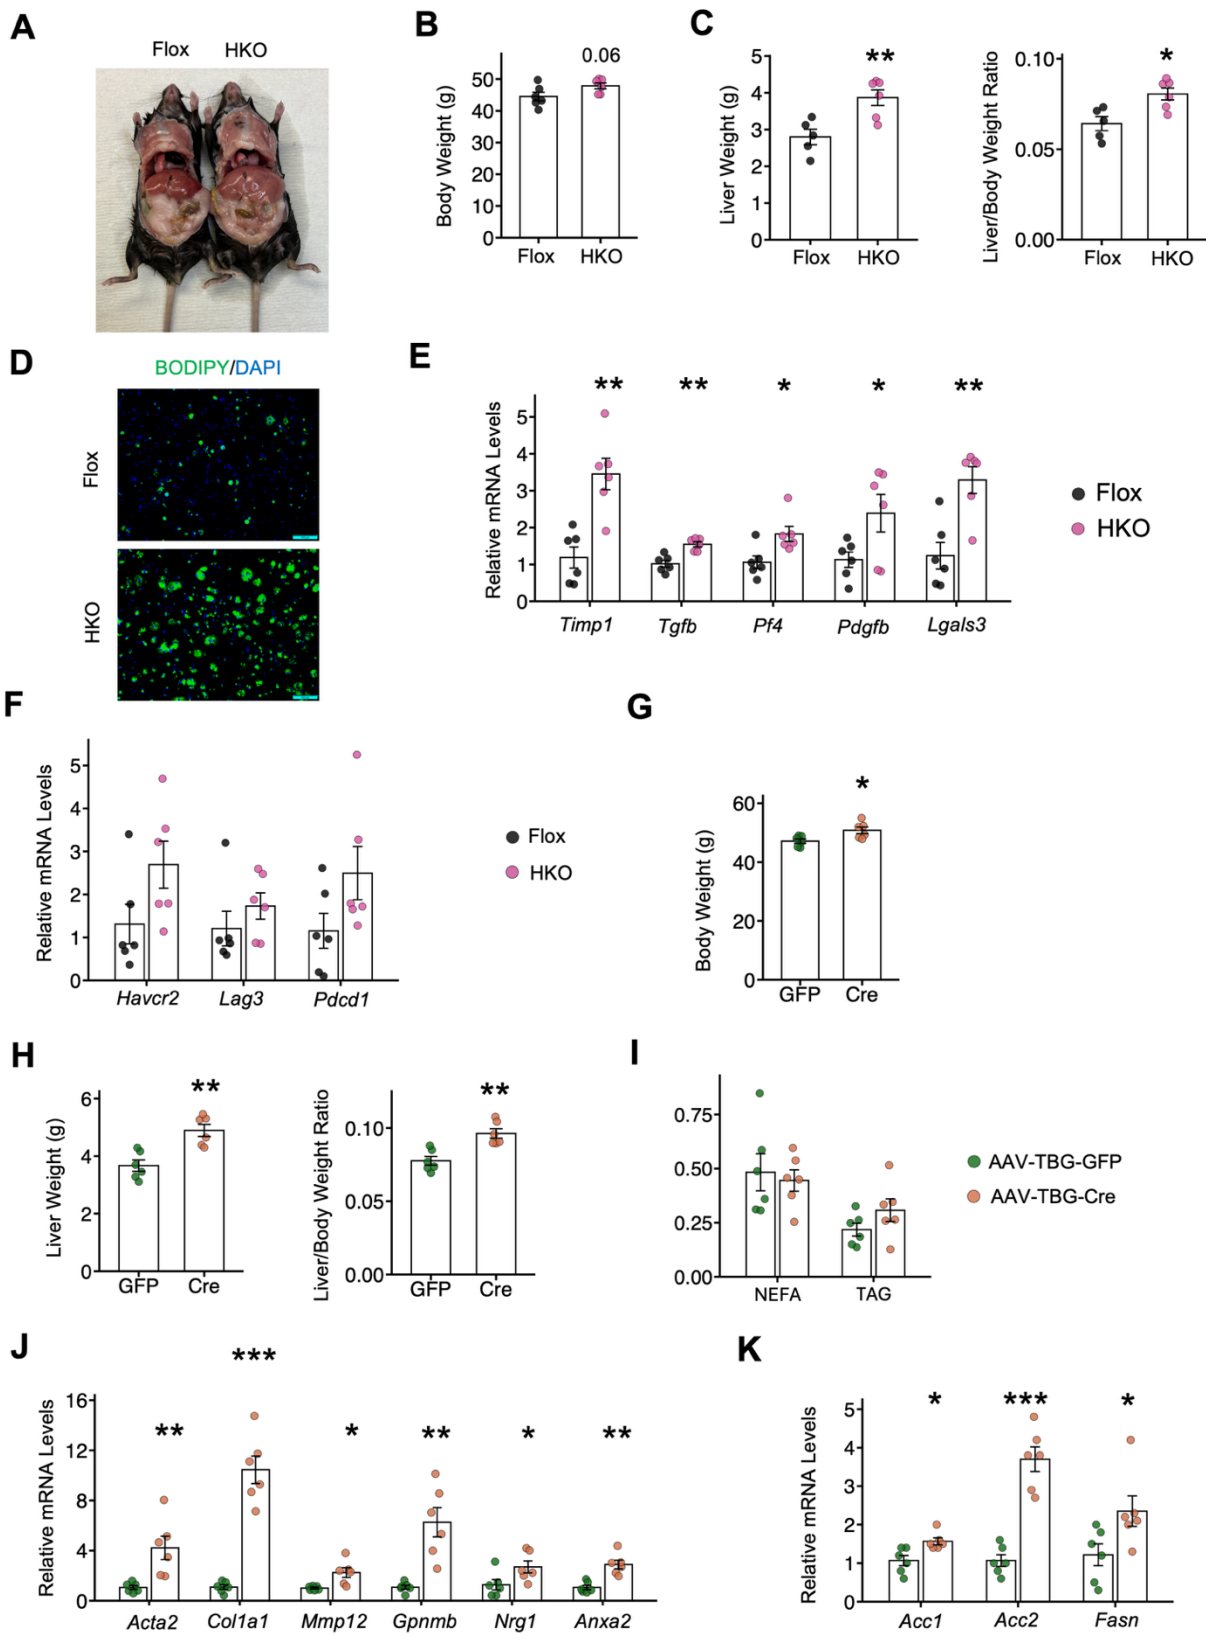

**Supplementary Figure 7. Hepatocyte-specific THEMIS inactivation.** (A-D) *Themis*<sup>flox/flox</sup> (Flox) (n = 6) and *Themis*<sup>Alb-Cre</sup> (HKO) (n = 6) male mice were fed on a MASH diet for 20 weeks. (A) Images of representative *Themis* Flox and HKO mice immediately after dissection. (B) Body weight. (C) Liver weight and liver/body weight ratio. (D) BODIPY staining of primary hepatocytes isolated from *Themis* Flox and HKO mice fed on a MASH diet. (E-F) qPCR analysis of gene expression in *Themis* Flox and *Themis* HKO livers. (G-K) *Themis* Flox mice were fed on a MASH diet for 12 weeks when those mice were tail-vein injected with either AAV-TBG-GFP (n = 6) or AAV-TBG-Cre (n = 6) and continued the MASH diet for another 8 weeks. (G) Body weight. (H) Liver weight and liver/body weight ratio. (I) Plasma NEFA (mmol/L) and plasma TAG (mg/mL) measurements (J-K) qPCR analysis of gene expression of mice injected with either AAV-TBG-GFP or AAV-TBG-Cre. Values represent mean  $\pm$  SEM; comparisons between genotypes were conducted with two-tailed unpaired Student's *t* test. \*  $P < 0.05$ , \*\*  $P < 0.01$  and \*\*\*  $P < 0.001$ . Scale bars in (D) represent 100  $\mu$ m.

**A**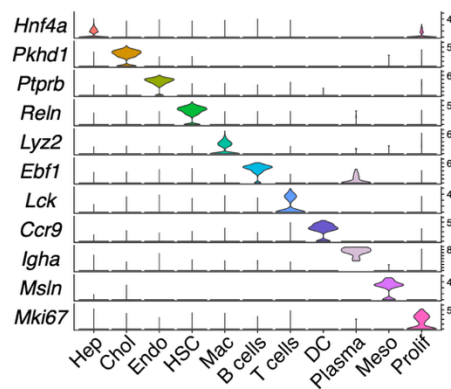**B**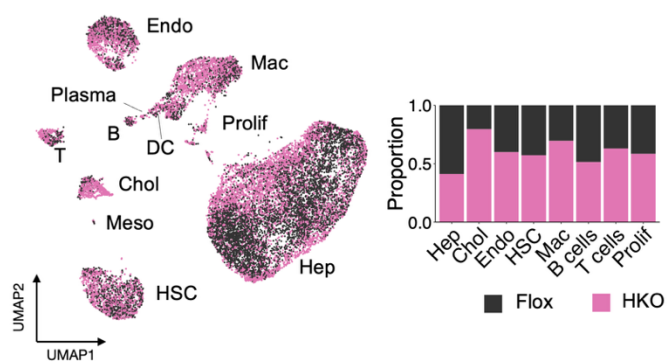**C**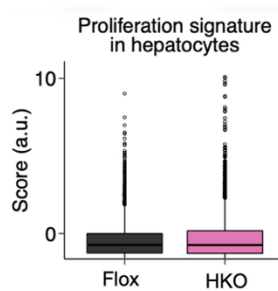**D**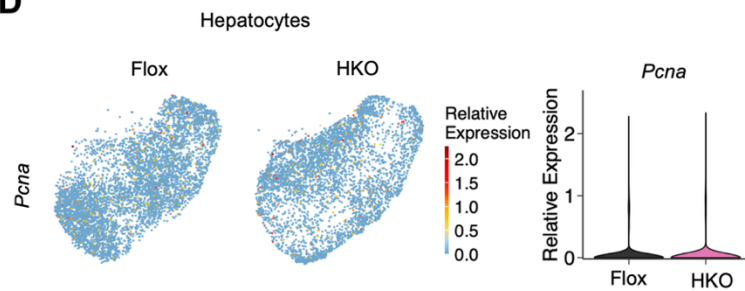**E**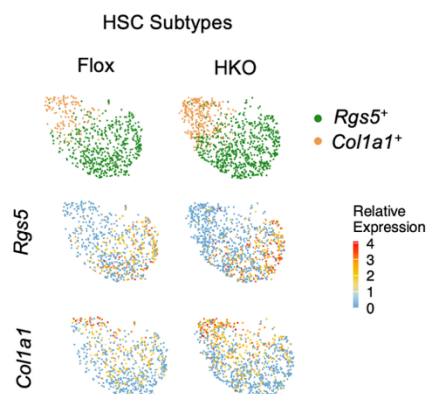**F**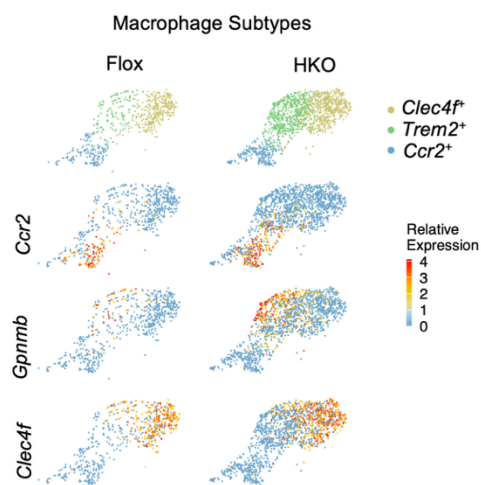

**Supplementary Figure 8. snRNA-seq analysis of *Themis* Flox and HKO livers.** (A) Stacked violin plot showing normalized expression of cell type-specific marker gene for each cluster. (B) Visualization of cell clusters grouped by genotype in UMAP coordinates, and a bar plot showing the proportion of nuclei from *Themis* Flox and HKO MASH livers grouped by cell type excluding rare cell types (< 0.5% total nuclei). (C) Analysis of proliferative gene signature scores of *Themis* Flox and HKO hepatocytes. (D) Feature plots and violin plots showing *Pcna* expression in *Themis* Flox and HKO hepatocytes. (E) Subclusters of HSC with marker genes. (F) Subclusters of macrophages with marker genes.

**A**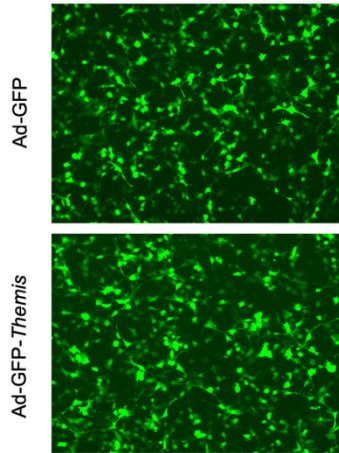**B**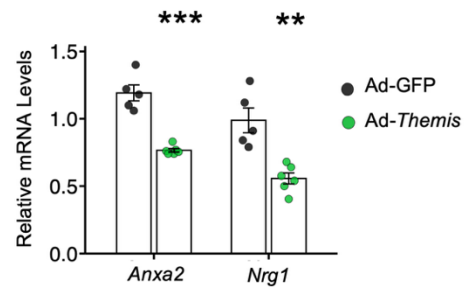**C**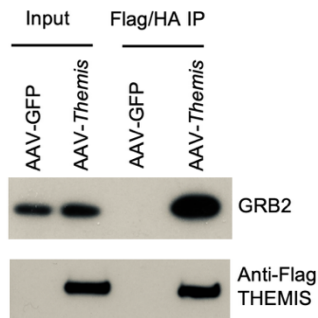**D**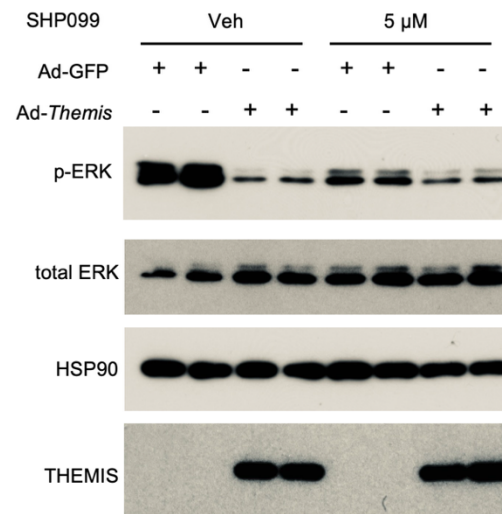**E**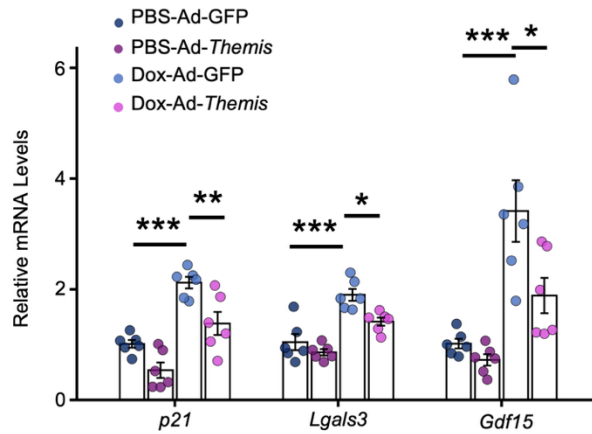

**Supplementary Figure 9. Adenoviral transduction in cultured hepatocytes.** (A) Images of Hepa1 cells infected with either Ad-GFP or Ad-GFP-Themis under the GFP channel of a microscope. (B) qPCR analysis of gene expression from primary hepatocytes infected with either Ad-GFP or Ad-Themis. (C) Immunoprecipitation of Flag and HA double tagged THEMIS. (D) Immunoblotting of either Ad-GFP or Ad-GFP-Themis transduced human primary hepatocytes stimulated by SHP099 for 4 hours. (E) Hepa1 cells overexpressing either GFP or Themis were treated with 50nM doxorubicin (Dox) for 3 days. qPCR analysis of gene expression. Data in (B) represent mean  $\pm$  SEM; two-tailed unpaired Student's *t* test. \*\**p* < 0.01 and \*\*\**p* < 0.001. Data in (E) represent mean  $\pm$  SEM; One-way ANOVA with post-hoc Tukey's HSD test. \**P* < 0.05, \*\**P* < 0.01 and \*\*\**P* < 0.001.

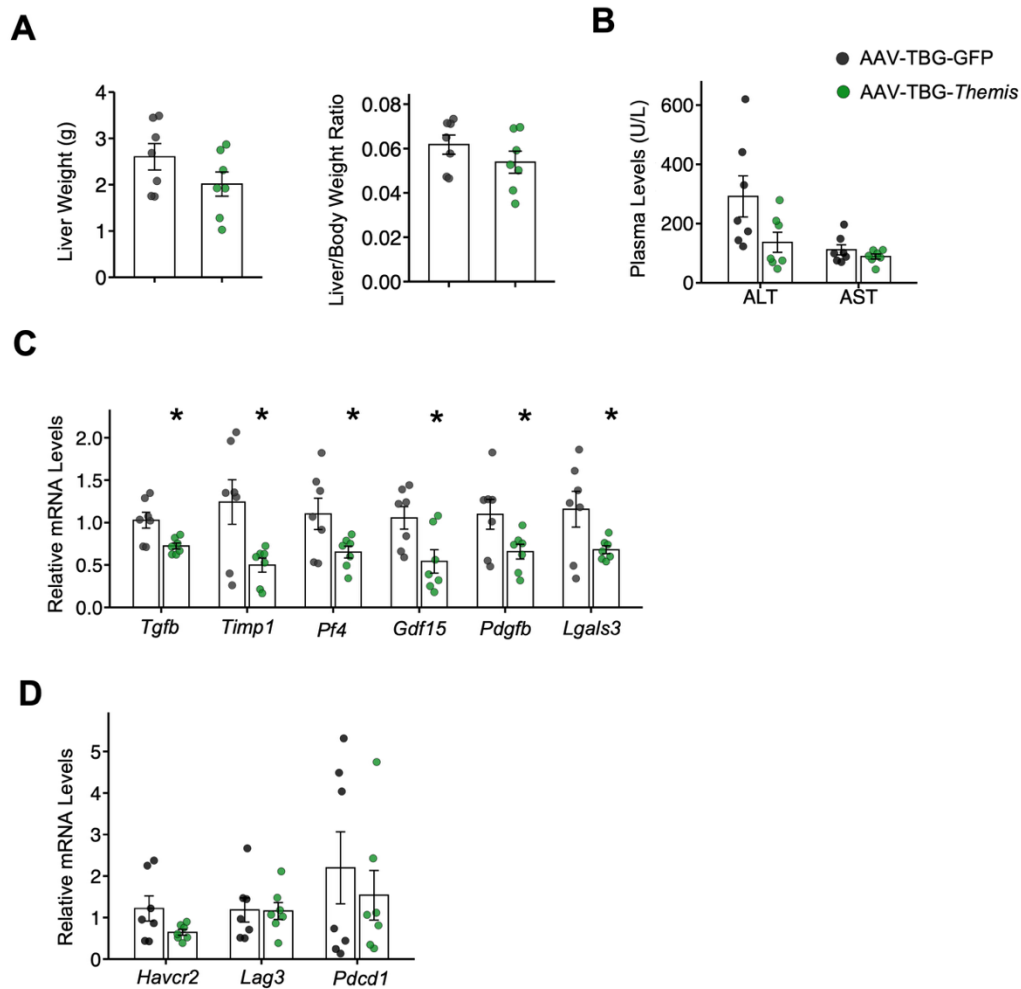

**Supplementary Figure 10. AAV-mediated THEMIS overexpression in the liver.** Male C57BL/6 mice were fed on a MASH diet for 14 weeks when mice were tail-vein injected with either AAV-TBG-GFP (n = 7) or AAV-TBG-Themis (n = 7). Mice were continuously fed on a MASH diet for another 6 weeks. (A) Tissue weight and liver/body weight ratio. (B) Plasma ALT and AST levels. (C-D) qPCR analysis of gene expression. Values represent mean  $\pm$  SEM; two-tailed unpaired Student's *t* test. \*  $P < 0.05$ .

Supplementary Table 1

| Senescence | De novo lipogenesis | Fatty acid oxidation | Proliferation |
|------------|---------------------|----------------------|---------------|
| Cxcr2      | Acly                | Acadl                | Mki67         |
| Ptges      | Acsl3               | Crat                 | Pcna          |
| Itpka      | Hsd17b12            | Etfdh                | Top2a         |
| Il1a       | Acss2               | Hadh                 | Mcm2          |
| Il1b       | Elovl6              | Acadm                | Mcm3          |
| Il7        | Acacb               | Cpt2                 | Mcm4          |
| Il2        | Hacd3               | Crot                 | Mcm5          |
| Fgf2       | Elovl5              | Hadha                | Mcm6          |
| Csf1       | Srebf1              | Hadhb                | Mcm7          |
| Gem        | Acaca               | Acox3                | Ccna2         |
| Tnfrsf1b   | Fads6               | Acads                | Ccnb2         |
| Selplg     | Fasn                | Acad10               | Ccnd1         |
| Serpine1   | Elovl2              | Fabp1                | Ccnd2         |
| Cd9        | Hacd2               | Etfb                 | Ccnd3         |
| Spx        | Fads2               | Echs1                | Cdk2          |
| Plat       | Fads1               | Gcdh                 | Cdk4          |
| Gdf15      | Scd1                | Acat1                | Cdk6          |
| Mmp2       |                     | Etfb                 | Tyms          |
| Mmp13      |                     | Acad11               | Rrm1          |
| Mmp12      |                     | Acaa1a               | Rrm2          |
| Icam1      |                     | Acadvl               | Ung           |
| Sema3f     |                     | Acox2                | Fen1          |
| Mif        |                     | Ehhadh               | Prim1         |
| Igfbp3     |                     | Eci1                 | Pole          |
| Cxcl16     |                     | Hsd17b4              | Polq          |
| Ccl2       |                     | Acaa2                | Cdc6          |
| Ccl7       |                     |                      | Cenpf         |
| Ccl5       |                     |                      | Cenpe         |
| Ccl4       |                     |                      | Cenpa         |
| Timp2      |                     |                      | Aurka         |
| Bmp6       |                     |                      | Kif11         |
| Edn1       |                     |                      | Kif23         |
| Plau       |                     |                      | Bub1b         |
| Ptger2     |                     |                      | Mad2l1        |
| Mmp14      |                     |                      | Ndc80         |
| Angpt1     |                     |                      | Spc25         |
| Tnfrsf11b  |                     |                      | Cenpn         |
| Acvr1b     |                     |                      | Cenpk         |
| Ets2       |                     |                      | Hist1h1b      |
| Cdkn1a     |                     |                      | Ube2s         |
| Areg       |                     |                      | Anapc1        |
|            |                     |                      | Anapc5        |

# Supplementary material for: THEMIS attenuates MASH by suppressing disease-associated hepatocyte induction and hepatocyte senescence in mice
**Source:** J Clin Invest. 2026 May 1;136(9):e199303. doi: 10.1172/JCI199303

Figure 1G

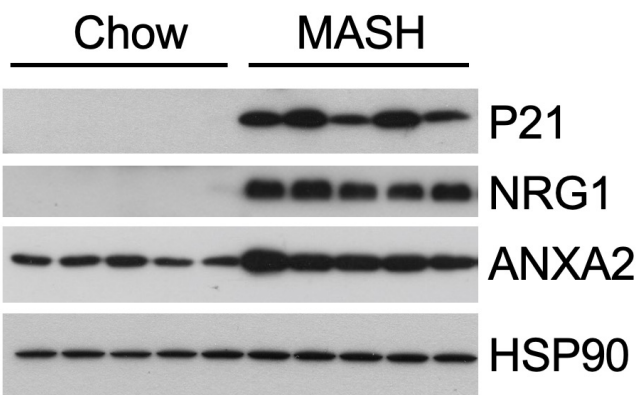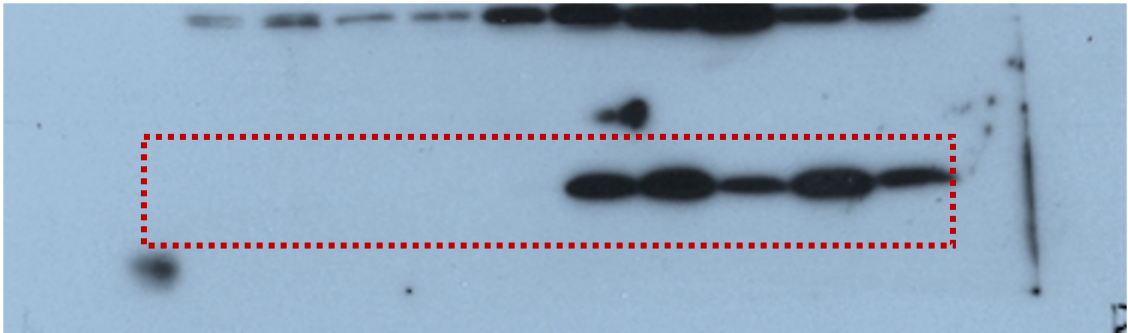

P21

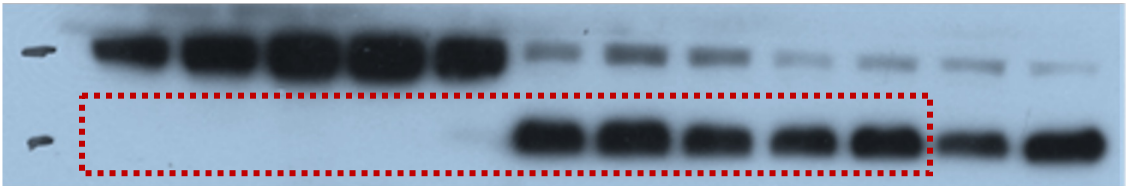

NRG1

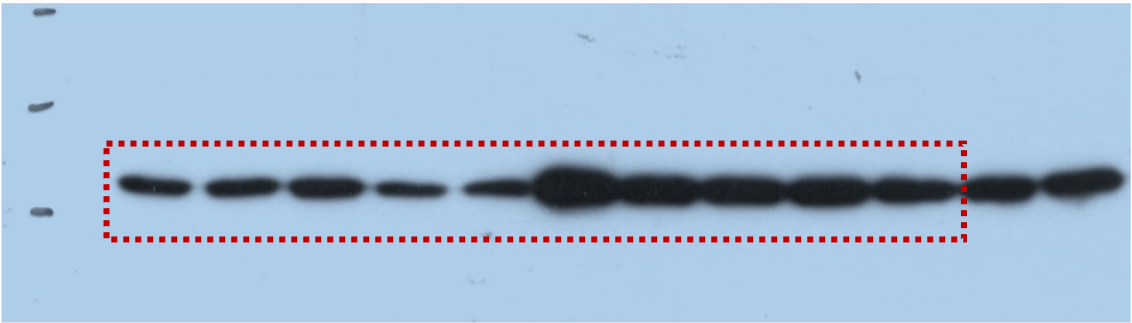

ANXA2

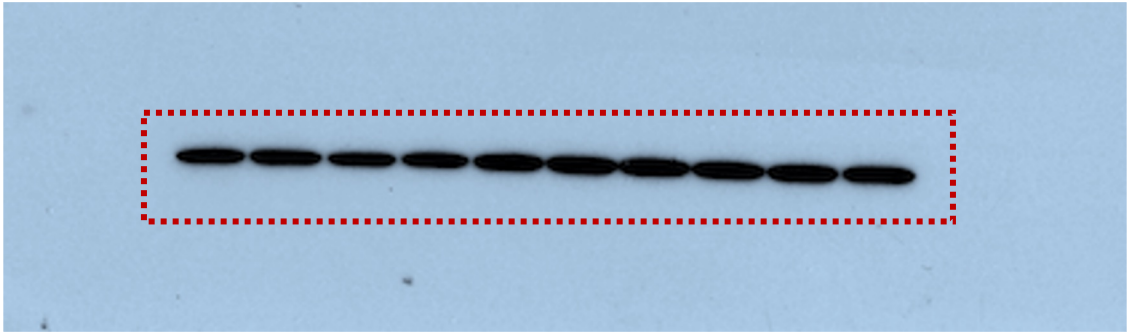

HSP90

Figure 2D

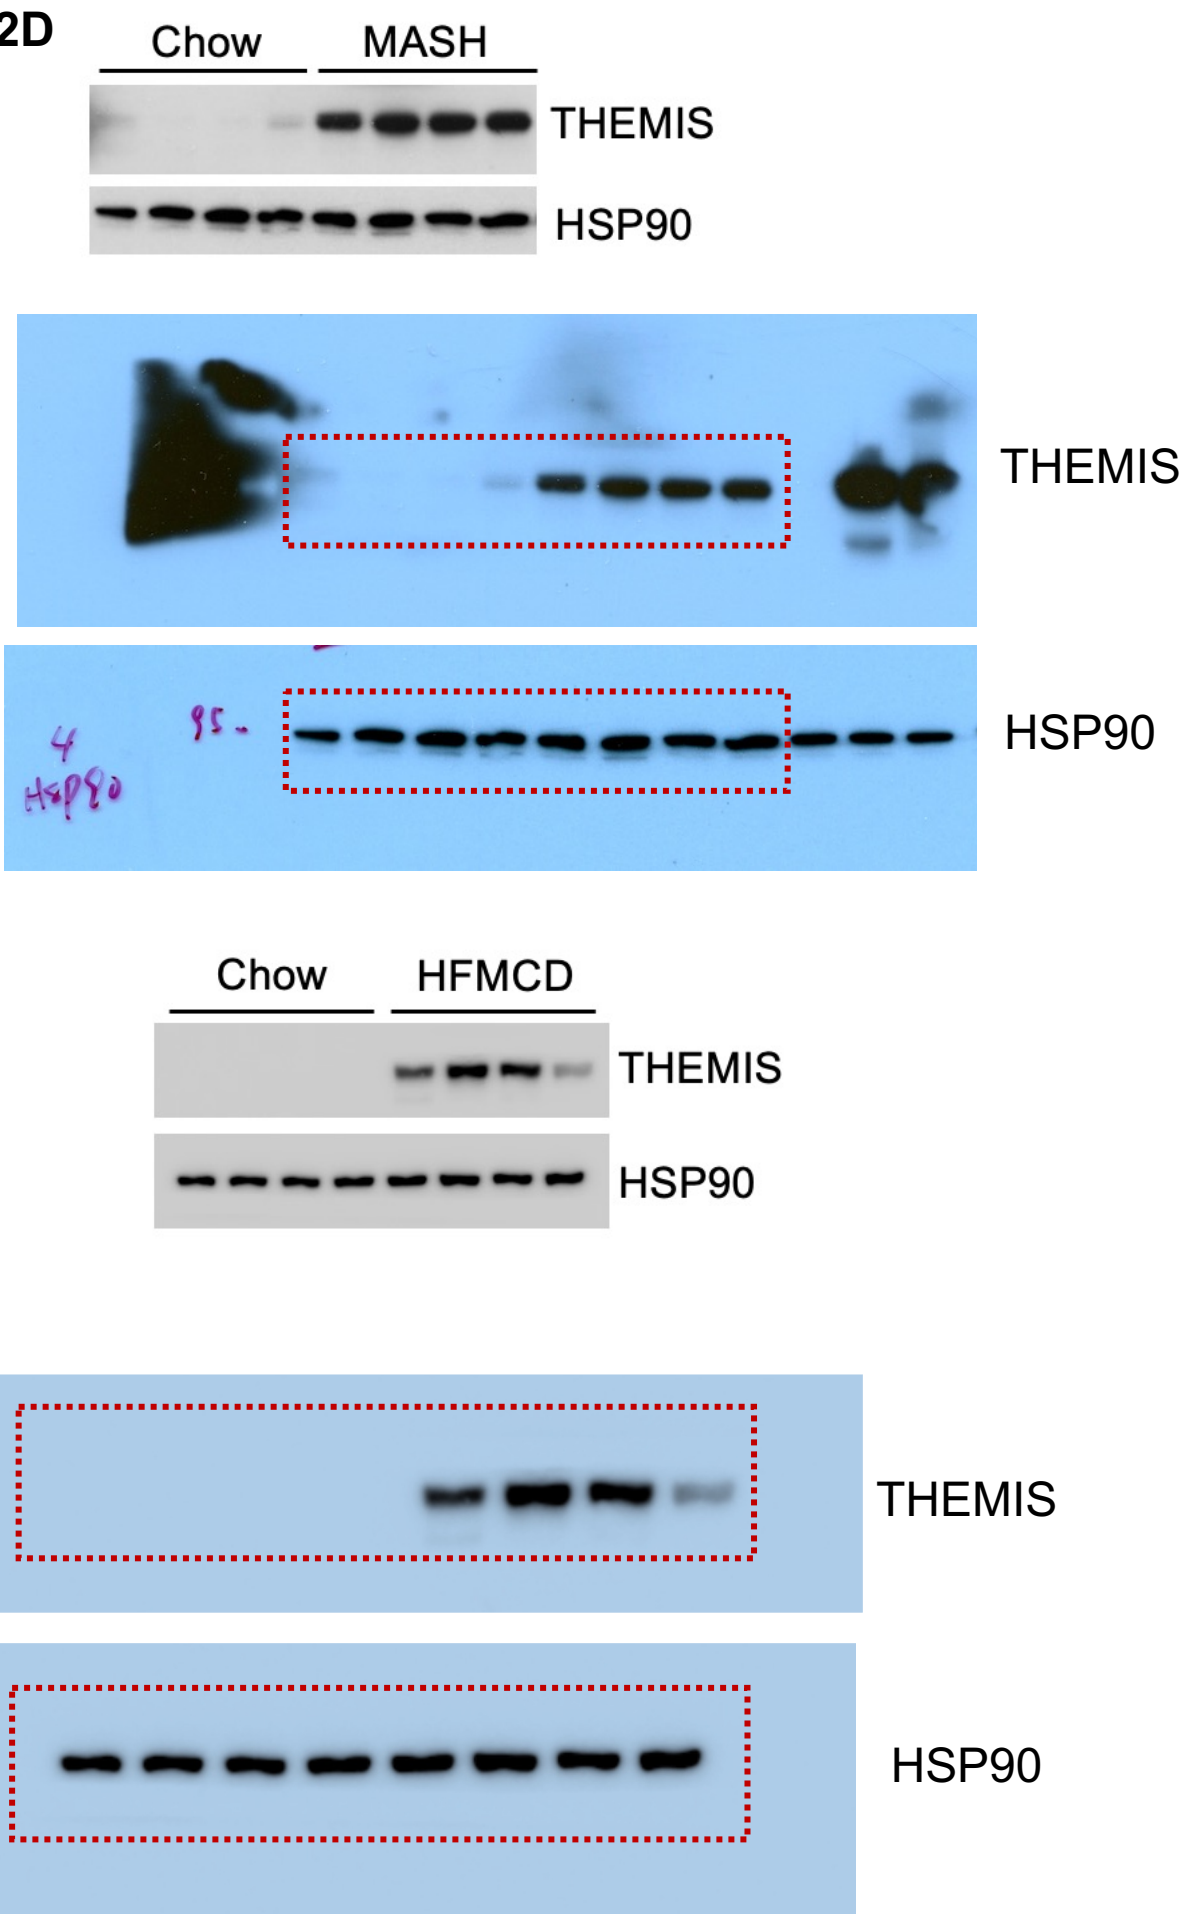

### Figure 2J

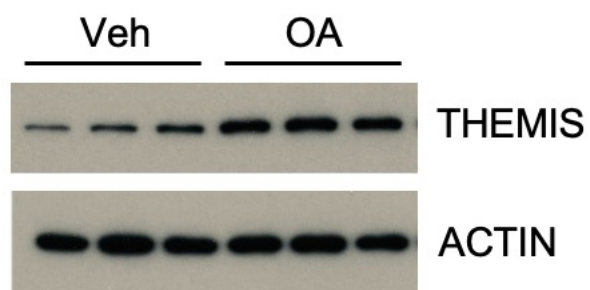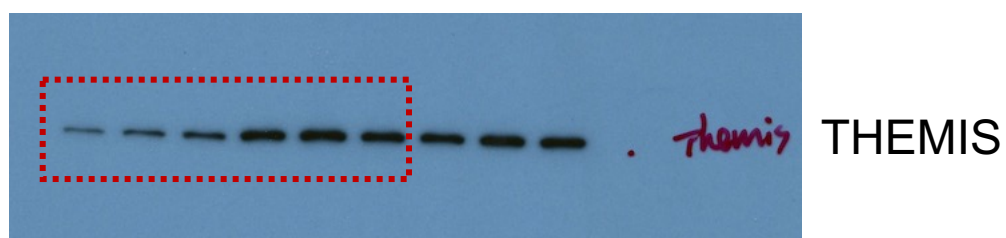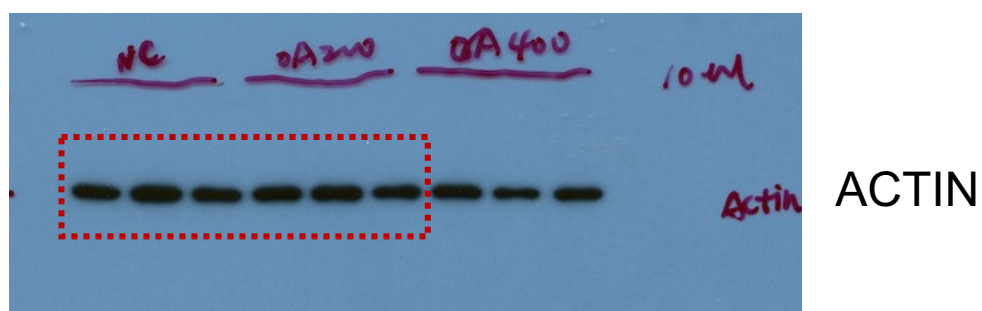

Figure 3H

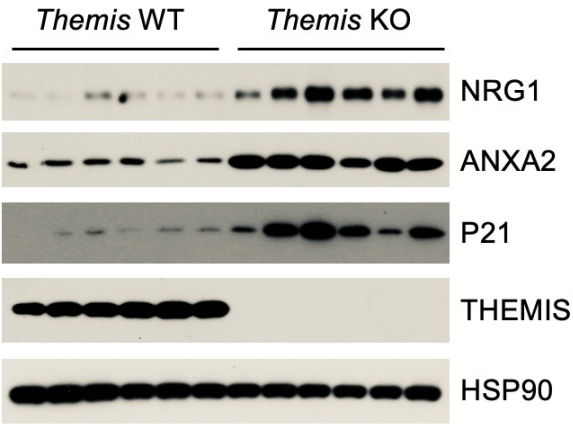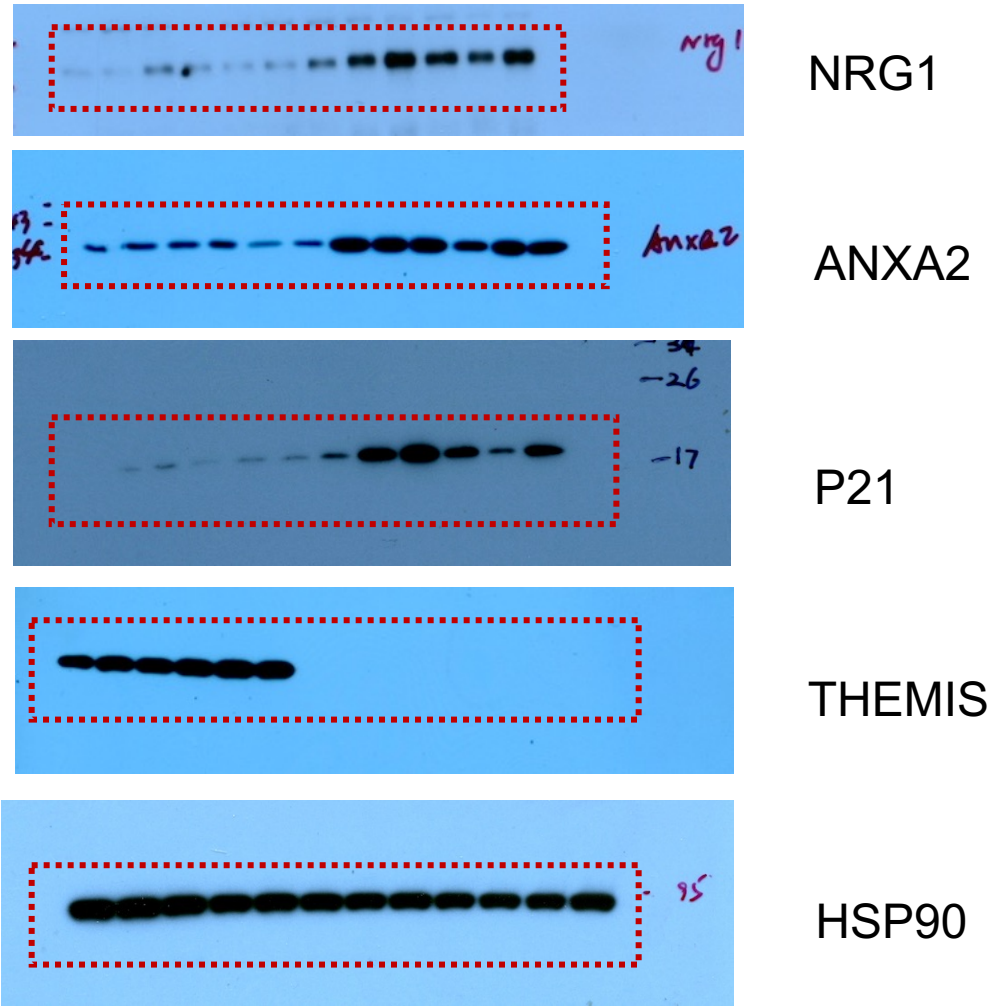

Figure 4F

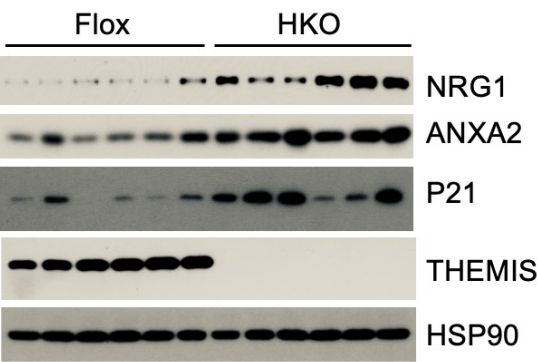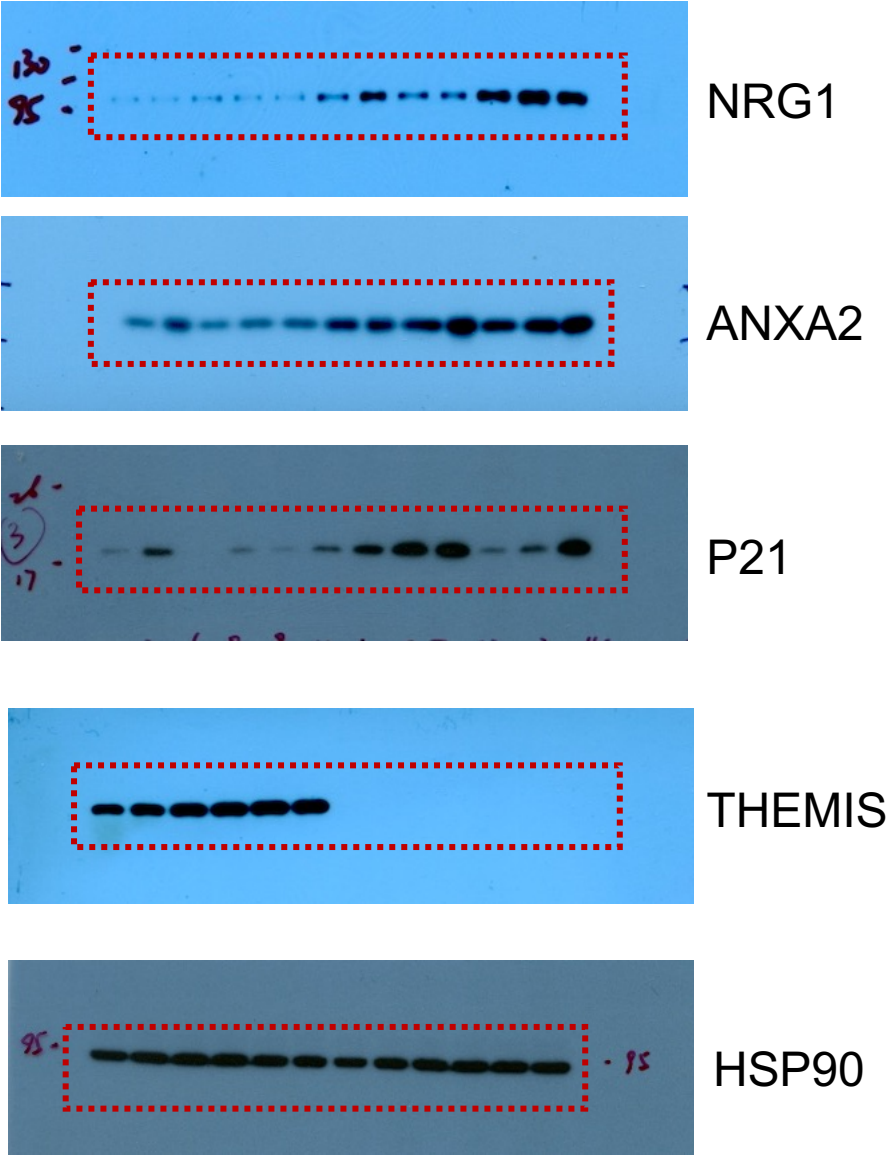

Figure 6A

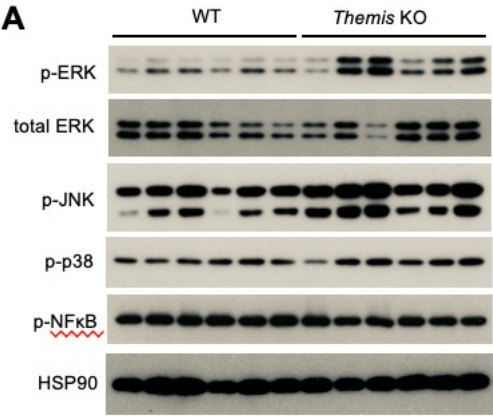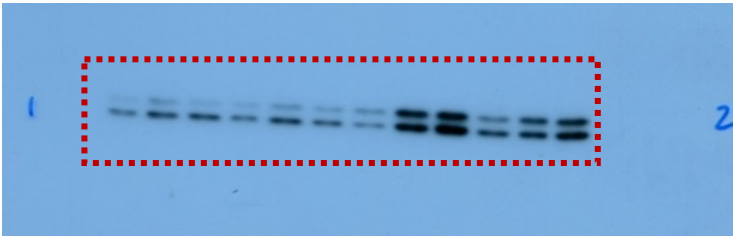

p-ERK

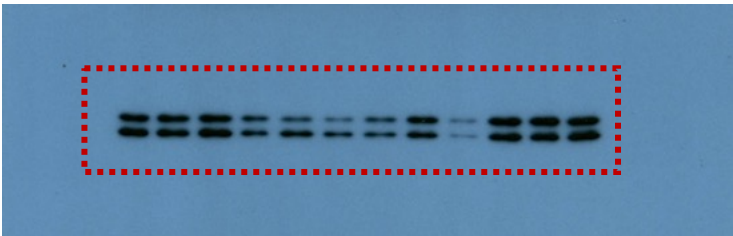

total-ERK

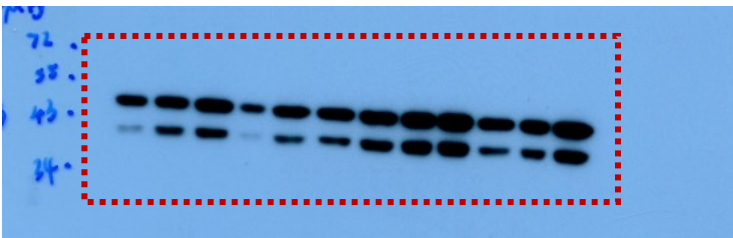

p-JNK

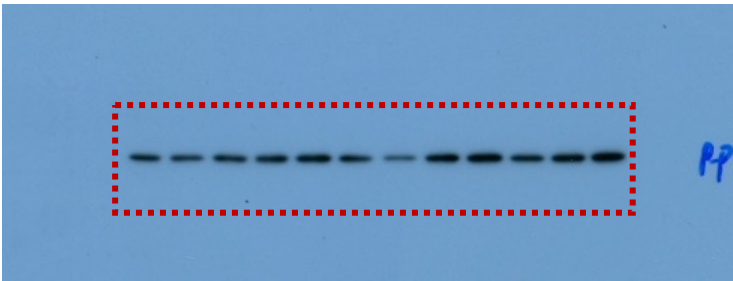

p-p38

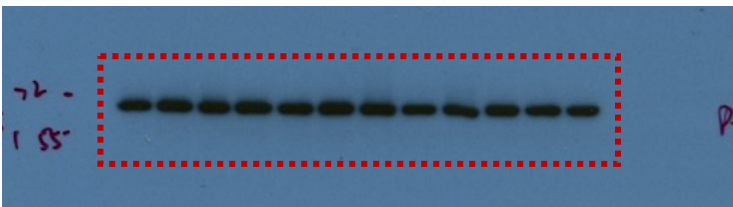

p-NFκB

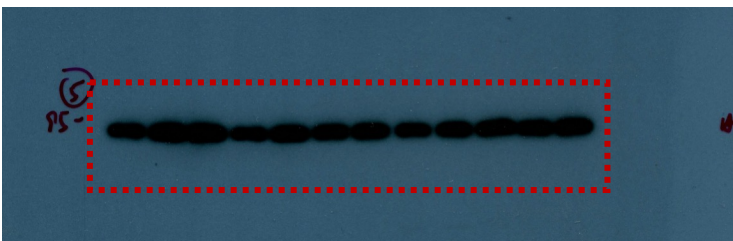

HSP90

Figure 6B

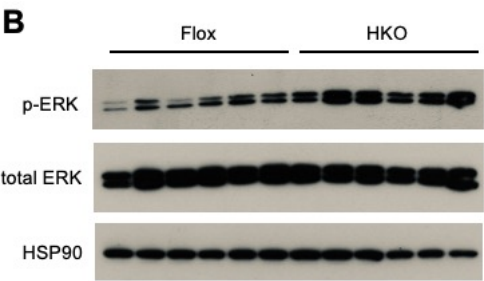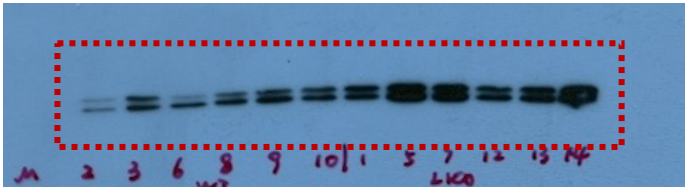

p-ERK

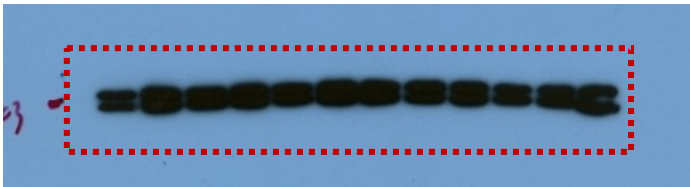

total-ERK

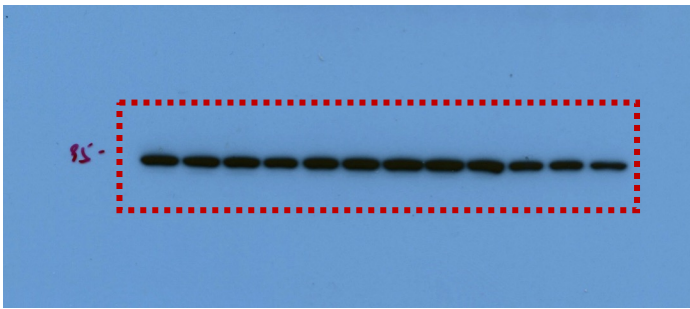

HSP90

Figure 6C

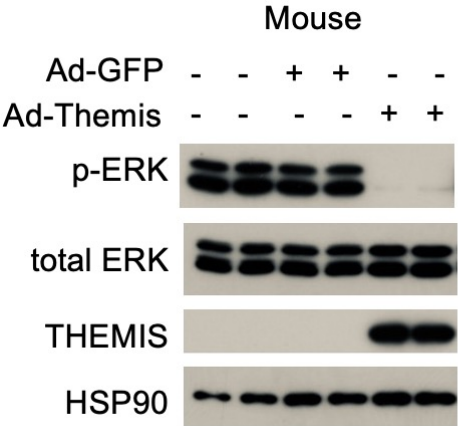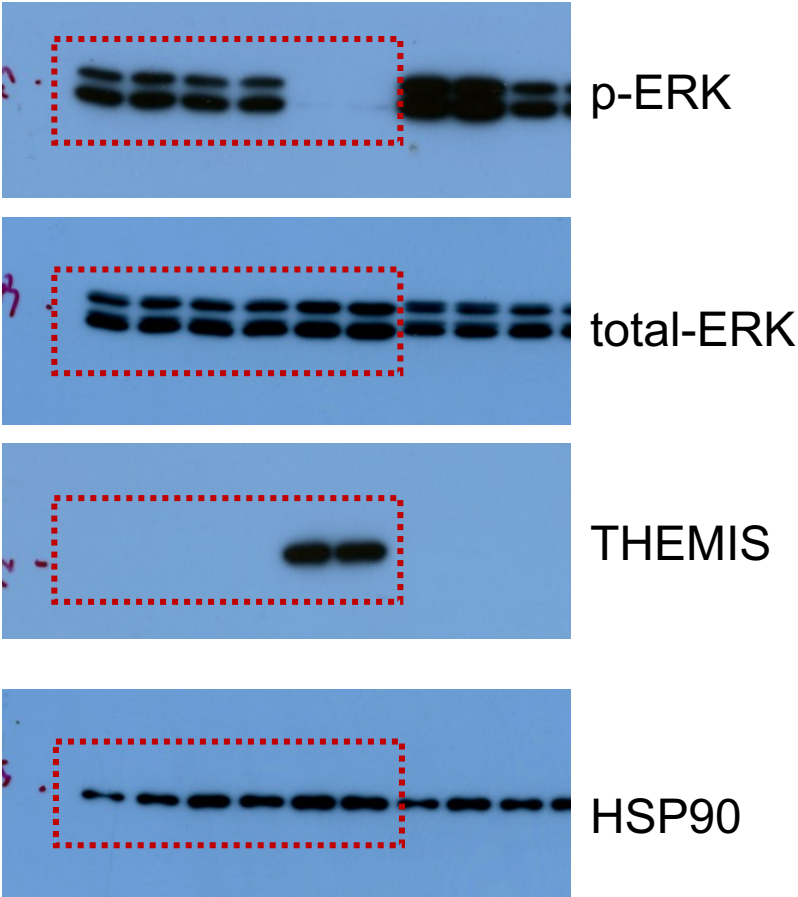

**Figure 6C**  
**continued**

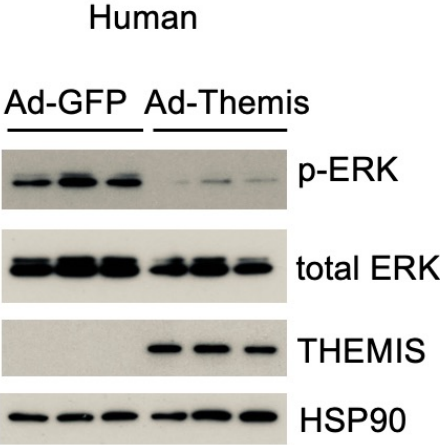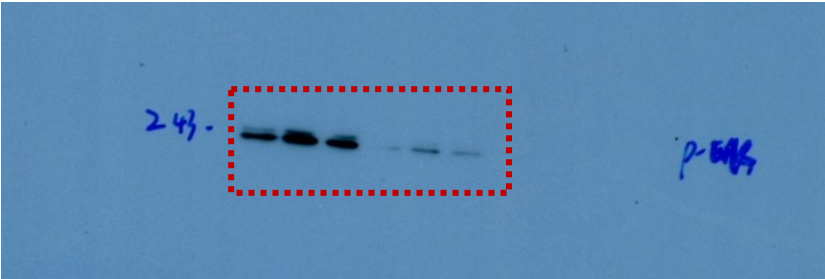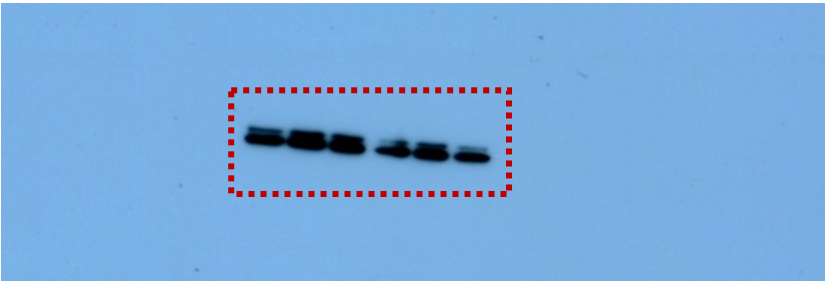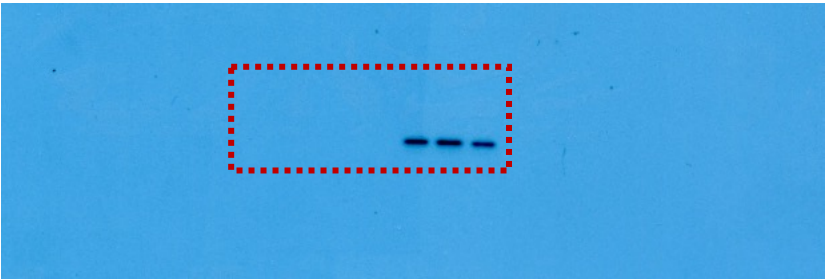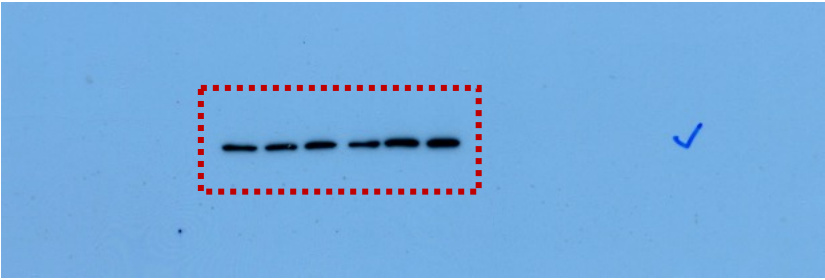

Figure 6D

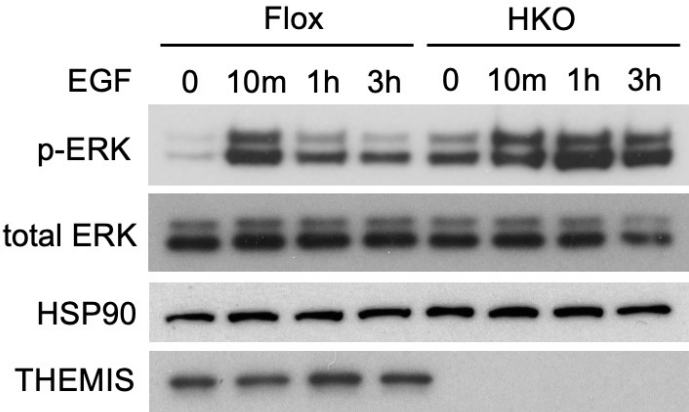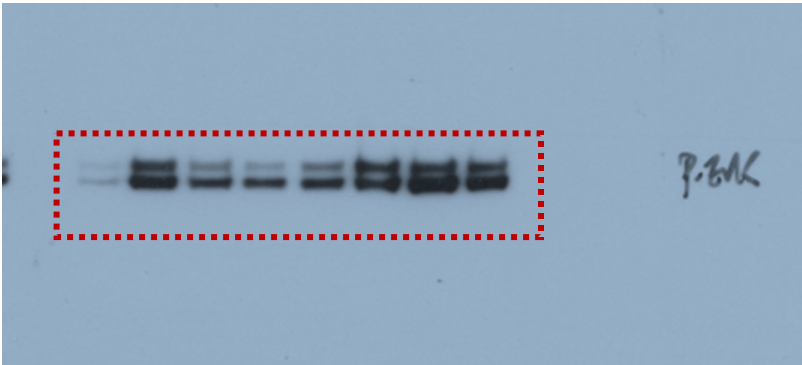

p-ERK

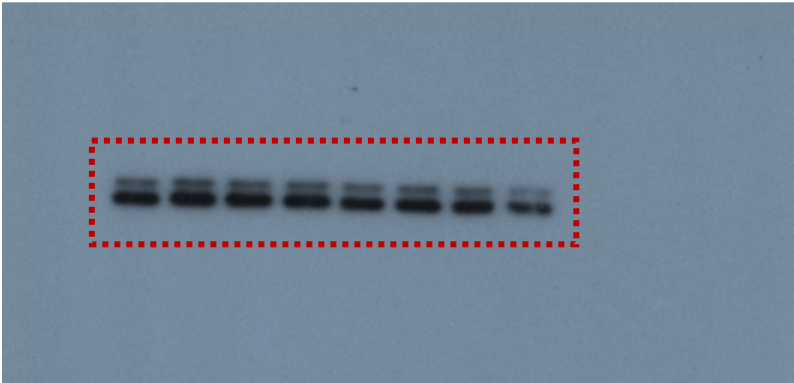

Total-ERK

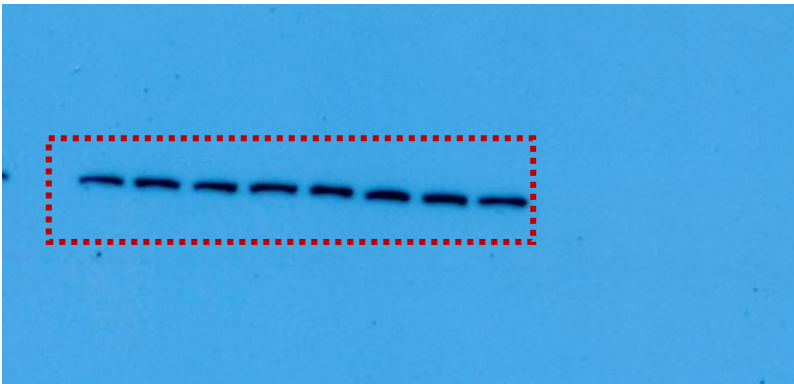

HSP90

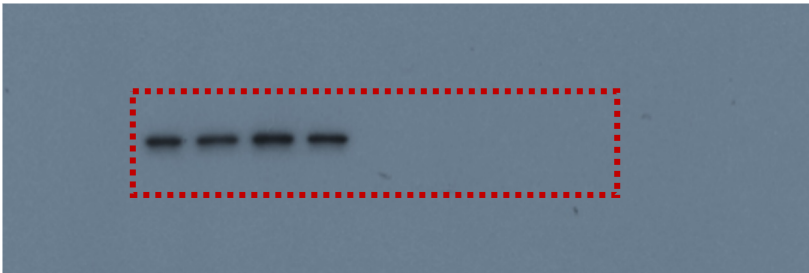

THEMIS

Figure 6E

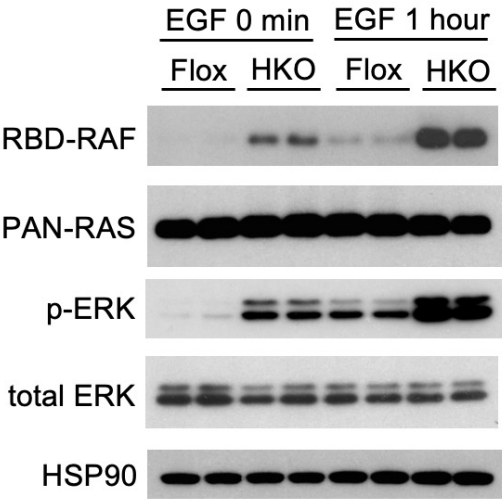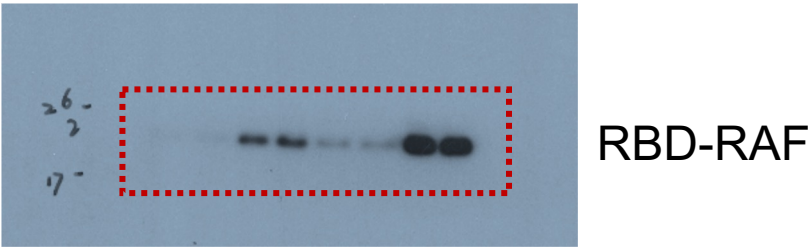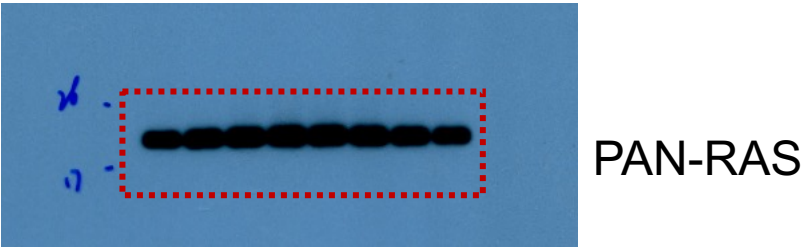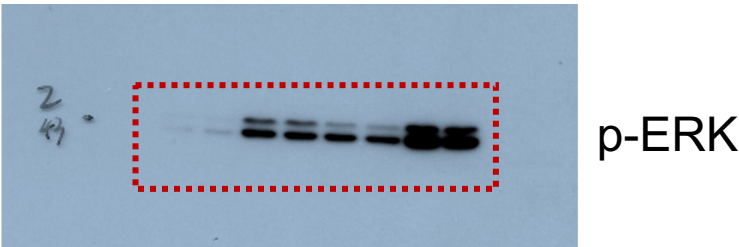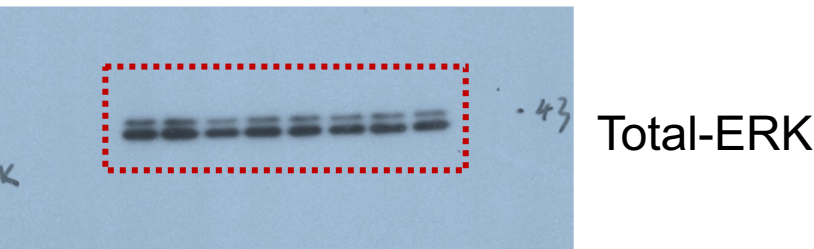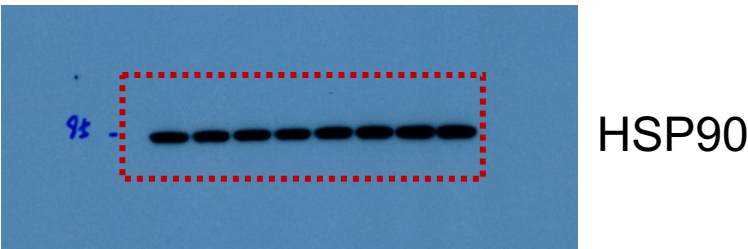

Figure 6G

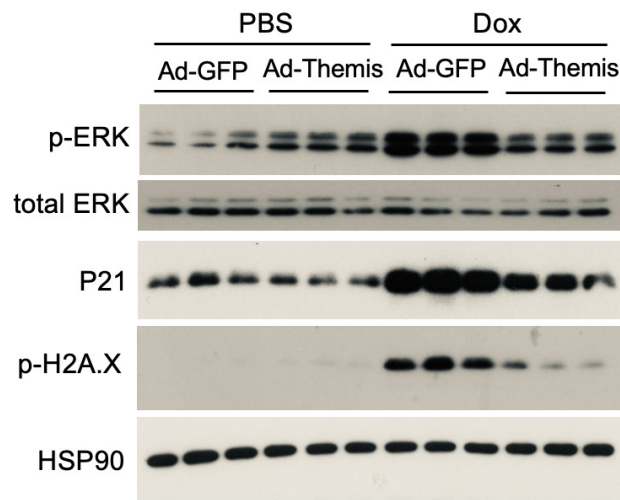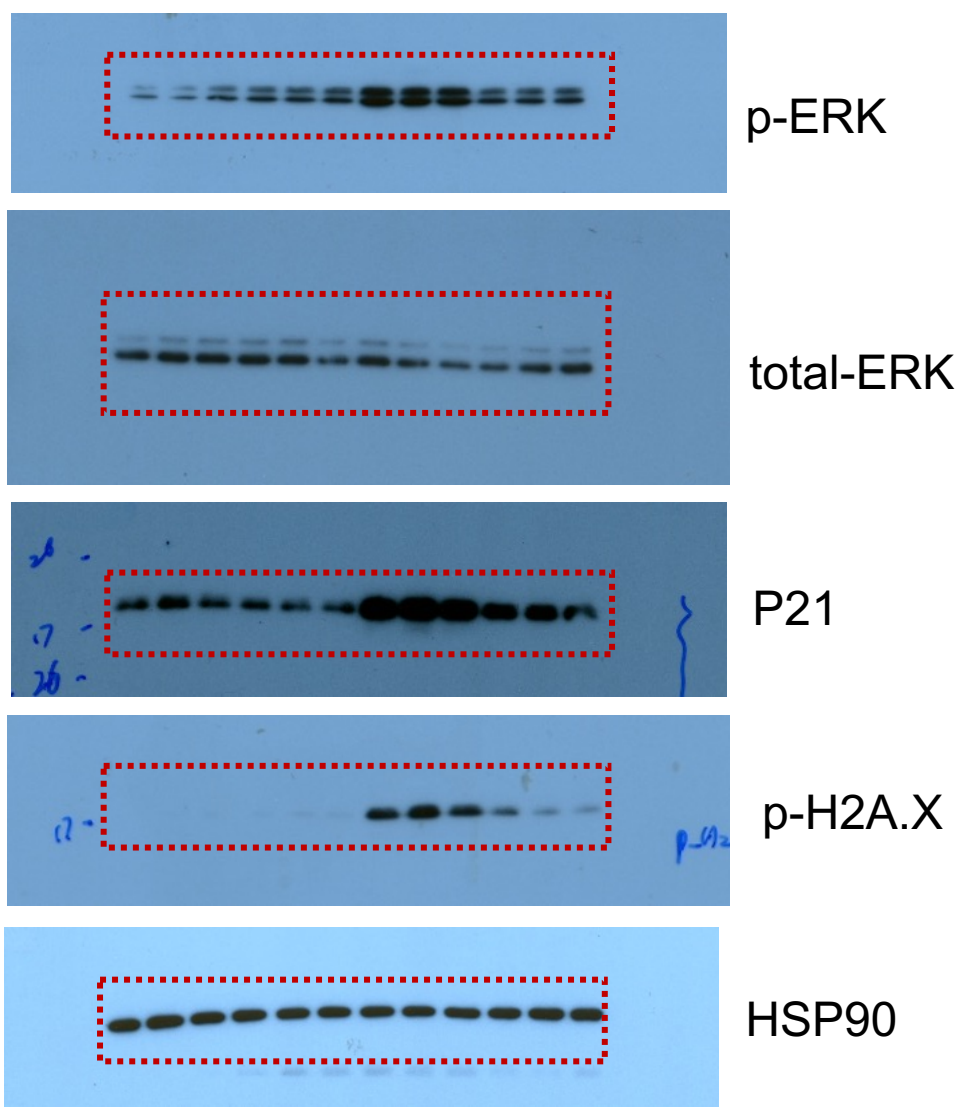

Figure 6H

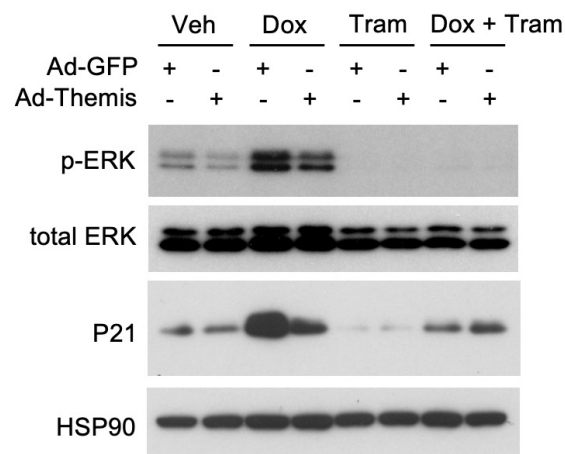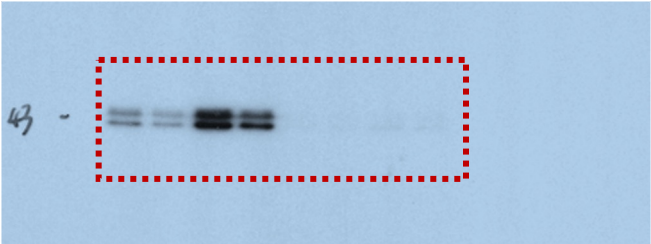

p-ERK

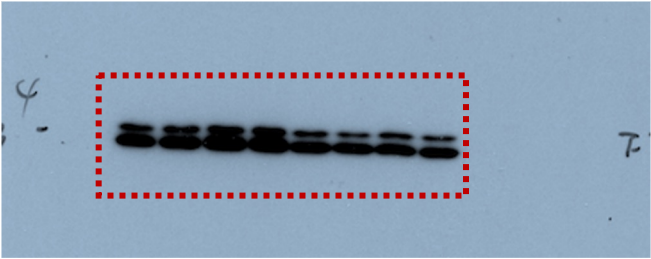

Total-ERK

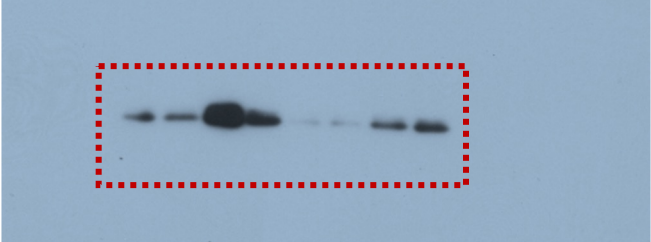

P21

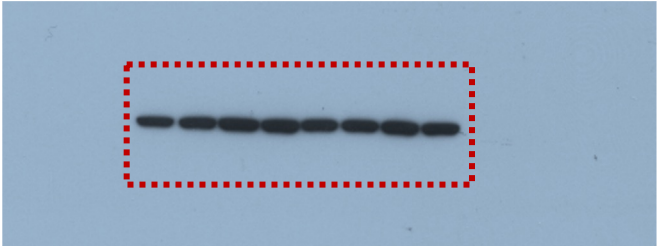

HSP90

Figure 7E

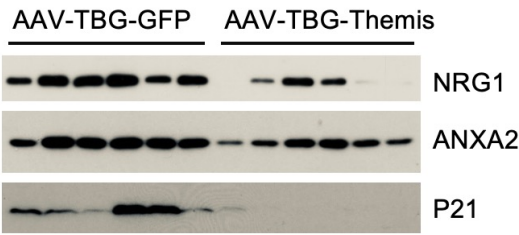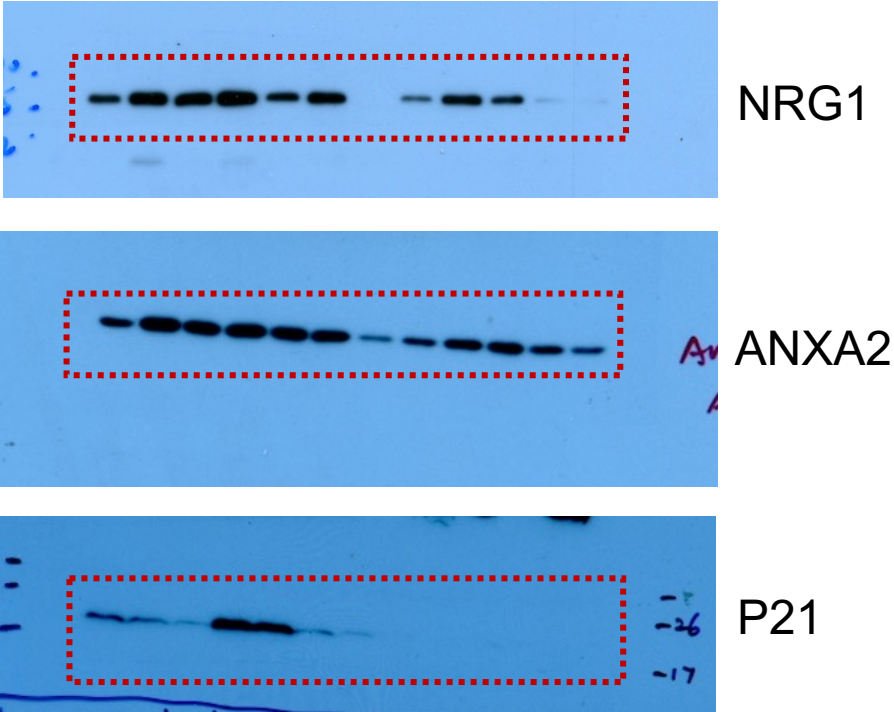

Figure 7E  
continued

AAV-TBG-GFP    AAV-TBG-Themis

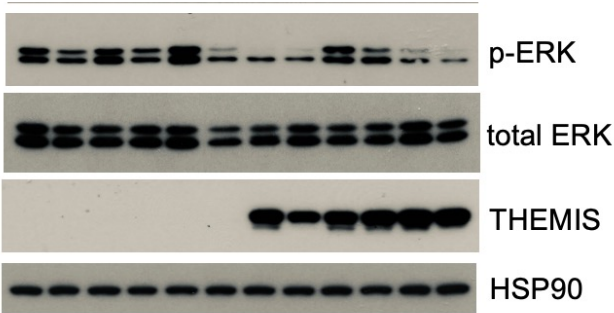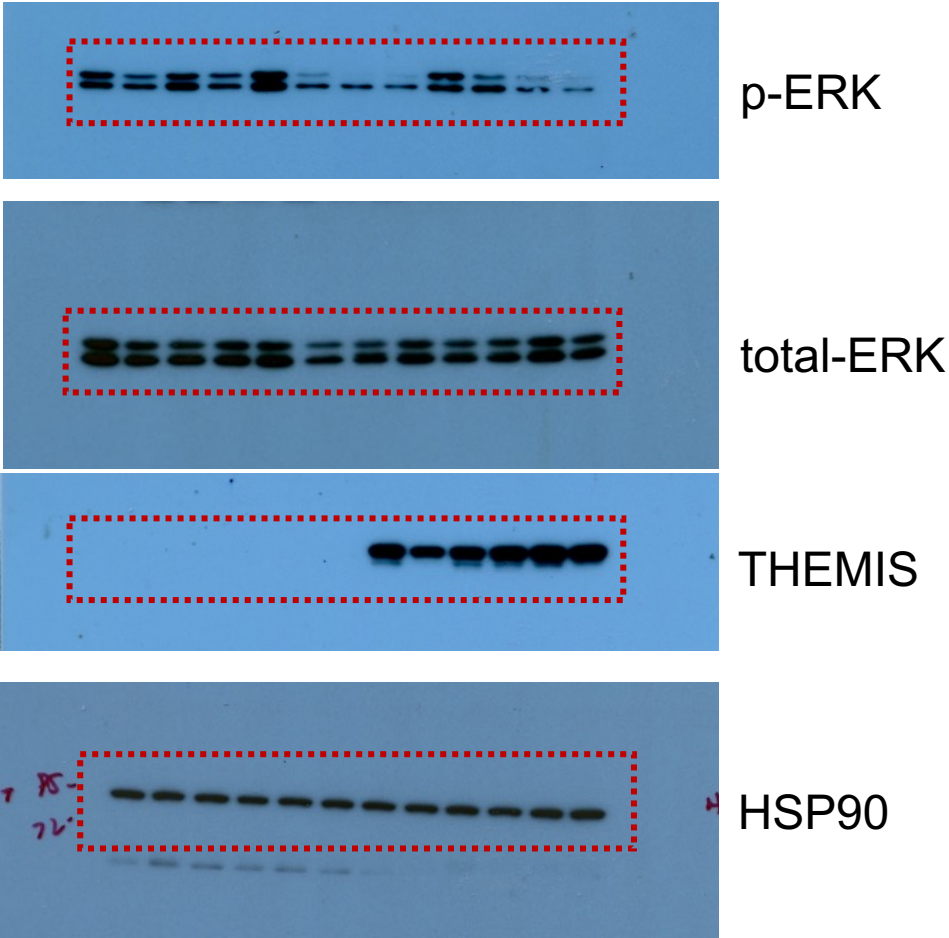

Figure 8G

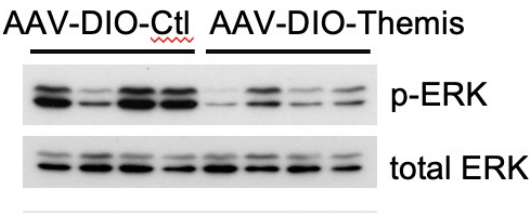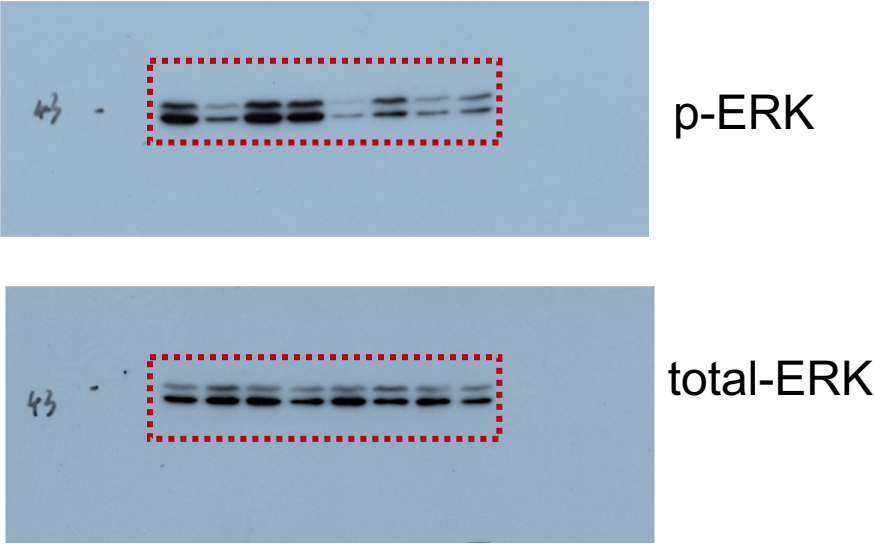

Figure 8G  
continued

AAV-DIO-Ctl    AAV-DIO-Themis

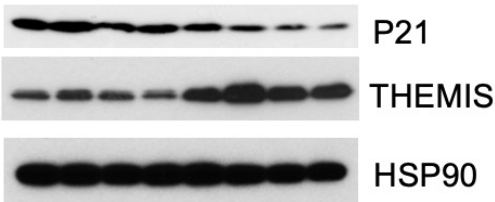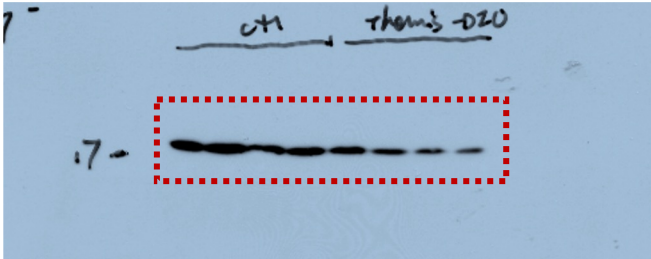

P21

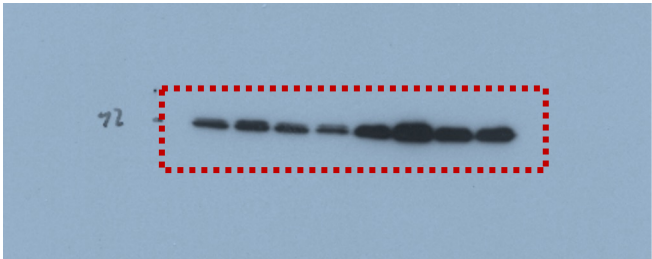

THEMIS

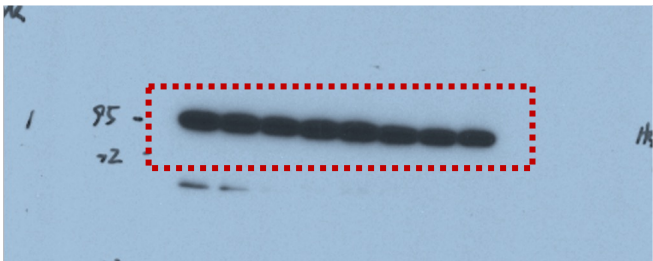

HSP90

Supplementary Figure 9C

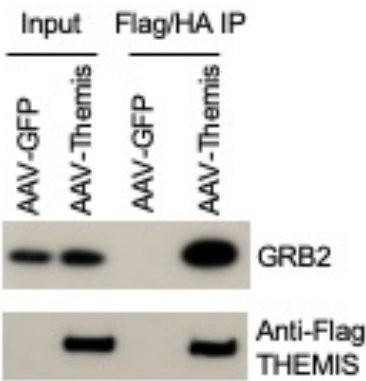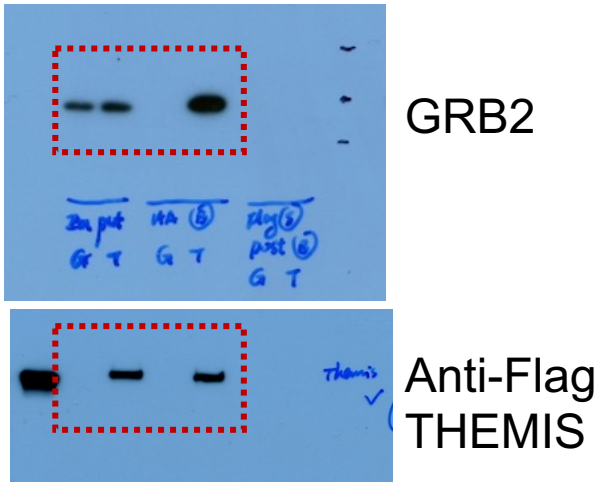

Supplementary Figure 9D

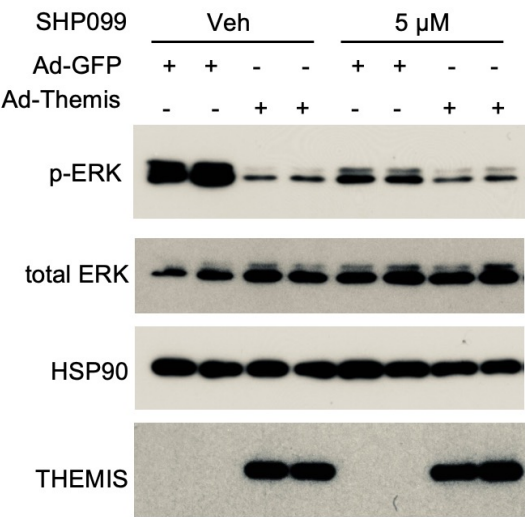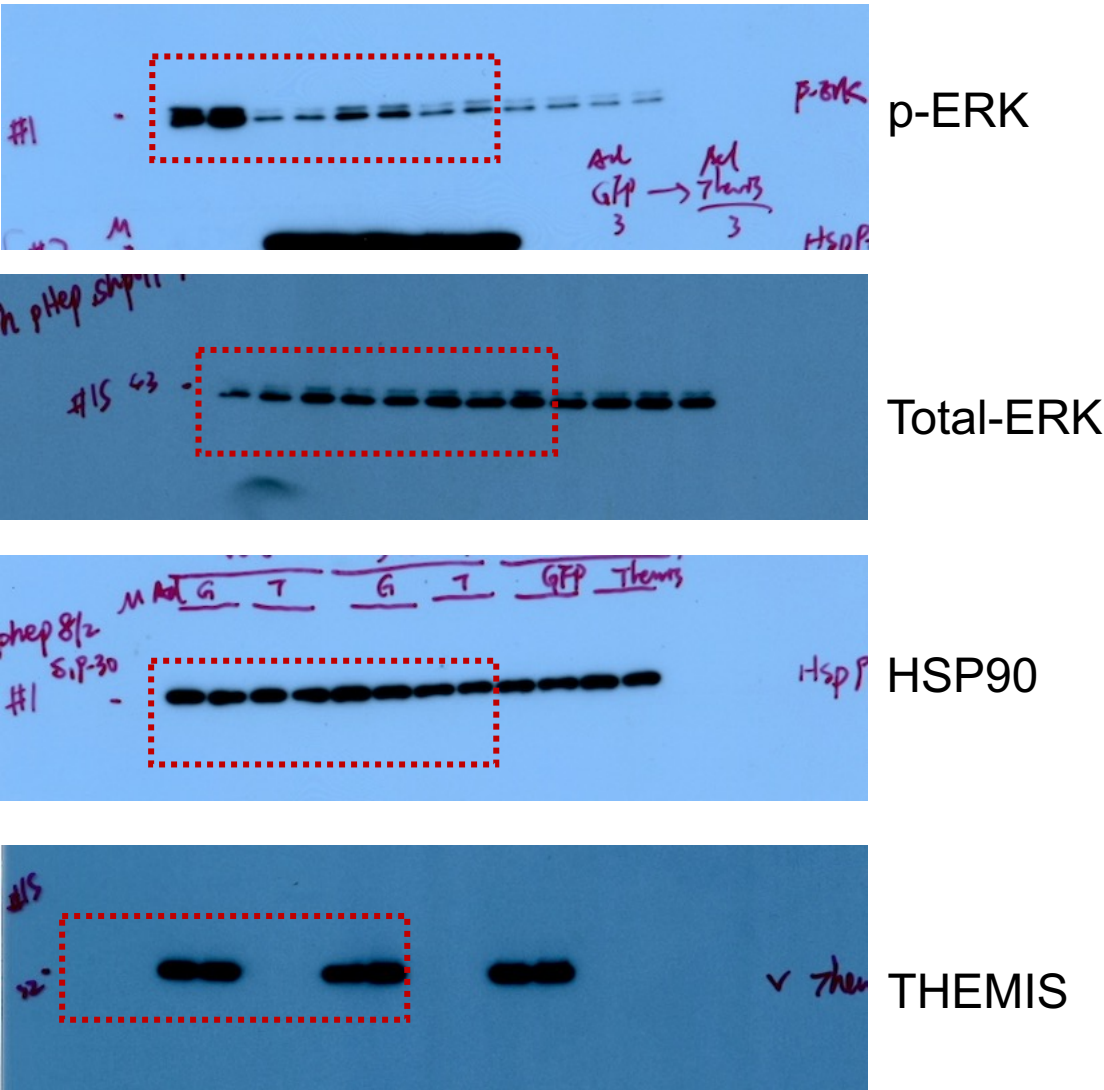

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

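Liver RNA of 3 WT and 3 whole-body *Themis*-KO mice fed the MASH diet was sequenced, and the genotype labels of the libraries were compared. The mapping of each library to its genotype and replicate number was taken from the sample labels and the Methods. The authors mapped paired-end reads of poly(A) libraries to GRCm38 with STAR and assigned them to genes with RSEM, and deposited an estimated count per gene and liver. The deposited estimated counts are not normalized, and in the table they are whole numbers, although RSEM gives fractions. The rounding is seen in the values and is not described in the Methods. RSEM divides a read that fits several genes among them, so values of near-identical genes depend on each other. The paper's text gives the genome build but not the release of the annotation. Of the 25403 genes listed, 25353 had an entry in GENCODE vM21, an annotation of GRCm38, from which coordinates, strand and gene type were taken.

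The libraries held between 20679642 and 25649767 counts on genes. The 100 most abundant genes took between 39.5% and 42.85% of them. A fold against a group with 3 counts or fewer in every library was computed against that floor and is given as a lower bound.

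Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with low counts were left out by edgeR's filterByExpr with the genotype groups, which removed 10907 listed genes and kept 14496. Libraries were scaled by TMM, and the groups were compared with glmQLFit and glmQLFTest on all 6 livers without covariates. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 and, for counts of genes, a fold change of at least 2. The paper's text names the fold cutoff and DESeq2 but not a p threshold, so an adjusted p of 0.05 was used. Standard errors were derived from the log2 fold change and its F statistic. CPM are TMM-normalized without a prior count. A few genes were also compared by an exact two-sided permutation test, whose smallest p for 3 livers against 3 is 0.1.

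Gene sets were tested with camera at a correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 14 sets, and scored in each liver as the mean log2 CPM of the tested genes, with a prior count of 2. These were 7 lists from the paper (Table S1, Figure 1D, Supplementary Fig. 1F and Supplementary Fig. 3D) and 7 lists of cell-type markers, all written before the data were examined. The fatty acid oxidation, senescence, daHep, core hepatic, hepatocyte, cholangiocyte, macrophage and HSC lists share some genes with Figure 3F. The genes of Figure 3F and of the qPCR panels were only described, since the authors chose them from this experiment.

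The genes named are *Themis*, every gene the paper names for this experiment, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 in which every liver of one group lay beyond every liver of the other. This rule was set before the data were examined. Some genes that the rule covers are not reported here by name. *Gm28438*, *mt-Nd3*, the other *Mup* genes and single T cell markers were named after their values were seen.

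The replicate numbers of the labels run from 1 to 3 in each group, and the paper speaks of 3 pairs of livers. Neither says what makes a pair. A fit with the replicate number as a block was therefore run beside the fit without it. The mean correlation of same-numbered livers in their deviations from the group means was −0.13, and that of differently numbered livers was 0.066.

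The alternatives set before the data were examined were RLE size factors, upper quartile scaling, scaling by total counts alone, no filter on low counts, at least 10 counts in every liver, DESeq2 1.42.0, the replicate block, each liver left out in turn and other thresholds. For gene sets they were a correlation estimated for each set and the rotation test fry. The mitochondrial type, a name for the split of the livers by their *mt-Nd3* and *Gm28438* counts, as a covariate was added after the data were examined.

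The fits were tested on simulated counts with the means and library sizes of these livers, in which 200 genes were changed by 1.5 or 2 on the log2 scale and a further set of 30 genes was raised by 0.8. With 14295 genes tested, edgeR recovered 194 of the 200 (97%). Of its 224 calls, 15 were genes of the raised set and 15 (6.70%) were unchanged genes. DESeq2, with 14496 genes, recovered 195, and of its 249 calls 20 were genes of the raised set and 34 (13.7%) were unchanged genes. The raised set had a camera p of 2.2e-38, and an unchanged set of 30 genes had 0.544. The simulated genes were drawn independently of each other, so these values do not test camera on correlated genes. Figures were drawn with matplotlib 3.10.9.

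The comparison with diet-induced MASH and its resolution (Figure 3E) and the deconvolution need datasets that were not analysed here. The qPCR, histology and protein measurements were not analysed here either.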

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

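All tests of explanations for the 2 results of this part were chosen only after the result was seen.

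Genes of major urinary proteins, the *Mup* family on chromosome 4, differed between the labels, and the paper does not report on them. Of 20 *Mup* genes tested, 17 were lower in livers labelled *Themis*-KO at an adjusted p under 0.05 and at least 2-fold, 19 had a negative log2 fold change, and the median was −2.19. The same numbers of negative and lower genes were found with RLE, upper quartile and total count scaling. At an adjusted p under 0.05, 10 were lower with the replicate block, and from 6 to 18 with each liver left out in turn. *Mup20*, the member with the highest CPM, did not follow, at 8198 ± 1811 (SD, n = 3) in livers labelled WT and 8877 ± 935 (SD, n = 3) in livers labelled *Themis*-KO (log2 fold change 0.11, adjusted p = 0.693), while *Mup3* changed by −1.20 (adjusted p = 0.0223). The family consists of near-identical genes, among which an estimate of counts divides the reads. The summed CPM of all 20 genes fell only by 0.46 on the log2 scale, and the lowest liver labelled WT was 1.055 times the highest labelled *Themis*-KO. The groups did not overlap in this sum, but their means were within the 1.5 times set for shared reads, so the falls of the single genes could come in part from reads assigned to other copies, and which copies fell is uncertain. Reads moved to *Mup20* would account for little of it if the expression of *Mup20* itself had held. The summed CPM of the other 19 genes fell from 7062 to 2245 on average, without overlap, and the gain of *Mup20* was 14.1% of that fall. The *Mup* genes fell further than hepatocyte markers (mean difference −1.93, permutation p = 8e-05 across genes). Genes that share reads are not independent, but the sum without *Mup20* fell by 1.65 on the log2 scale, further than the markers, and *Mup20* did not fall, so a smaller share of hepatocytes does not by itself account for the pattern. The sum of all 20 genes, however, fell about as far as the markers did on average (−0.44). A smaller share of hepatocytes together with reads moved to *Mup20* is thus not excluded. All livers were male by their counts. The lowest CPM of any of 4 Y-linked genes in any liver was 9.635, and the highest of *Xist* was 0.378. A shift to the female pattern of liver expression would raise female-biased genes. Their mean log2 fold change was 0.51 in 9 tested genes, with a camera p of 0.0619, and between 0.00604 and 0.299 over the alternatives, so this test did not pass as set. The mean was positive under each of the 11 alternatives and the test passed under 5 of them, and such a shift is not excluded. A list of male-biased genes fell (10 of 13 at an adjusted p under 0.05), among them *Slco1a1* (−2.89) and *Cyp7b1* (−1.74). It was written after *Hsd3b5*, *Elovl3* and the *Mup* genes had been seen to fall, so it is not an independent test. A fall of male-biased genes without a rise of female-biased ones was not tested apart and is not excluded. WT replicate 3, which has the *mt-Nd3* counts of the livers labelled *Themis*-KO, had *Mup7* at 1027 CPM, with the other WT livers at 562 and 1636 and those labelled *Themis*-KO at 10.8 to 27.8, which goes against a line of mice marked by these counts. A sequence difference in the *Mup* cluster itself was not tested. Shared reads, alone for the single genes or together with a smaller share of hepatocytes, thus remain beside the genotype. So do a shift to the female pattern, a fall of male-biased genes alone and the untested sequence difference.

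*Gm28438*, an unprocessed pseudogene on chromosome 1 of GRCm38 from 24612775 to 24613119, varied 63.7-fold between the livers, and *mt-Nd3*, from 9459 to 9806 on the mitochondrial chromosome, varied 30.2-fold. *Gm28438* had 403 and 474 CPM in WT replicates 1 and 2 and between 7.44 and 11.9 in the other 4 livers, and *mt-Nd3* had 14.0 and 15.5 in WT replicates 1 and 2 and between 321 and 422 in the others. Both were singled out after their values were seen. The reference sequence of the copy matches 344 of the 345 aligned bases of *mt-Nd3*, with the difference T3C, counted from the first base of *mt-Nd3*. If reads of one gene are assigned to the other, their sum stays even, and the highest summed CPM was 1.49 times the lowest. A candidate explanation is thus that reads of *mt-Nd3* from WT replicates 1 and 2 fit the nuclear copy better, as a mitochondrial sequence variant carried by these mice would cause. The reads themselves were not analysed here. A change of the gene's expression with genotype goes against WT replicate 3, in which both genes were at the level of the livers labelled *Themis*-KO.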

How the results depend on the processing

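The alternatives were set before the data were examined, except the mitochondrial type as a covariate and, for the genes near *Themis*, the replicate block and the fits that each left out 1 liver, which were chosen after the data were examined.

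With the 2-fold cutoff and an adjusted p under 0.05, 269 genes were higher and 162 lower in livers labelled *Themis*-KO. The counts of both directions were within 1.5 times of these with RLE size factors, upper quartile scaling, at least 10 counts in every liver and DESeq2 (387 higher and 208 lower). Scaling by total counts alone gave 504 higher and 121 lower, and no filter on low counts gave 442 and 234. The replicate block gave 14 higher and 42 lower. The 6 fits that each left out 1 liver gave from 6 to 694 genes higher and from 12 to 427 lower. All 431 genes kept their direction in each of the 6 fits, and in the fit with the replicate block, of whose 56 genes 55 were among the 431. For 430 of the 431, every liver of one label lay beyond every liver of the other. Leaving out a liver, the block or the mitochondrial type as a covariate could therefore hardly reverse them. Kept directions thus say little about stability. The mitochondrial type as a covariate gave 0 genes higher and 3 lower, against 783 and 741 at an unadjusted p under 0.05, and 430 of the 431 genes kept their direction. Other thresholds gave 561 higher and 255 lower for an unadjusted p under 0.05 and 2-fold, 592 and 362 for 1.5-fold, 721 and 600 without a fold cutoff, and 68 and 85 in a test against a 1.2-fold change. DESeq2 gave 591 and 315 with an unadjusted p and 955 and 547 with 1.5-fold. Apart from the thresholds, which change the criterion itself, the cause was not tested.

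The direction of *Acadvl* was reversed with total counts (0.019), and that of *Bmp4* with total counts (0.062) and within a range from −0.20 to 0.071 over the fits that each left out 1 liver. Neither passed the threshold in any setting. Among the 90 genes named by rule, 50 lost their adjusted p under 0.05 with the replicate block and none gained it, 52, 47, 55 and 47 lost it without WT replicate 1, WT replicate 2, *Themis*-KO replicate 1 and *Themis*-KO replicate 2, and 10 lost and 6 gained it without WT replicate 3. It was gained by 19 without *Themis*-KO replicate 3, 16 with DESeq2 and 14 without the filter, and no direction other than those of *Acadvl* and *Bmp4* changed. The mean of the Figure 3F hepatocyte genes shown as lower moved from −0.65 to −0.51 with total counts. The means of the other Figure 3F groups moved by less than 1 SD under every alternative run for gene groups.

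Of the 14 gene sets, 10 passed an adjusted p of 0.05 with camera, and also with RLE, upper quartile and total count scaling, the filter at 10 counts and the replicate block. None of the 14 passed when the correlation between genes was estimated for each set, the smallest adjusted p being 0.157. The 10 sets and their mean log2 fold changes, which this choice leaves as they are, were fatty acid oxidation (−0.23), senescence (0.78), proliferation (0.30), daHep (1.45), core hepatic (−0.49), ERK target (1.05), hepatocyte (−0.44), cholangiocyte (0.87), macrophage (0.43) and HSC (0.49) genes. The rotation test fry left 5 sets, among them endothelial markers (0.21, adjusted p = 0.048), which also passed with total counts (0.34). Under camera, their adjusted p ran from 0.0245 to 0.434 over the fits that each left out 1 liver. Under fry the fatty acid oxidation (−0.23), senescence (0.78), proliferation (0.30), ERK target (1.05), cholangiocyte (0.87) and macrophage (0.43) genes did not pass. In these 2 settings only the test differs. The estimated correlation ran from 0.00026 for the HSC markers and 0.046 for the hepatocyte markers to 0.93 for the macrophage markers, against the 0.01 assumed. With an estimate, camera also takes its p from the few residual degrees of freedom of the livers, so the losses do not follow from a high correlation alone.

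With each liver left out in turn, the mean of the de novo lipogenesis genes ran from −0.36 to −0.032, that of the proliferation genes from 0.14 to 0.42 and that of the endothelial markers from 0.15 to 0.24, and each passed in some fits and not in others. The T cell markers ran from −0.18 to 0.22 and the B cell markers from −0.50 to 0.23, and with at least 10 counts in every liver they were at −0.089 and 0.25, reversed against 0.049 and −0.15. They passed in none of these fits. The cause was not tested.

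Within 10 Mb of *Themis*, 7.81% of genes had an adjusted p under 0.05, below the share of other genes. With the replicate block it was 1.56%, above the share of other genes, and it ran from 1.515% to 27.3% over the fits that each left out 1 liver, with a Fisher's exact p of 0.0835 or more in each. In these fits it was above the share of other genes, except without *Themis*-KO replicate 3, at 27.3% against 28.8%. Without replicate 1 or 2 of either label it rested on 1 gene.

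T and B cell markers had low counts, and 7 of 12 and 6 of 8 could be tested, so a change in these cells was hard to detect at this depth.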

Differences from the paper's values

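The paper reports 485 genes as upregulated and 295 as downregulated at a 2-fold cutoff. With edgeR's quasi-likelihood test, an adjusted p under 0.05 and the same cutoff, 269 genes were higher and 162 lower in livers labelled *Themis*-KO. Among the alternatives set before the data were examined, both counts came within 1.5 times of the paper's values with DESeq2 (387 higher and 208 lower), without a filter on low counts (442 and 234), with an unadjusted p under 0.05 and 2-fold (561 and 255), with DESeq2 and an unadjusted p (591 and 315), with 1.5-fold (592 and 362) and without *Themis*-KO replicate 3 (694 and 427). The paper names DESeq2 for this comparison. Only the count of higher genes came within 1.5 times with total count scaling (504) and without a fold cutoff (721). RLE size factors, upper quartile scaling, at least 10 counts in every liver, the replicate block, the test against a 1.2-fold change, DESeq2 with 1.5-fold and the fits without any other single liver did not close the gap for either count. None of the settings gave the paper's counts exactly.

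The paper cites Figure 3F for cell-type genes among the differentially expressed genes, whose numbers it gives with a 2-fold cutoff. It does not state that every plotted gene met that cutoff. All 73 genes of Figure 3F changed in the direction shown, and 27 passed an adjusted p under 0.05 with at least 2-fold. Of the 35 hepatocyte genes shown as lower, 19 had an adjusted p under 0.05 and 7 of these were at least 2-fold lower. Without *Themis*-KO replicate 3 these numbers were 29 and 9, with DESeq2 25 and 7, without a filter on low counts 21 and 7, with RLE size factors or at least 10 counts in every liver 20 and 7, and without WT replicate 3 they were 18 and 9. They were 18 and 5 with total counts, 2 and 2 with the replicate block, 3 and 3 without WT replicate 1 or *Themis*-KO replicate 2, 5 and 3 without WT replicate 2 and 1 and 1 without *Themis*-KO replicate 1. Of the 9 hepatocyte genes shown as higher, 6 passed and 4 were at least 2-fold higher. All 9 passed without a filter on low counts and without WT replicate 3, of which 5 and 6 were at least 2-fold higher, and 8 passed with DESeq2 and with total counts, of which 4 and 5 were. Of the 12 macrophage genes 8 passed and 7 were at least 2-fold higher, against 11 and 8 with DESeq2, 11 and 7 without a filter, 10 and 7 without *Themis*-KO replicate 3 and 8 and 8 without WT replicate 3. Of the 9 HSC genes 7 passed and 4 were at least 2-fold higher. All 9 passed with total counts and without *Themis*-KO replicate 3, with 5 and 4 at least 2-fold higher, and 8 passed with DESeq2 and without a filter. Of the 8 cholangiocyte genes 5 passed, all at least 2-fold higher. With total counts and without *Themis*-KO replicate 3, 7 passed, all at least 2-fold higher, and with DESeq2 and without a filter 7 passed, 6 of them at least 2-fold higher. The replicate block left 1 HSC gene and 0 genes of the other 3 groups, while all 9 hepatocyte genes shown as higher, 11 macrophage and 7 cholangiocyte genes had an unadjusted p under 0.05. For the hepatocyte genes shown as higher, the macrophage, the HSC and the cholangiocyte genes, the numbers that passed were 1, 0, 0 and 0 without WT replicate 1 (8, 10, 9 and 7 at an unadjusted p under 0.05), 0, 0, 2 and 0 without WT replicate 2 (8, 10, 9 and 7), 0, 0, 0 and 1 without *Themis*-KO replicate 1 (8, 11, 8 and 7) and 0, 1, 2 and 1 without *Themis*-KO replicate 2 (8, 10, 9 and 8). Without WT replicate 3, 6 HSC genes and 1 cholangiocyte gene passed.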

Other observations

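The test of the mitochondrial type was chosen only after the result was seen. The other tests of this part were set before their result was seen.

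The 1321 genes with an adjusted p under 0.05 were set against other groupings of the livers. There are 10 splits of the 6 livers into 3 and 3, and the other 9 gave 0 genes or 1. Of the 4 splits that part all same-numbered livers, 1, the real one, gave as many genes. The other 3 gave 0, and at an unadjusted p under 0.05 they gave 2090, 332 and 82 genes against 4449. The remaining splits part only 1 pair. With 4 splits a share under 0.05 cannot be reached, so a grouping by chance is not excluded. After every liver was drawn down to the smallest library, 435 genes passed the adjusted p and 2-fold, and 424 without the 100 most abundant genes, against 431. The number of calls thus changed little. The libraries were of similar size and were scaled by TMM, so these totals had little room to move. They do not show whether the same genes passed. Scaling by total counts alone gave 504 genes higher and 121 lower. Across genes, which are not independent replicates, the log2 fold change followed transcript length with a Spearman rho of 0.0718, below the 0.1 set for a bias. It followed GC content with a rho of 0.1155, just above, so a GC bias cannot be excluded as a contribution. Length and GC were known for 99.9% of the tested genes. The difference between genes of the molecular clock with opposite phases changed by −0.37 on the log2 scale between the labels (exact permutation test, p = 0.6, where 0.1 is the smallest possible), with the 2 groups overlapping, so it did not part the groups as set for different collection times. *Themis*-KO replicates 1 and 2, at 2.32 and 2.15, lay below the livers labelled WT, at 2.82 to 3.43, and *Themis*-KO replicate 3, at 3.56, lay above them. Other collection times of single livers are thus not excluded.

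WT replicates 1 and 2 differ from the other livers in their *mt-Nd3* and *Gm28438* counts, which may mark another maternal line, so some of the calls could follow the line and not the genotype. If they did, WT replicate 3 would lie with the livers labelled *Themis*-KO. For the 415 genes called without WT replicate 3 and tested in it, its median position was 0.643 on a scale from 0 at the mean of the livers labelled *Themis*-KO to 1 at the mean of WT replicates 1 and 2, and 70.4% of the genes lay nearer to WT. In the same way, WT replicate 1 lay at 1.25 on 35 genes called without it, and WT replicate 2 at 0.856 on 53, with 100% and 96.2% of the genes nearer to WT. This falls between both predictions, and the explanation cannot be excluded. Only 1 WT liver shares the type of the livers labelled *Themis*-KO, so the comparison cannot be made with replicates within a type. The first dimension of a multidimensional scaling plot, with 49.6% of the variance, placed WT replicates 1, 2 and 3 at −1.13, −1.03 and −0.39 and *Themis*-KO replicates 3, 2 and 1 at 0.38, 0.99 and 1.18. *Themis*-KO replicate 3 was nearer to the WT mean than both others of its label for 322 of the 431 genes. Its profile was closer to WT replicate 3 (Pearson r of log2 CPM across genes 0.983) than to the others of its label (0.9756 and 0.9779). It was also slightly closer to WT replicate 2 (0.9789), which has the other mitochondrial type, but not to WT replicate 1 (0.9713).

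*Themis* had 203, 180 and 211 counts in the livers labelled *Themis*-KO and 176, 534 and 304 in those labelled WT. The counts are sums over the gene, so reads from any part of the gene that a knockout allele leaves in place would be included. The share of reads per exon was not analysed here. No test for a mislabelled liver was set beforehand. Every split that exchanged a WT and a *Themis*-KO label gave 0 genes or 1 with an adjusted p under 0.05, against 1321. WT replicate 1 correlated more with WT replicates 2 and 3 (Pearson r 0.987 and 0.986) than with livers labelled *Themis*-KO (0.958 to 0.971). As far as profiles follow genotype, this argues against a mislabelled WT replicate 1. *Themis*-KO replicate 3 was closer to WT replicates 2 and 3 than to its own label, so its label stays open.

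Genes within 10 Mb of *Themis* on chromosome 10 were examined for variants that flank a knockout allele. Of 64 tested genes, 5 (7.81%) had an adjusted p under 0.05, against 9.12% of the others (Fisher's exact test, two-sided, p = 1). The p was 0.305 within 20 Mb and 0.765 within 5 Mb. This gave no sign of an excess of changed genes near *Themis*. A share cannot show whether flanking variants changed single genes, so such variants are not excluded.

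The fatty acid oxidation genes were lower, and a smaller share of hepatocytes in the tissue would lower them as much as hepatocyte markers. They fell less than the markers, by 0.22 on the log2 scale (permutation p = 0.00665 across genes). Neither an equal nor a larger fall was thus seen. The fall cannot be told apart from a smaller share of hepatocytes, and the comparison gave no sign of a further fall per hepatocyte. The Figure 3F hepatocyte genes shown as lower, chosen by the authors from these data, differed from the markers by −0.21 (permutation p = 0.2079 across genes). They thus fell further, but without passing.

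Further gene lists of the paper were also scored in these livers. The 37 tested senescence genes of Table S1 had a mean log2 fold change of 0.78 (camera adjusted p = 2.6e-08, and 2.7e-08 with the replicate block), with 33 positive and 8 higher at an adjusted p under 0.05 over all genes (20 over the list). The livers overlapped in their score (exact permutation test, p = 0.2). The 16 ERK target genes of Supplementary Fig. 3D had a mean of 1.05 (camera adjusted p = 9.8e-06, and 9.7e-08 with the replicate block), all positive, with 4 higher at an adjusted p under 0.05 (6 over the list). Among the senescence and the ERK target genes, 0 and 0 had an adjusted p under 0.05 with the replicate block, and 21 and 8 an unadjusted p under 0.05. The adjusted numbers were also 0 and 0 without WT replicate 1, WT replicate 2, *Themis*-KO replicate 1 or *Themis*-KO replicate 2. They were 8 and 3 without WT replicate 3, and 25 and 10 without *Themis*-KO replicate 3. The 41 proliferation genes had a mean of 0.30 (camera adjusted p = 0.0143, and 0.00666 with the replicate block), and the 17 de novo lipogenesis genes −0.13 (camera adjusted p = 0.123, and 0.0513 with the replicate block). All 4 sets failed when the correlation between genes was estimated, with adjusted p of 0.279, 0.279, 0.553 and 0.706. With each liver left out in turn, the senescence and ERK target sets passed camera in all 6 fits, the proliferation set in 4 and the lipogenesis set in 2.

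The genes the paper measured by qPCR were also counted by RNA-seq. Of the 9 genes of Figure 3G, 7 had an adjusted p under 0.05. *Acta2* (log2 fold change 0.84, adjusted p = 0.105) and *Mmp12* (1.45, adjusted p = 0.0668) did not. For *Acta2* the adjusted p was under 0.05 with DESeq2 (0.0448), without a filter on low counts and without *Themis*-KO replicate 3, and ran from 0.00294 to 0.300 over the fits that each left out 1 liver. For *Mmp12* it was under 0.05 without a filter and without WT replicate 3 or *Themis*-KO replicate 3, ran from 0.0127 to 0.204, and was 0.0631 with DESeq2. Of the 6 genes of Supplementary Fig. 5G, *Timp1*, *Pf4*, *Pdgfb* and *Lgals3* passed, while *Tgfb1* (0.62, adjusted p = 0.0767) and *Gdf15* (1.04, adjusted p = 0.130) did not. *Tgfb1* passed with DESeq2, without a filter and without *Themis*-KO replicate 3, and *Gdf15* without a filter and without WT replicate 3. The replicate block left 1 of the 9 and 0 of the 6 genes with an adjusted p under 0.05, against 9 and 6 at an unadjusted p under 0.05. Without WT replicate 1 or without *Themis*-KO replicate 1, none of either group had an adjusted p under 0.05, while 9 and 5 and then 8 and 5 had an unadjusted p under 0.05.

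THEMIS acts in T cells, and their markers were few in liver RNA. *Cd4* was lower in livers labelled *Themis*-KO, with 0.591 ± 0.0726 CPM against 1.63 ± 0.507 (SD, n = 3 each), a log2 fold change of −1.46 (adjusted p = 0.0386, and 0.0960 with the replicate block). *Cd8a* (1.38, adjusted p = 0.167), *Cd3e* (−0.090, adjusted p = 0.876) and *Zap70* (−0.86, adjusted p = 0.0764) did not pass. These genes were singled out after their values were seen.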
